# Circadian Desynchrony Promotes Metabolic Disruption in a Mouse Model of Shiftwork

**DOI:** 10.1371/journal.pone.0037150

**Published:** 2012-05-21

**Authors:** Johanna L. Barclay, Jana Husse, Brid Bode, Nadine Naujokat, Judit Meyer-Kovac, Sebastian M. Schmid, Hendrik Lehnert, Henrik Oster

## Abstract

Shiftwork is associated with adverse metabolic pathophysiology, and the rising incidence of shiftwork in modern societies is thought to contribute to the worldwide increase in obesity and metabolic syndrome. The underlying mechanisms are largely unknown, but may involve direct physiological effects of nocturnal light exposure, or indirect consequences of perturbed endogenous circadian clocks. This study employs a two-week paradigm in mice to model the early molecular and physiological effects of shiftwork. Two weeks of timed sleep restriction has moderate effects on diurnal activity patterns, feeding behavior, and clock gene regulation in the circadian pacemaker of the suprachiasmatic nucleus. In contrast, microarray analyses reveal global disruption of diurnal liver transcriptome rhythms, enriched for pathways involved in glucose and lipid metabolism and correlating with first indications of altered metabolism. Although altered food timing itself is not sufficient to provoke these effects, stabilizing peripheral clocks by timed food access can restore molecular rhythms and metabolic function under sleep restriction conditions. This study suggests that peripheral circadian desynchrony marks an early event in the metabolic disruption associated with chronic shiftwork. Thus, strengthening the peripheral circadian system by minimizing food intake during night shifts may counteract the adverse physiological consequences frequently observed in human shift workers.

## Introduction

*Shiftwork* refers to a job schedule in which employees work hours other than the standard hours, e.g. in the early morning or during the night. Chronic shiftwork is correlated to increased body mass index (BMI) and risk of developing metabolic syndrome [1]–[5]. It further affects the secretion of endocrine factors such as melatonin, growth hormone, prolactin, leptin and glucocorticoids, all of which impinge on metabolic homeostasis [6]–[10]. It has been proposed that chronic sleep disruption may be causal in the incidence of metabolic dysregulation and obesity in shift workers [3], [7], [11]. In rodents, four weeks of enforced daytime activity causes altered diurnal rhythms of food uptake, blood glucose and neuronal activation [12], [13], suggesting an effect of sleep timing on circadian clock function. However, the molecular mechanisms underlying these observations remain unclear.

Circadian clocks provide a mechanism by which external time is interpreted and translated into time-of-day appropriate physiology, with the overall aim of promoting fitness and energy efficiency of an organism [14]. In mammals, circadian physiological rhythms are regulated by a hierarchical system of tissue clocks, with a master pacemaker situated in the suprachiasmatic nuclei (SCN) of the hypothalamus. The SCN receive external time information predominately in the form of light via the retinohypothalamic tract. They then transmit this information via neurohumoral signals to subsidiary oscillators in other regions of the brain and in the periphery. Peripheral clocks can also be directly entrained by food, independent of the SCN [15].

At the cellular level circadian clocks are organized into a system of interlocking transcriptional translational feedback loops (TTLs) [16]. The positive arm of the core TTL in mammals is formed by the transcriptional activators circadian locomotor output cycles kaput (CLOCK) and brain and muscle ARNT-like protein 1 (BMAL1 or ARNTL), which dimerize and bind to E-Box *cis*-elements on target gene promoters. Transcription of three period (*Per1-3*) and two cryptochrome genes (*Cry1* and *2*) is initiated by the CLOCK:BMAL1 complex. The resulting CRY and PER proteins inhibit CLOCK:BMAL1 activity, thus forming a negative feedback loop impinging on their own transcription. The clock machinery translates time information into physiologically meaningful signals by the regulation of hundreds of clock-controlled output genes (CCGs). While the nature of core clock genes is preserved among different tissues, CCGs are highly tissue-specific. It is estimated that up to 10% of the transcriptome of each cell is regulated in a circadian fashion [17]. In this way, physiological processes can be sequestered to the appropriate time of the day.

The rhythmic mammalian transcriptome of various tissues is enriched for genes involved in metabolic processes, indicating a major role for the clock in metabolic regulation [17]. In humans, circadian disruption correlates with metabolic dysfunction [5], [14], [16]. Genetic clock disruption in rodents has similar effects. *Bmal1* ^−/−^ mice show impaired glucose tolerance, gluconeogenesis, altered triglyceride rhythms and increased body fat [18], [19]. *Clock* ^Δ19^ mice display impaired gluconeogenesis in addition to hyperphagy and obesity [20], [21], and *Per2* mutant mice are also obese [22].

Given that sleep and clock dysfunction share the same metabolic endpoint, it was hypothesized that shiftwork-induced metabolic deregulation may be a direct result of circadian clock disturbance. This study demonstrates that two weeks of timed sleep restriction (TSR) leads to clock disruption and global diurnal desynchrony at the transcriptional level in the liver, while metabolic functions are still only moderately affected. Molecular and metabolic effects of TSR can be alleviated by timed food access, a strong synchronizer of peripheral clocks, emphasizing the therapeutic potential of behavioral chronotherapy to combat the metabolic consequences of shiftwork.

## Results

### TSR in Mice Results in Perturbations of Diurnal Behavioral Rhythms

Young adult male C57Bl6/J mice were subjected to a two-week regime of TSR designed to mimic common human night shiftwork schedules. Mice were housed under 12 h light: 12 h dark (LD) conditions with food and water given *ad libitum* at all times. During TSR animals were kept awake during the first 6 hours of the light phase (*Zeitgeber* time (ZT) 0–6) on Days 1 through 5 and Days 8 through 12 using a ‘gentle handling’ approach designed to minimize stress effects and intervention by the experimenter [23], [24] (red boxes in Figure 1A and 1B). At all other times mice were left undisturbed. To assess stress levels in TSR mice plasma corticosterone was measured at 8 different times during the day. No overall increase in diurnal corticosterone release was observed, but corticosterone peak phase was found to be advanced by 6 h in TSR mice (Figure 1C). As expected, during TSR mice displayed increased activity from ZT0 to ZT6 relative to control animals (Figure 1A and 1B). In addition, activity during the dark phase gradually declined during the course of TSR (Figure 1D). In parallel, TSR animals developed altered feeding rhythms, with light phase food intake increasing relative to controls (Figure 1E). Of note, no overall changes in activity or food intake, and no significant effects on body weight were recorded during 2 weeks of TSR (Figure 1D, 1E and S1). On Day 12 central clock function was assessed by quantifying clock gene expression profiles in the SCN using ^35^S-UTP labeled ISH on sections. An upregulation of mRNA levels was observed in TSR animals in the early light phase (ZT1) for *Bmal1*, *Per1* and *Dbp*, and mid light phase (ZT7) for *Rev-erb*α (Figure 1F). However, overall diurnal rhythmicity and peak phasing of clock gene transcripts in the SCN was maintained. In line with this, when TSR mice were released into constant darkness (DD), thus avoiding photic masking effects on activity rhythms [25], activity profiles were virtually indistinguishable from control mice that had been allowed to sleep *ad libitum* prior to release into DD (Figure 1G).

**Figure 1:**
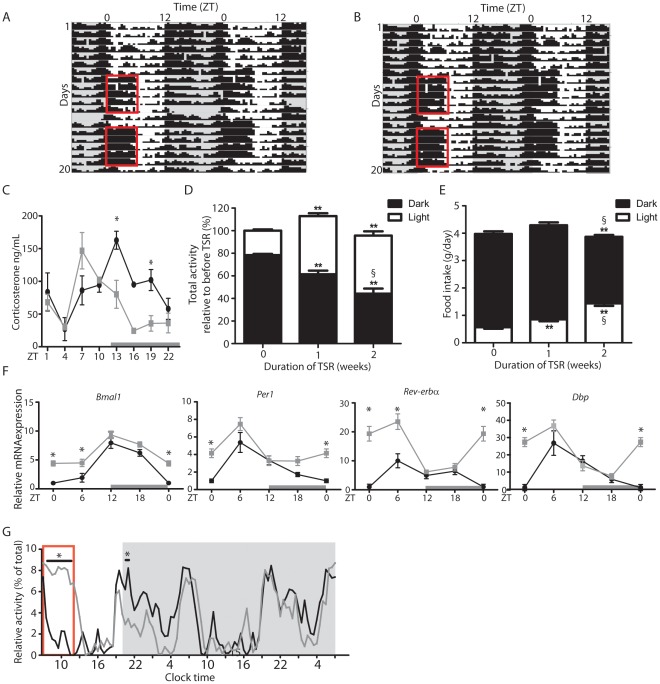
TSR results in perturbations of diurnal behavioral rhythms. (A and B) Representative activity recordings of TSR mice. Actograms are double-plotted. Grey shadings indicate dark phases, red boxes indicate period of TSR. (C) Plasma corticosterone in control and TSR mice on Day12 of TSR (n = 3−5). (D) Distribution of light and dark activity during TSR expressed as % of total activity of the same set of animals during control conditions (n = 5 cages of 4 mice each), * indicates p<0.05 and **p<0.01 relative to 0 weeks of TSR, § indicates p<0.05 relative to 1 week of TSR. (E) Food intake during light and dark phase during TSR, * indicates p<0.05 and **p<0.01 relative to 0 weeks of TSR (n = 10−23), § indicates p<0.05 relative to 1 week of TSR determined by 2-way ANOVA. (F) Quantitation of clock gene mRNA by ISH in the SCN of control and TSR mice expressed relative to controls at ZT0 (n = 3 at each time point). (G) Activity of control and TSR mice upon release into DD (n = 3 cages). Grey bars indicate dark phase, red box indicates last period of gentle handling. Control mice represented by black lines, TSR mice by grey lines; * indicates p<0.05 determined by 2-way ANOVA.

### TSR Resets Liver Clocks

The marked effect of TSR on food intake and corticosterone rhythms prompted us to assess circadian clock function in the liver, a key peripheral tissue involved in energy metabolism. Diurnal clock gene expression profiles in the liver were analyzed using qPCR. A marked dampening of diurnal transcriptional rhythms was observed for *Bmal1*, *Per1* and *Npas2* with changes in expression peak times for *Bmal1* and *Per1*, while little effect was seen for *Rev-erbα* (Figure 2A). To examine the significance of these changes for hepatic clock function in the absence of external entrainment signals, liver slice cultures from TSR and control *PER2::LUC* circadian clock reporter mice were compared for phase and period. Slices from TSR animals showed delayed phasing and decreased period lengths of luciferase activity rhythms relative to control animals (Figure 2B–D).

**Figure 2:**
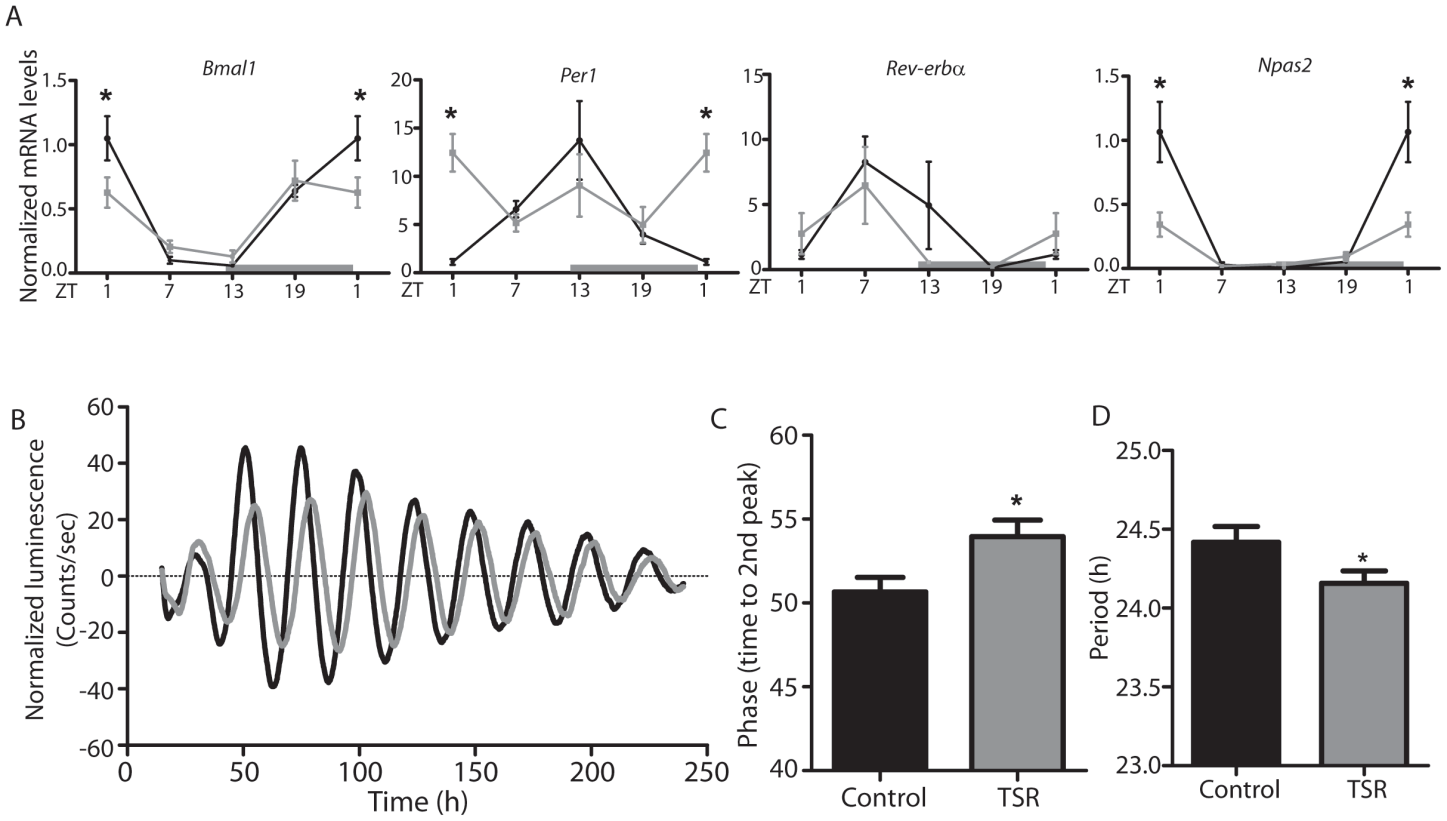
TSR resets the hepatic circadian clock. (A) qPCR analysis of diurnal clock gene mRNA profiles in the liver of control and TSR mice (n = 3 at each time point). (B) Luciferase activity in liver slice cultures from control and TSR *PER2::LUC* mice (n = 8) and (C) quantitation of phase and (D) period. Control mice are represented by black lines, TSR mice by grey lines; * indicates p<0.05 determined by 2-way ANOVA.

### TSR Disrupts Transcriptome Rhythmicity in the Liver

Because of the strong effect of TSR on liver clock regulation we speculated that TSR would have a broad impact on transcriptome regulation in this tissue. To test this, cRNA preparations from liver samples harvested at 4 different time points from TSR and control mice were hybridized to whole genome expression microarrays (Affymetrix Mouse Gene 1.0 ST Arrays). 

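Liver RNA of control and TSR mice was collected at ZT1, ZT7, ZT13 and ZT19, where ZT0 is lights on, and hybridized to 24 arrays, 3 in each of the 8 groups. TSR mice were kept awake by gentle handling from ZT0 to ZT6 on the days of TSR, and control mice were left undisturbed. The paper gives an age of 10 to 14 weeks, and the sample labels give 10 to 12 weeks. The authors normalized the arrays with d-Chip. Its version, its steps for background and for summarizing probes, and which arrays were normalized together are not given in the sources used here. The deposited values are signals on a linear scale for 28815 probe sets. For the values reported here, signals under 1 were set to 1 and transformed to log2. The tests covered the 12166 probe sets with 1 gene symbol and a mean liver signal above 95.1, the median over all probe sets, which stand for 10919 genes. Diurnal rhythms were tested within each treatment group by fitting a cosine curve with a period of 24 h and applying the moderated F-test of limma. The amplitude is the distance from the middle to the top of that curve on the log2 scale. TSR and control liver were compared with limma's moderated test in a model of the 8 group means. All p values were adjusted by the method of Benjamini and Hochberg, and calls were made at an adjusted p under 0.05. Counts of changed genes in gene lists, and counts adjusted over the list alone, come from a fit over all 23210 probe sets with 1 symbol, 1 probe set per gene, and other counts of rhythmic list genes come from the 12166 tested probe sets where no other fit is named. Tests of whole lists with camera from limma used only the list members among the 12166 tested probe sets. The main lists, the main tests and the rule for which genes are named were fixed before the data were examined, and further lists and settings were added to them. The median signal of an array lay between 84.5 and 100.87 in control liver and between 88.96 and 108.83 in TSR liver, and the number of arrays limits the precision. The labels number the control arrays 37 to 48 and the TSR arrays 1 to 12, so a difference between these numbering blocks and the effect of TSR cannot be told apart. Of the 24 arrays, 5 shared a pattern that set them apart from the rest, namely control ZT7 replicate 3, control ZT19 replicates 1 to 3 and TSR ZT1 replicate 3. A score of this pattern, defined after the values were seen, lay between 25.6 and 30.3 in these 5 arrays and between -19.3 and 14.6 in the other 19. The score weighs each probe set by how control ZT7 replicate 3 and TSR ZT1 replicate 3 deviate from their mates, so both score high by construction. In TSR ZT19 replicate 3 the median log2 signal of 13 pancreatic markers was 9.26, against 5.30 to 6.68 in the other 23 arrays, as was seen after the tests were run.

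**Figure D1:**
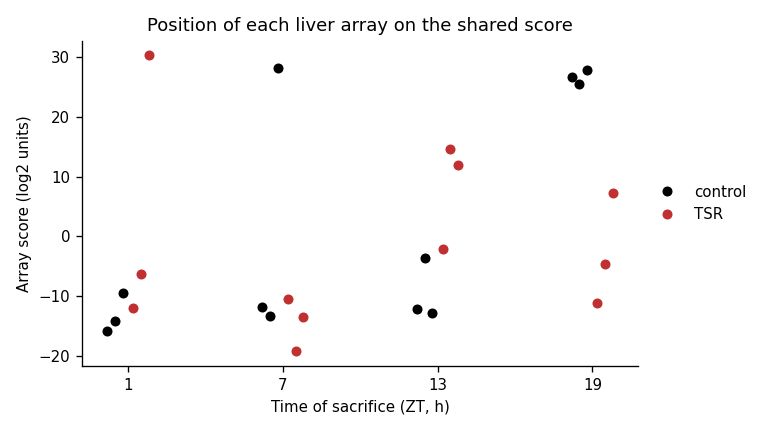
Score of the pattern shared by the set-apart arrays (y axis, log2 units) for each of the 24 liver arrays at each time point (x axis, ZT in h), control in black and TSR in red. The 5 arrays above 20 are control ZT7 replicate 3, control ZT19 replicates 1 to 3 and TSR ZT1 replicate 3. The score was built from control ZT7 replicate 3 and TSR ZT1 replicate 3, which are therefore high by construction.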

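Among the tested probe sets, 4 genes of the clock and its outputs and the metallothionein Mt1 had the largest rhythms in control liver. Nr1d1 (Rev-erbα, a repressor in the clock loop, probe set 10390691) went from 128 ± 6.71 at ZT19 to 3262 ± 542 at ZT7 (signal, SD, n = 3), with an amplitude of 2.38 and an adjusted p of 3.12e-07 from limma. Dbp, a clock-controlled transcription factor (probe set 10553092), went from 71.0 ± 8.15 at ZT1 to 1162 ± 104 at ZT7 (SD, n = 3), with an amplitude of 2.37 (adjusted p = 4.58e-05). Arntl (Bmal1, an activator in the clock loop) had an amplitude of 1.91 and peaked at ZT1 (adjusted p = 5.70e-05). Mt1 and Usp2, a deubiquitinase, had amplitudes of 1.79 and 1.76 and peaked at ZT13 (adjusted p = 0.00967 and 2.10e-05). Npas2, which lies below the filter on signal, had an amplitude of 2.24 (adjusted p = 0.00383 in the fit over all 23210 probe sets). All 11 tested core clock genes and 10 of 12 genes of the clock output were rhythmic (10 and 10 of 12 in the fit over all 23210 probe sets, and 12 and 11 when adjusted over the list alone). Among metabolic groups, 12 of 22 tested genes of fatty acid and triglyceride synthesis, 8 of 17 of bile acid metabolism and transport and 10 of 35 of glycolysis and gluconeogenesis were rhythmic (7, 6 and 8 in the fit over all 23210 probe sets, and 15, 10 and 11 when adjusted over the list alone). Of 16 tested glucocorticoid-responsive genes 8 were rhythmic (7 of 17 measured in the fit over all 23210 probe sets, and 12 when adjusted over the list alone). Over the 12 control arrays, 1551 of 12166 probe sets (12.7%) were rhythmic, with a median amplitude of 0.29, and 3626 had an unadjusted p under 0.05. The count was 4010 without control ZT7 replicate 3, and 1004 or 960 without replicate 1 or 2 of that time point. It was 998, 944 or 962 without control ZT19 replicate 1, 2 or 3. With the score of the set-apart arrays as a covariate it was 2813.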

Under control conditions, and in accordance with previous reports, we found a large number of genes with diurnal changes in expression levels (Figure 3A). 

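Per1, Bhlhe40, Rbm3, Dhrs9 and Spon2 were among the genes whose rhythm differed between TSR and control liver. Per1, a repressor in the clock loop that also responds to glucocorticoids (probe set 10377439), had an amplitude of 1.47 in control and 0.13 in TSR liver, and its TSR rhythm was 8.24% of the control rhythm (adjusted p = 0.0347 from limma for the difference in rhythm, 24 arrays). Bhlhe40, a transcriptional repressor of the clock output, went from 0.76 to 0.09 (adjusted p = 0.0376), and Dhrs9, a retinol dehydrogenase, from 1.28 to 0.61 (adjusted p = 0.0288). Rbm3, a cold-inducible RNA-binding protein (probe set 10358454), peaked at ZT13 in control and at ZT1 in TSR liver, with amplitudes of 0.54 and 0.42 (adjusted p = 0.000479). Spon2, a secreted matrix protein that is not among the 5 largest changes of rhythm, went from 0.78 to 0.13 (adjusted p = 0.00897). Among the tested probe sets, the largest control rhythms that were not called in TSR liver were those of Arntl (TSR amplitude 1.04, adjusted p = 0.0546), Mt1 (0.58, 0.293), the immediate early gene Egr1 (1.37, 0.274), the fatty acid elongase Elovl3 (0.70, 0.0546) and Igfbp1, a secreted binding protein of insulin-like growth factors (1.00, 0.280). For these 5 genes the difference in rhythm itself did not pass, with adjusted p from 0.0818 to 0.366. That test compares only the fitted 24 h curves. For Egr1 and Igfbp1 the effect of TSR still differed between ZT7 and ZT1, by 5.43 and 4.13 on the log2 scale (adjusted p = 8.86e-05 and 3.45e-05 from limma). In the fit over all 23210 probe sets Npas2 was not called in TSR liver either (TSR amplitude 1.07, adjusted p = 0.115). Rhythms were called in both groups for Nr1d1 (1.66 in TSR, adjusted p = 0.0145), Dbp (adjusted p = 0.0234), Usp2 (0.91, 0.0354), Cry1 (0.84, 0.00617), Nr1d2 (0.74, 0.0368), Per2 (0.68, 0.0205) and Clock (0.57, 0.0101). Of the rhythmic core clock genes 6 of 11 (54.5%) were not called in TSR liver, against 94.2% of the other control-rhythmic genes (Fisher's exact test across genes, adjusted p = 0.00668). For the clock output the share was 6 of 10 (60.0% against 94.1%, Fisher's exact test, adjusted p = 0.0261). The control amplitudes of the 11 core clock genes ran from 0.23 (Rora) to 2.38 (Nr1d1), against a median of 0.29 over the 1551 control-rhythmic probe sets. Larger rhythms are easier to call, and these exact tests do not account for amplitude. In the fit over all 23210 probe sets, 6 of 10 rhythmic core clock genes (60.0%) were not called in TSR liver, against 97.1% of the others (Fisher's exact test, adjusted p = 0.00502), and 9 of 10 of the clock output (90.0% against 96.7%, Fisher's exact test, unadjusted p = 0.296), so the lower share for the clock output did not pass there. In all, 327 probe sets were rhythmic over the 12 TSR arrays, and 1445 of the 1551 control-rhythmic probe sets (93.2%) were not among them. The 106 shared probe sets compare with 41.7 for independent lists (odds ratio 3.45, Fisher's exact test across probe sets, p = 4.97e-21), and 587 of the 1551 had an unadjusted p under 0.05 in TSR liver. The median TSR rhythm of these 1551 probe sets was 41.6% of the control rhythm (quartiles 12.6% and 66.4%), or 56.8% where the control rhythm was measured on arrays not used for the call, and 27.1% without control ZT7 replicate 3. The probe sets were chosen by their control rhythm, and when the treatment labels were redrawn this median was 74.1% and the share not called was 76.2% (medians over the other splits of 100), with a share as high as 93.2% in 17 of the 100. The median TSR rhythm was as low as the real one in 4 of the 100, the real one included, and the lowest was 4.44%. The difference in rhythm passed for 45 probe sets, 24 of them control-rhythmic, and 1997 had an unadjusted p under 0.05. This test compares the fitted curves, and a limma test over the 4 time points without a curve gave 2439 probe sets whose TSR effect differed between time points. With redrawn treatment labels 3 of 100 splits, the real one included, gave 45 or more curve differences, up to 1290. The median SD between replicates was 0.13 in control and 0.18 in TSR liver on the log2 scale. Without ZT19, left out after the values were seen, 1084 probe sets were rhythmic in TSR liver, 74.1% of the control-rhythmic ones were not called in TSR and 795 differed in rhythm. With 3 time points the curve passes through every group mean, so that fit tests any difference between time points. Its counts are not like for like with those of the curve over all time points. With the score of the set-apart arrays as a covariate, 585 were rhythmic in TSR liver and 495 differed, and without the 5 set-apart arrays 139 were rhythmic in TSR liver. The count of 327 was 102, 108 or 139 without TSR ZT1 replicate 1, 2 or 3, 168 or 110 without ZT7 replicate 2 or 3, 55 or 166 without ZT13 replicate 1 or 2, and 172, 182 or 696 without ZT19 replicate 1, 2 or 3, the last of which is the array with high pancreatic markers. The count of 45 lay between 5 and 27 without any 1 of control ZT1 replicates 1 to 3, ZT7 replicates 1 and 2, ZT13 replicate 2 and ZT19 replicates 2 and 3, and of TSR ZT1 replicates 1 to 3, ZT7 replicates 1 and 2, ZT13 replicate 2 and ZT19 replicates 1 and 2. It was 113 without control ZT7 replicate 3, 70 without control ZT13 replicate 3, and 69, 241 or 431 without TSR ZT13 replicate 1, TSR ZT13 replicate 3 or TSR ZT19 replicate 3.

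**Figure D2:**
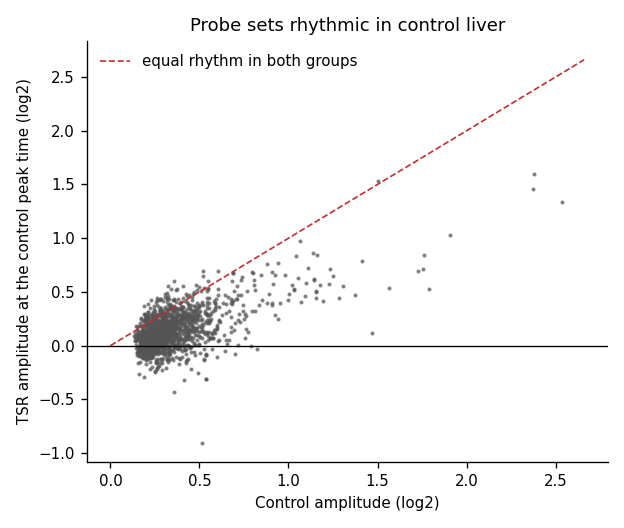
Amplitude in control liver (x axis, log2 units) and TSR rhythm measured at the control peak time (y axis, log2 units) for the 1551 probe sets rhythmic in control liver, 1 point per probe set. The dashed red line marks an equal rhythm in both groups. The median TSR rhythm was 41.6% of the control rhythm, against a median of 74.1% when the treatment labels were redrawn. Of 100 splits, the real one included, 4 gave a value as low, down to 4.44%.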

After TSR the vast majority of previously rhythmic genes no longer showed diurnal variation and the normal phase relationship between different transcripts was lost (Figure 3A). When rhythmic genes from both treatment groups were sorted for expression peak time, profound changes in the overall distribution of transcriptional activity were observed. 

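Of the 327 probe sets rhythmic in TSR liver, 196 (59.9%) had their highest mean at ZT1, 31 (9.48%) at ZT7, 45 (13.8%) at ZT13 and 55 (16.8%) at ZT19. Those at ZT1 included Rbm3 and Hsn2, an exon of the kinase gene Wnk1, those at ZT7 the repressors Nr1d1 and Nr1d2, those at ZT13 Usp2, and those at ZT19 Ppp1r3b, a subunit that directs a phosphatase to glycogen. In control liver 416 (26.8%) of the 1551 rhythmic probe sets peaked at ZT1, 477 (30.8%) at ZT7, 345 (22.2%) at ZT13 and 313 (20.2%) at ZT19. Arntl and Elovl3 were among those at ZT1, Nr1d1 and Dbp among those at ZT7, Mt1 and Per1 among those at ZT13 and Fasn, the fatty acid synthase, among those at ZT19. The share that peaked at ZT1 or ZT13 was 49.1% in control and 73.7% in TSR liver, a difference of 24.6 percentage points. When the treatment labels were redrawn, 36 of 100 splits, the real one included, gave a difference as large, up to 72.3 points. It was 14.3 or 14.95 points without control ZT7 replicate 1 or 2, 16.3 or 16.2 without control ZT19 replicate 2 or 3, and 15.7 without TSR ZT1 replicate 3. When the 1551 control-rhythmic probe sets were sorted by their highest mean in TSR liver instead, 415 (26.8%) fell at ZT1, 479 (30.9%) at ZT7, 363 (23.4%) at ZT13 and 294 (19.0%) at ZT19. Probe sets are not independent replicates, and no p is given for these shares. Without ZT19, left out after the values were seen, 644 rhythmic probe sets peaked at ZT1, 239 at ZT7 and 201 at ZT13 in TSR liver, against 467, 406 and 368 in control liver. There the fit tests any difference between the remaining time points.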

While expression peaks were evenly distributed along the day in the liver of control animals, a bimodal distribution pattern was observed in TSR animals, with most genes peaking in the early light phase or the early dark phase (ZT1 and ZT13, respectively; Figure 3B). 

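Over the 4 time points, 53 of 65 ribosomal protein genes and 15 of 30 genes of oxidative phosphorylation rose in TSR liver, and 4 of 23 interferon response genes fell. Rnu2-10, a copy of the U2 spliceosomal RNA (probe set 10347220), was 4.02-fold higher (log2 2.01, SE 0.315, adjusted p = 0.000338 from limma, 12 arrays against 12). The small nucleolar RNAs Snord22, Snora3 and Snord15b were 2.38-fold, 1.81-fold and 1.81-fold higher (adjusted p = 0.000317, 0.000142 and 0.000197), as was the uncharacterized A530016L24Rik (1.89-fold, adjusted p = 0.000967). Raet1e, a ligand of the receptor NKG2D on killer cells (probe set 10362091), was 2.88-fold lower (log2 -1.53, SE 0.162, adjusted p = 3.97e-05). Slc41a2, a magnesium transporter, Tmem209, Gpx6, a glutathione peroxidase, and Hint3 were 1.66-fold, 1.65-fold, 1.53-fold and 1.44-fold lower (adjusted p = 0.00365, 0.000197, 0.000112 and 0.00246). No ribosomal protein gene fell (62 rose when adjusted over the list alone), and those that rose included Rps14 (log2 0.67, SE 0.0777) and Rpl13a (0.60, SE 0.0709). The list as a whole was higher in camera (adjusted p = 6.92e-27, and adjusted p = 0.265 with an estimated correlation). None of oxidative phosphorylation fell (20 rose when adjusted over the list alone), and among those that rose were Uqcrq of complex III (0.67, SE 0.0923) and Ndufa2 of complex I (0.81, SE 0.122), with a camera adjusted p of 1.83e-09 (adjusted p = 0.265 with an estimated correlation). In amino acid metabolism and the urea cycle 11 of 36 rose and none fell (12 and 1 when adjusted over the list alone), including Arg1, the arginase of the urea cycle (0.30, SE 0.0469), and Sds, which degrades serine (0.40, SE 0.0786), with a camera adjusted p of 0.00413 (adjusted p = 0.863 with an estimated correlation). No interferon response gene rose, and those that fell (6 when adjusted over the list alone) were Rsad2 (-0.44), Ifi44 (-0.60), Oasl2 (-0.33) and Ifih1 (-0.21), with a camera adjusted p of 0.0046 (adjusted p = 0.863 with an estimated correlation). Markers of other cell types moved with these groups. Of 10 mesothelial markers 6 rose, such as Upk3b (0.52, SE 0.0800), and of 13 markers of stellate cells and fibroblasts 3 rose (6 and 7 when adjusted over the list alone). Of 12166 probe sets 3241 (26.6%) changed in mean level, 1641 up and 1600 down, and 4813 had an unadjusted p under 0.05. Of these, 2727 were rhythmic in neither group (1489 up and 1238 down). With quantile normalization of the arrays 1154 rose and 2242 fell. For the 106 probe sets rhythmic in both groups the peak lay 0.204 h later in TSR on average, 51 later and 55 earlier (two-sided exact sign test, p = 0.771), and 4 moved by over 6 h.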

Interestingly, although a general desynchrony of a formerly rhythmic transcriptome organization was observed during TSR, at the same time an additional array of changes in expression profiles for specific transcripts including phase shifts, alterations to baseline expression of non-rhythmic genes, and the induction of rhythmic gene expression in previously non-rhythmic genes was observed. 

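At ZT1, in the early light phase, 2 of 12 clock output genes and 2 of 17 glucocorticoid-responsive genes rose in TSR liver, and 2 of 17 immediate early genes fell. Egr1, an immediate early transcription factor (probe set 10454782), went from 1582 ± 1067 in control to 154 ± 36.2 in TSR liver (SD, n = 3), 8.74-fold lower (adjusted p = 0.00189 from limma). Igfbp1 (probe set 10374223) went from 1400 ± 938 to 354 ± 51.0 (SD, n = 3), 3.45-fold lower (adjusted p = 0.00468), and Pdk4 and Raet1e also fell. Noct, a clock-controlled deadenylase-like phosphatase, rose from 143 ± 8.62 to 474 ± 147 (SD, n = 3, adjusted p = 0.000485), and Mfsd2a, a lipid transporter, rose 2.61-fold (adjusted p = 0.00987), as did Usp2 (2.55-fold, adjusted p = 0.0103) and Per1. Rn18s, which maps to 18S ribosomal RNA, was 4.80-fold higher (adjusted p = 0.00781), and the uncharacterized 0610009L18Rik and 8430408G22Rik were 8.70-fold and 4.12-fold lower (adjusted p = 0.0107 and 0.000559). The clock output genes that rose were Usp2 and the transcription factor Tef (0.97, SE 0.179; 4 rose and 1 fell when adjusted over the list alone), with a camera adjusted p of 0.00577 (adjusted p = 0.147 with an estimated correlation). In bile acid metabolism and transport 3 of 17 rose (5 when adjusted over the list alone, and 1 fell), namely the bile acid receptor Nr1h4 (0.61), Cyp7a1, the rate-limiting enzyme of bile acid synthesis (0.94), and the transporter Slco1b2 (0.39), with a camera adjusted p of 0.00522 (adjusted p = 0.147 with an estimated correlation). Of the immediate early genes Egr1 and the antiproliferative Btg2 (-1.06) fell at ZT1 (2 when adjusted over the list alone, camera adjusted p = 0.00426, and adjusted p = 0.147 with an estimated correlation), and both rose at ZT7, Btg2 by 0.93 (3 rose when adjusted over the list alone, camera adjusted p = 0.0109, and adjusted p = 0.373 with an estimated correlation). Of the glucocorticoid-responsive genes Tsc22d3 (0.77) and Per1 rose (4 when adjusted over the list alone, camera adjusted p = 0.00341, and adjusted p = 0.147 with an estimated correlation). At ZT7, after the daily hours of handling, Igfbp1 rose 5.09-fold, from 329 ± 46.2 to 1708 ± 471 (SD, n = 3, adjusted p = 0.00105), and Egr1 rose 4.93-fold, from 353 ± 109.2 to 1697 ± 237 (SD, n = 3, adjusted p = 0.00563). Vaultrc5 (vault RNA), Rprl1 (an RNA of ribonuclease P) and Rnu2-10 were 3.92-fold, 3.41-fold and 5.45-fold higher (adjusted p = 0.00627, 0.00739 and 0.0158). The ubiquitin ligase Rnf43, a Wnt target, fell 2.26-fold (adjusted p = 0.00128), and so did Tbx3, another Wnt target in liver (2.18-fold, 0.00643), Tsc22d1 (2.31-fold, 0.00563) and Slfn1 (3.77-fold, 0.0152). Of the ribosomal protein genes 27 rose and none fell at ZT7 (53 when adjusted over the list alone, camera adjusted p = 6.76e-22, and adjusted p = 0.373 with an estimated correlation), and 8 of oxidative phosphorylation rose (19 when adjusted over the list alone, camera adjusted p = 3.33e-08, and adjusted p = 0.373 with an estimated correlation). Of 24 endoplasmic reticulum stress genes 3 rose (5 when adjusted over the list alone), Sdf2l1 (1.11), Dnajb11 (0.55) and Ppp1r15a (0.49), with a camera adjusted p of 0.0137 (adjusted p = 0.547 with an estimated correlation). That list did not pass with quantile normalization (adjusted p = 0.0509). Markers of macrophages and endothelial cells were lower at ZT1 in camera (median log2 -0.28 and -0.29, adjusted p = 0.00112 and 0.000458, and adjusted p = 0.343 and 0.181 with an estimated correlation), and 4 of 10 mesothelial markers rose at ZT7 (7 when adjusted over the list alone). At ZT1 342 probe sets differed (212 up and 130 down), and 2373 had an unadjusted p under 0.05. At ZT7 1747 differed (865 up and 882 down), and 3793 had an unadjusted p under 0.05. With quantile normalization 125 rose and 122 fell at ZT1, and 630 rose and 1124 fell at ZT7. Without the 5 set-apart arrays the counts were 36 and 515, and with their score as a covariate 164 differed at ZT1. When ZT19 was left out, after the values were seen, 128 rose and 86 fell at ZT1. The ZT1 count lay between 85 and 143 without any 1 of control ZT1 replicates 1 to 3, and was 194 or 105 without TSR ZT1 replicate 2 or 3. The ZT7 count was 747 or 604 without control ZT7 replicate 1 or 3 and 843, 1026 or 826 without TSR ZT7 replicate 1, 2 or 3. Of the 20 calls named by the size of the change at ZT1 or ZT7, those of Usp2 and Mfsd2a at ZT1 and of Rnu2-10, Slfn1 and Raet1e at ZT7 were lost without some single array of that time point, with adjusted p up to 0.0680, 0.0623, 0.0701, 0.0717 and 0.0645.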

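At ZT13, in the early dark phase, 3 of 12 clock output genes and 2 of 22 genes of fatty acid and triglyceride synthesis fell in TSR liver, and 3 of 22 genes of fatty acid oxidation and ketogenesis rose. Gdf10, a secreted protein of the BMP family (probe set 10414025), rose from 141 ± 7.41 to 1085 ± 484 (SD, n = 3), 7.09-fold (adjusted p = 0.0112 from limma). Raet1e, Nsun3, a methyltransferase of mitochondrial transfer RNA, and Arl5b, a small GTPase, fell 4.65-fold, 2.97-fold and 2.52-fold (adjusted p = 0.00134, 0.00180 and 0.00142). The zinc finger gene Zfp277 and Gnat1, the transducin of rod cells, fell 3.53-fold and 2.54-fold (adjusted p = 0.0283 and 0.0371), and H2-DMb2, which loads peptides on MHC class II, Magef1, D19Ertd652e and 1700025H01Rik rose 7.64-fold, 7.03-fold, 6.50-fold and 5.39-fold (adjusted p = 0.0425, 0.0349, 0.0463 and 0.0359). No clock output gene rose, and those that fell (5 when adjusted over the list alone) were Bhlhe40 (log2 -0.84, SE 0.167), Hlf (-0.59, SE 0.130) and Ciart (-0.87, SE 0.212), with a camera adjusted p of 0.0273 (adjusted p = 0.408 with an estimated correlation, and adjusted p = 0.0624 with quantile normalization). Those of fatty acid and triglyceride synthesis that fell (3 when adjusted over the list alone) were Acaca, the acetyl-CoA carboxylase that starts the pathway (-0.58, SE 0.111), and the elongase Elovl6 (-1.002, SE 0.264), with a camera adjusted p of 0.0107 (adjusted p = 0.408 with an estimated correlation, and adjusted p = 0.0624 with quantile normalization). The genes of fatty acid oxidation and ketogenesis that rose included Acadvl (0.55, SE 0.133) and Acaa1b (0.64, SE 0.170) of the oxidation of fatty acids (7 rose and 1 fell when adjusted over the list alone), with a camera adjusted p of 0.0125 (adjusted p = 0.527 with an estimated correlation). At ZT19 the small nucleolar RNA Snord32a (probe set 10563114) rose from 167 ± 31.1 to 1179 ± 103 (SD, n = 3), 7.12-fold (adjusted p = 0.00639). Trio, a guanine nucleotide exchange factor, Rnu2-10, Mrpl54, a mitochondrial ribosomal protein, and Manbal rose 6.24-fold, 6.20-fold, 5.86-fold and 4.94-fold (adjusted p = 0.0387, 0.0145, 0.0362 and 0.0382). Usp17ld, a deubiquitinase, fell from 1038 ± 294 to 107 ± 32.4 (SD, n = 3), 9.73-fold (adjusted p = 0.0243), and Neu3, a sialidase, D19Ertd652e, Magef1 and Ppp1r32 fell 8.76-fold, 8.72-fold, 8.54-fold and 8.49-fold (adjusted p = 0.0302, 0.0300, 0.0272 and 0.0201). At ZT13 16 ribosomal protein genes rose, and at ZT19 34 (27 and 48 when adjusted over the list alone, and 1 fell at ZT19), such as Rpl26 (1.49, SE 0.268) and Rps29 (1.38, SE 0.264) at ZT19, with camera adjusted p of 3.30e-10 and 6.58e-18 (adjusted p = 0.472 and 0.975 with an estimated correlation). At ZT19 markers of macrophages (Lyz2 0.98 and C1qb 0.98), endothelial cells (Eng 0.60) and mesothelium (Upk1b 1.07) rose in 3 of 14, 3 of 10 and 4 of 10 genes (3, 5 and 4 when adjusted over the list alone), and those of stellate cells and fibroblasts in 2 of 13 (4 when adjusted over the list alone). The lists of macrophages, endothelial cells and stellate cells were higher at ZT19 in camera (adjusted p = 0.0333, 0.0254 and 0.00592, and adjusted p = 0.493, 0.382 and 0.138 with an estimated correlation). All 13 pancreatic markers had a higher mean in TSR liver at ZT19 (median log2 1.47), which goes with their high signal in TSR ZT19 replicate 3, and 1 of them passed, the colipase Clps (1.58, adjusted p = 0.0280; 1 when adjusted over the list alone). All 3 control arrays of ZT19 are among the set-apart arrays. Their scores lay between 25.6 and 27.8, against -11.2, -4.70 and 7.28 in the TSR arrays of ZT19. An effect of TSR along this pattern therefore cannot be told apart from the pattern at this time point. With the score as a covariate 7 probe sets differed at ZT19, none of the 10 genes named by size among them. The change of Rnu2-10 was then 2.54 (log2, SE 0.784, adjusted p = 0.153), against 2.63 (SE 0.629) without the covariate, and that of Snord32a 1.55 (SE 0.386, adjusted p = 0.120), against 2.83 (SE 0.511). The other 8 lay between -1.04 and 0.68. With that covariate H2-DMb2, 1700025H01Rik, Zfp277 and Gnat1 at ZT13 did not pass either (log2 1.57, 1.26, -1.045 and -0.71, against 2.93, 2.43, -1.82 and -1.34, adjusted p = 0.145, 0.0988, 0.0813 and 0.111), and Gdf10, Magef1 and D19Ertd652e passed with smaller changes (1.98, 1.26 and 1.047, against 2.83, 2.81 and 2.70). At ZT13 2172 probe sets differed (1055 up and 1117 down, and 738 up and 1459 down with quantile normalization), and at ZT19 1766 (1046 up and 720 down, and 1015 up and 981 down with that normalization), with 4277 and 3925 at an unadjusted p under 0.05. The ZT13 count was 975, 1250 or 969 without control ZT13 replicate 1, 2 or 3, and the ZT19 count 608, 393 or 466 without control ZT19 replicate 1, 2 or 3 and 1001 or 1025 without TSR ZT19 replicate 1 or 3. Without some single array 6 of the 10 named calls at ZT13 and 9 of the 10 at ZT19 were lost, all but those of Gdf10, Raet1e, Nsun3, Arl5b and Snord32a, with adjusted p up to 0.143.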

TSR-induced changes in diurnal gene regulation are summarized and compared in Figure 3C. Full gene lists are provided in Table S1. 

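The probe sets of each class in Table S1 were compared with the calls of the limma tests. The paper's Class III (rhythmic in control only) lists 2879 probe sets, of which 2214 were tested here and 927 (41.9%) were rhythmic in control liver, and 91.5% had an unadjusted p under 0.05. In TSR liver none of them was rhythmic, and 7.36% had an unadjusted p under 0.05. Of 1358 tested probe sets of Class VI (rhythmic in TSR only) 152 were rhythmic in TSR liver, 86.5% had an unadjusted p under 0.05, and 8 differed in rhythm between the groups. Of 378 tested probe sets of Class I 58 were rhythmic in both groups, and of 443 of Class II, whose rhythms differ between the groups in the paper, 29 differed in rhythm. Class V, with a changed baseline, lists 993 probe sets, 216 of them for ribosomal proteins, and of the 623 tested 616 changed in mean level, 386 up and 230 down. These classes were made by the authors from the same 24 arrays, so the overlap is not independent evidence. Class IV lists 19101 probe sets in the table, and 6014 of these also stand in another class.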

In order to confirm that the array expression data was reliable, we directly compared our array results to the qPCR data on clock gene expression (Figure 2). 

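On the arrays, Per1 and Npas2 changed at ZT1 in opposite directions, and Arntl changed at ZT7. Npas2, a partner of Arntl in the activating arm of the clock (probe set 10345675), fell 3.82-fold at ZT1, from 502 ± 55.5 in control to 140 ± 57.03 in TSR liver (SD, n = 3, adjusted p = 0.0103 from limma). Its mean signal lies below the filter, so its p comes from a fit over all probe sets. Per1 rose 3.25-fold at ZT1, from 102 ± 11.1 to 331 ± 33.8 (SD, n = 3, adjusted p = 0.00771), and at ZT13 it stood at 742 ± 45.4 in control and 405 ± 105 in TSR liver (SD, n = 3, adjusted p = 0.0529). Arntl (probe set 10556463) rose 2.49-fold at ZT7, from 157 ± 31.7 to 402 ± 131 (SD, n = 3, adjusted p = 0.0285), and at ZT1 its difference did not pass (log2 -0.72, SE 0.382, adjusted p = 0.310). Nr1d1 had no time point that passed, with 2541 ± 1189 in TSR liver at ZT7 (SD, n = 3, log2 -0.49, SE 0.396, adjusted p = 0.428). Of the 16 pairs of these 4 genes with a time point, 2 were higher and 1 was lower in TSR liver. Among other clock genes Nr1d2, a paralog of Nr1d1, rose at ZT1 from 413 ± 43.8 to 842 ± 261 (SD, n = 3, adjusted p = 0.0248), and Cry2, a repressor, fell at ZT13 from 423 ± 15.0 to 319 ± 17.0 (SD, n = 3, adjusted p = 0.0123). Of 12 core clock genes 1 rose and 1 fell at ZT1 (2 and 1 when adjusted over the list alone) and 1 fell at ZT13 (1 when adjusted over the list alone), where the list was lower in camera (adjusted p = 0.0107, and adjusted p = 0.200 with an estimated correlation). The transcription factor Nfil3, an output of the clock, was lower at ZT1 (log2 -0.97, SE 0.237, adjusted p = 0.0343) and higher at ZT7 (0.86, SE 0.237, adjusted p = 0.0228), and the cell cycle kinase Wee1 was lower at ZT7 and ZT13 (-0.83 and -0.91, adjusted p = 0.0407 and 0.0262). The call of Npas2 was lost without control ZT1 replicate 2 or TSR ZT1 replicate 3 (adjusted p up to 0.0855), that of Arntl without control ZT7 replicate 2 or 3 or TSR ZT7 replicate 1 or 2 (up to 0.100), and that of Nr1d2 without any control ZT1 array or TSR ZT1 replicate 3 (up to 0.128). Arntl at ZT7 and Nr1d2 at ZT1 did not pass with the score of the set-apart arrays as a covariate (log2 1.06 and 0.97, against 1.31 and 0.99 without it, adjusted p = 0.0681 and 0.0569), nor did Nfil3 at ZT1 and ZT7 and Wee1 at ZT7 (log2 -0.79, 0.69 and -0.64, adjusted p = 0.108, 0.0557 and 0.0974). Of the calls of Per1 and Npas2 at ZT1 and Arntl at ZT7, none passed with the paper's two-tailed test per probe set after adjustment. Values of the qPCR were not analysed here.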

A good correlation between both data sets was observed (Figure S2).

**Figure 3:**
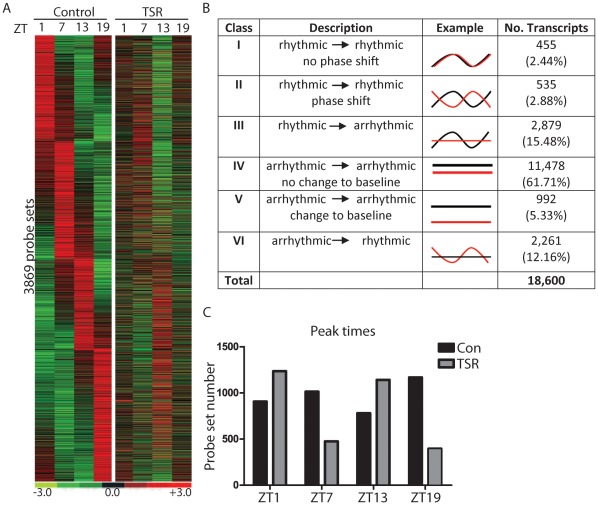
TSR causes global disruption of transcriptome rhythmicity in the liver. (A) Heat map illustrating diurnal expression of rhythmically expressed genes sorted for phase in control animals, and their corresponding expression profiles in TSR animals in liver (n = 3 at each time point). (B) Summary of transcriptional effects seen in liver following TSR. (C) Peak times of rhythmically expressed genes under control and TSR conditions. Black bars and lines indicate controls, grey bars and red lines indicate TSR.

### Metabolic Gene Rhythmicity is Affected by TSR

Previous studies in humans and rodents show that chronic shiftwork has profound effects on metabolism. 

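Genes of fatty acid synthesis, bile acid metabolism and glycolysis were over-represented among the genes that were rhythmic in control but not in TSR liver. Of 22 tested genes of fatty acid and triglyceride synthesis 11 (50.0%) were in this group (Fisher's exact test across genes, adjusted p = 0.000233), such as the phosphatidate phosphatase Lpin1 (amplitude 1.31 in control and 0.60 in TSR) and Acacb, which makes the malonyl-CoA that restrains fatty acid oxidation (0.58 and 0.17). In bile acid metabolism and transport 8 of 17 genes (47.1%, same exact test, adjusted p = 0.0019) were in it, such as the sterol transporter Abcg8 (0.55 and 0.20) and Hsd3b7, an enzyme of bile acid synthesis (0.50 and 0.13). Of 35 genes of glycolysis and gluconeogenesis 10 (28.6%, same exact test, adjusted p = 0.0165) were in it, among them Pfkfb3, which makes the activator of phosphofructokinase (1.15 and 0.53), and Slc37a4, the glucose-6-phosphate transporter (0.57 and 0.12). Amino acid metabolism (8 of 34, adjusted p = 0.119), insulin signalling (4 of 17, 0.266), cholesterol synthesis (4 of 24, 0.574) and fatty acid oxidation (2 of 21, 1) did not pass the exact test. Among the other lists, 10 of 20 genes of adipocyte metabolism (exact test, adjusted p = 0.000377), 8 of 16 glucocorticoid-responsive genes (0.00169), 9 of 22 heat shock genes (0.00254), 6 of 11 core clock genes (0.0029), 6 of 12 of the clock output (0.00415) and 7 of 17 of the interferon response (0.00615) were in the group. So were 6 of the 12 genes of Figure 4E (exact test, adjusted p = 0.00415), which the study chose on the same arrays, and none of 65 ribosomal protein genes was (exact test, adjusted p = 0.0019). Over all metabolic lists together, 48 of 177 tested genes (27.1%) were in it, against 12.1% of the other tested genes (exact test, adjusted p = 2.20e-06). Among the genes that were rhythmic in control liver the share not called in TSR was 92.3% for the metabolic genes and 93.9% for the others (Fisher's exact test, p = 0.555). In the fit over all 23210 probe sets the counts were 7 of 22, 6 of 17 and 8 of 35 for fatty acid synthesis, bile acid metabolism and glycolysis, 5 of 31 for adipocyte metabolism, 5 of 22 for heat shock, 4 of 23 for the interferon response and 9 of 12 for the clock output, all past the exact test (adjusted p up to 0.0163). There amino acid metabolism passed (6 of 36, exact test, adjusted p = 0.00364), and ribosomal proteins did not (adjusted p = 0.250). The background was all genes of the fit, 1 probe set per gene, and genes are not independent replicates.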

Supporting this, gene ontology (GO) analysis of our array data revealed that the genes that lost rhythmicity following TSR were enriched for transcripts involved in metabolic processes (Table S2). To further investigate this phenomenon, expression profiles of all genes rhythmically expressed under control conditions and associated with metabolism (i.e. listed under the GO categories ‘Carbohydrate Metabolism’ - GO:0005975, ‘Lipid Metabolism’ - GO:0006629 or ‘Amino Acid Metabolism’ - GO:0006520) were compared. 

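In each of the 4 groups of metabolic genes defined by the control peak time, most genes were not called rhythmic in TSR liver. Of 13 genes that peaked at ZT1 10 were not called, such as Cbs, which makes cystathionine (amplitude 0.39 in control and 0.11 in TSR), and Cth, the next enzyme of that pathway (0.21 and 0.03). All 9 genes that peaked at ZT7 were not called, among them Cpt1a, the carnitine palmitoyltransferase of fatty acid oxidation (0.40 and 0.24, 56.5% of the control rhythm), and Cyp7a1, whose fitted peak lay at 11.8 h in control and at 19.4 h in TSR liver (0.42 and 0.38, -37.2%), where the difference in rhythm did not pass (adjusted p = 0.112). None of the 20 genes that peaked at ZT13 was called, including Thrsp, a regulator of fat synthesis (0.98 and 0.67, 67.4%), and Gys2, the glycogen synthase of liver (0.28 and 0.06, 2.71%). Of 10 genes that peaked at ZT19 9 were not called, among them Fasn (0.40 and 0.38, 92.4%), Pmvk of cholesterol synthesis (0.46 and 0.40, 70.8%) and Elovl6 (0.34 and 0.32, 7.53%). The median TSR rhythm was 53.9%, 1.59%, 42.5% and 68.9% of the control rhythm for genes that peaked at ZT1, ZT7, ZT13 and ZT19. In total 182 genes of the metabolic lists were measured, 177 were tested, 52 were rhythmic in control and 8 in TSR liver, and 48 of the 52 were not called in TSR. The difference in rhythm itself passed for Gpd2 (adjusted p = 0.0282 from limma), Slc16a7 (0.0347) and Slco1b2 (0.0378). In TSR only, rhythms were called for G6pc, the glucose-6-phosphatase (amplitude 0.32, adjusted p = 0.0316), Srebf1, a regulator of fat synthesis (0.49, 0.0286), Bckdha of branched-chain amino acid breakdown (0.25, 0.0492) and Nr1h4 (0.30, 0.0313). The metabolic lists used here were fixed in advance and are not the GO categories of the paper.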

A profound loss of metabolic gene rhythmicity was seen for genes peaking at all time points (Figure 4A–D). Of note, no directional shift in expression peaks was observed for metabolic genes that were rhythmic both under control and TSR conditions (Figure S3), indicating that TSR had a disruptive, but not a phase resetting effect on liver metabolism.

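Of the metabolic genes, 4 were rhythmic in both groups. Insig2, which retains the sterol sensor in the endoplasmic reticulum, peaked 0.583 h later in TSR liver, and Ppp1r3b, which targets a phosphatase to glycogen, 1.74 h later. Ppp1r3c, another glycogen-targeting subunit, had a shift of -1.19 h and Acss2, an acetyl-CoA synthetase, of -1.25 h, both towards an earlier peak. The mean shift was -0.04 h, with 2 genes later and 2 earlier (two-sided exact sign test, p = 1), which no 4 genes can bring under 0.05. At an unadjusted p under 0.05 in both groups, 33 metabolic genes had a mean shift of 0.558 h (SD 3.21 h), 21 later and 12 earlier (two-sided exact sign test, p = 0.163). The mean shift was 1.55 h without TSR ZT1 replicate 2, 2.16 h without TSR ZT13 replicate 1, and 1.72 h or 2.81 h without TSR ZT19 replicate 1 or 3.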

**Figure 4:**
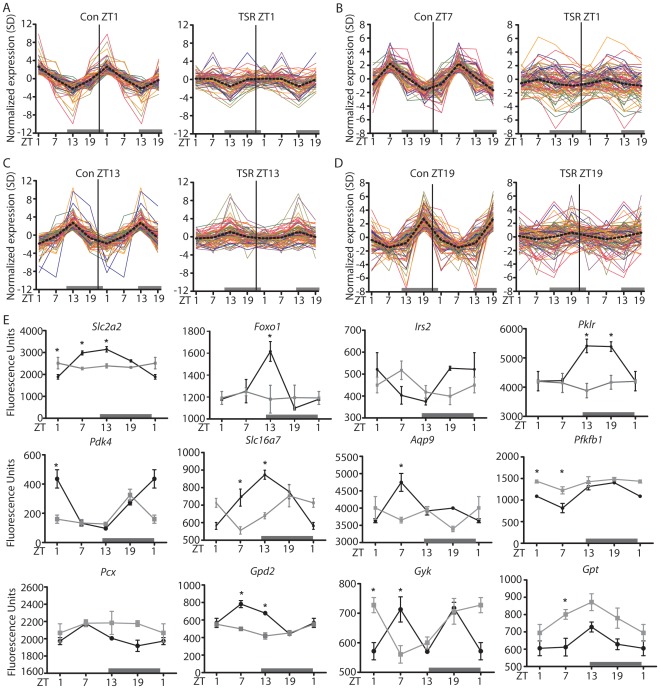
Metabolic gene rhythmicity in the liver is affected by shiftwork. Double plotted expression profiles of rhythmic genes associated with the GO terms ‘Carbohydrate Metabolism’, ‘Lipid Metabolism’ and ‘Amino Acid Metabolism’ sorted for peak time ((A) ZT1, (B) ZT7, (C) ZT13 and (D) ZT19) for both control and TSR groups. (E) Array expression profiles of selected metabolically relevant genes with altered expression profiles in the livers of TSR mice. Control mice are represented by black lines, TSR mice by grey lines; * indicates p<0.05 determined by 2-way ANOVA.

Among the affected genes were a number of important regulators of carbohydrate metabolism (Figure 4E), such as the glucose transporter 2 *(Slc2a2*), glucose-responsive forkhead box O1 (*Foxo1)* and insulin receptor substrate 2 (*Irs2*). 

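Slc2a2, the glucose transporter of hepatocytes (probe set 10491171), was higher in TSR liver at ZT1 and lower at ZT7 and ZT13. Its signal was 1891 ± 182 in control and 2516 ± 454 in TSR liver at ZT1 (SD, n = 3, log2 0.40, adjusted p = 0.0415 from limma), 2983 ± 156 and 2271 ± 102 at ZT7 (-0.39, adjusted p = 0.0170), and 3146 ± 211 and 2391 ± 169 at ZT13 (-0.40, adjusted p = 0.0159). Its control rhythm had an amplitude of 0.38 (adjusted p = 0.00461), and its TSR rhythm one of 0.03 (adjusted p = 0.924). Foxo1, a transcription factor that insulin holds out of the nucleus (probe set 10491962), fell at ZT13 from 1616 ± 156 to 1180 ± 220 (SD, n = 3, log2 -0.47, SE 0.137, adjusted p = 0.0267). Irs2, an adaptor of the insulin receptor (probe set 10576971), passed at no time point. Its largest differences were 403 ± 69.8 and 517 ± 73.2 at ZT7 (SD, n = 3, adjusted p = 0.152) and 527 ± 15.9 and 399 ± 66.7 at ZT19 (adjusted p = 0.103). The Slc2a2 call at ZT1 was lost without any 1 of the 6 control arrays of ZT1 and ZT19, TSR ZT1 replicate 1 or 3 or TSR ZT7 replicate 2 (adjusted p up to 0.194), that at ZT7 without control ZT7 replicate 3 or TSR ZT7 replicate 1 or 2 (up to 0.0740), and that at ZT13 without control ZT13 replicate 1 or TSR ZT13 replicate 2 (up to 0.0682). The Foxo1 call was lost without control ZT13 replicate 1 or 3 or TSR ZT13 replicate 2 (up to 0.115).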

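Pklr was lower in TSR liver at ZT13 and ZT19, Slc16a7 at ZT7 and ZT13, Aqp9 at ZT7 and Pdk4 at ZT1. Pklr, the liver pyruvate kinase of the last step of glycolysis (probe set 10493382), fell from 5411 ± 402 to 3882 ± 426 at ZT13 (SD, n = 3, log2 -0.48, SE 0.113, adjusted p = 0.00954 from limma) and from 5389 ± 287 to 4166 ± 412 at ZT19 (-0.38, adjusted p = 0.0340). Pdk4, which inactivates pyruvate dehydrogenase (probe set 10543017), fell 2.76-fold at ZT1, from 436 ± 108.7 to 160 ± 48.3 (SD, n = 3, adjusted p = 0.00313). Slc16a7, a transporter of pyruvate and other monocarboxylates (probe set 10372988), fell from 743 ± 84.3 to 556 ± 36.3 at ZT7 and from 873 ± 44.5 to 640 ± 30.0 at ZT13 (SD, n = 3, adjusted p = 0.0139 and 0.00882). Aqp9, the glycerol channel (probe set 10594825), fell from 4744 ± 449 to 3651 ± 142 at ZT7 (SD, n = 3, log2 -0.37, SE 0.0887, adjusted p = 0.0114). Pfkfb1, which makes and degrades fructose-2,6-bisphosphate (probe set 10602385), rose from 816 ± 188 to 1226 ± 144 at ZT7 (SD, n = 3, log2 0.61, SE 0.136, adjusted p = 0.00924), and at ZT1 its difference of 0.40 did not pass (adjusted p = 0.114). Pcx, the pyruvate carboxylase (probe set 10460400), passed at no time point, with its largest difference at ZT19 (0.18, SE 0.0813, adjusted p = 0.126). The Pklr call at ZT19 was lost without any control ZT19 array or TSR ZT19 replicate 1 or 2 (adjusted p up to 0.118), that of Aqp9 without control ZT7 replicate 3 (0.0642), and that of Slc16a7 at ZT7 without control or TSR ZT7 replicate 2 (up to 0.0560).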

There appeared to be a particular emphasis on regulators of the glycolysis/gluconeogenesis pathway, such as liver pyruvate kinase (*Pklr*), pyruvate dehydrogenase kinase 4 (*Pdk4*), the pyruvate transporter *Slc16a7*, the glycerol transporter aquaporin 9 (*Aqp9*), fructose-2,6-biphosphatase 1 (*Pfkfb1*) and pyruvate carboxylase (*Pcx*). 

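Gpd2, the mitochondrial glycerol phosphate dehydrogenase (probe set 10472162), fell in TSR liver from 782 ± 69.8 to 500 ± 8.21 at ZT7 and from 679 ± 27.7 to 418 ± 62.9 at ZT13 (SD, n = 3, log2 -0.64 and -0.71, SE 0.115, adjusted p = 0.00404 and 0.00195 from limma). Gyk, which phosphorylates glycerol (probe set 10605571), fell at ZT7 from 712.99 ± 73.9 to 561 ± 51.4 (SD, n = 3, log2 -0.34, adjusted p = 0.0254), and at ZT1 its difference of 0.35 did not pass (SE 0.0978, adjusted p = 0.0585). Gpt, which makes pyruvate from alanine (probe set 10424979), rose at ZT7 from 612 ± 88.8 to 801 ± 48.8 (SD, n = 3, adjusted p = 0.0396), and its mean over the 4 time points was higher by 0.29 (SE 0.0624, adjusted p = 0.00273). The Gyk call was lost without control ZT7 replicate 1 or 3 or TSR ZT7 replicate 1 or 2 (adjusted p up to 0.107), and the Gpt call without control ZT7 replicate 1 or 3 or any TSR ZT7 array (up to 0.157).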

Glycerol phosphate dehydrogenase 2 (*Gpd2*) and glycerol kinase (*Gyk*), regulators of glycerol biosynthesis, and glutamic-pyruvate transaminase (*Gpt*), a regulator of pyruvate production from alanine, were also affected. Together, these findings suggested a marked effect of TSR on glucose metabolism, particularly gluconeogenesis. 

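Of the 48 pairs of the 12 genes of Figure 4E with a time point, 12 were lower and 3 were higher in TSR liver at an adjusted p under 0.05 from limma, in 10 genes. The lower ones were 1 at ZT1 (Pdk4), 5 at ZT7 (Slc2a2, Slc16a7, Aqp9, Gpd2 and Gyk), 5 at ZT13 (Slc2a2, Foxo1, Pklr, Slc16a7 and Gpd2) and 1 at ZT19 (Pklr), and the higher ones were Slc2a2 at ZT1 and Pfkfb1 and Gpt at ZT7. When adjusted over the list alone, 4 genes were higher and 1 lower at ZT1, 2 higher and 5 lower at ZT7, 5 lower at ZT13 and none at ZT19. The study chose these genes on the same arrays, so these counts are not independent evidence of their direction, and the list passed at no time point in camera (adjusted p from 0.152 to 0.905). In control liver 6 of the 12 were rhythmic (Slc2a2, Pklr, Pdk4, Slc16a7, Pfkfb1 and Gpd2) and in TSR liver 0, where limma gave an unadjusted p under 0.05 for Pdk4, Slc16a7, Gpd2 and Gyk. Of the 35 genes of glycolysis and gluconeogenesis in the wider list, 2 rose and 1 fell at ZT1 (8 and 2 when adjusted over the list alone). Slc37a4, which carries glucose-6-phosphate to the glucose-6-phosphatase, rose (0.82, SE 0.142), as did Pfkfb3 (1.13, SE 0.240). With the score of the set-apart arrays as a covariate Slc2a2 at ZT1, Gpt at ZT7, Foxo1 at ZT13 and Pklr at ZT19 did not pass (log2 0.31, 0.32, -0.30 and -0.37, against 0.40, 0.40, -0.47 and -0.38 without it, adjusted p = 0.120, 0.0864, 0.0842 and 0.187), and with quantile normalization Slc2a2 at ZT1 and Gpt at ZT7 did not (0.0979 and 0.0604). Of the 15 pairs 10 passed without the filter and 4 with the 6 arrays of the time point alone, and without the 5 set-apart arrays 7 of 14 passed. With the adjusted two-tailed test per probe set, which the paper names for large-scale comparisons, 0 passed. The paper tested the profiles of Figure 4E by ANOVA instead. From the altered expression of these regulators, the paper proposes a marked effect of TSR on glucose metabolism, above all on gluconeogenesis.

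**Figure D3:**
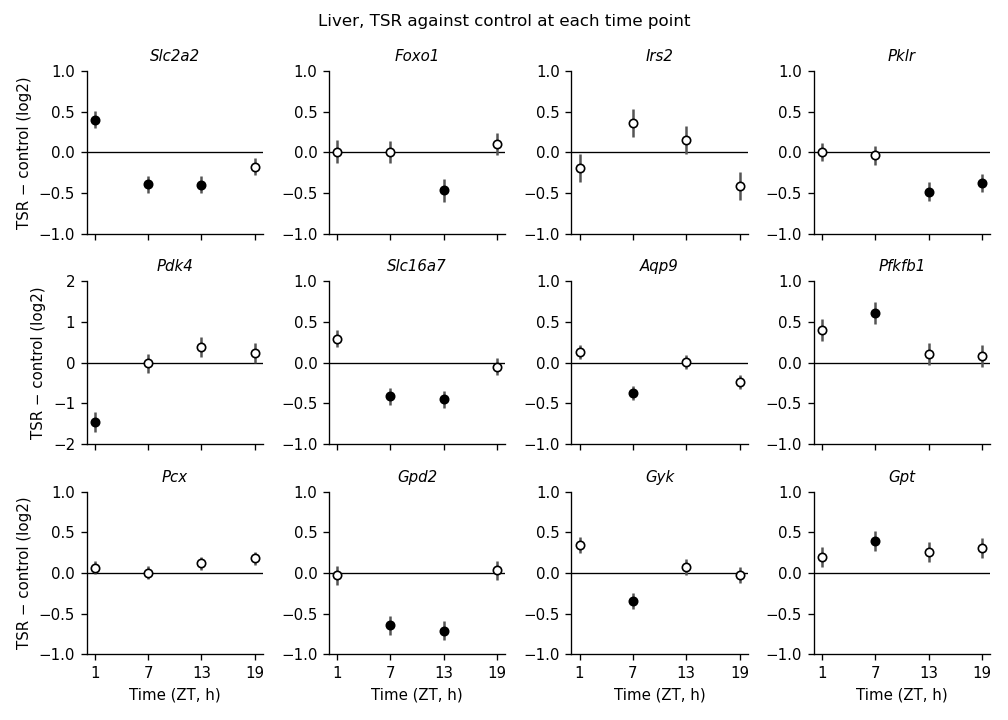
TSR minus control signal (y axis, log2 units) at each time point (x axis, ZT in h) for the 12 genes of Figure 4E, with bars for the standard error and filled points where the adjusted p was under 0.05. The axis of Pdk4 runs from -2 to 2 and the others from -1 to 1, and 12 of the 15 filled points lie below 0.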

Supporting this, TSR animals showed profoundly impaired gluconeogenic capacity, determined by a pyruvate tolerance test (Figure 5A). Hepatic glycogen storage rhythms were also altered with increased levels at the beginning of the dark phase (ZT13) in TSR mice, and circulating glycerol was increased at ZT13, while diurnal triglyceride rhythms were dampened with lower levels at ZT1, indicating that TSR had further effects on lipid metabolism (Figure 5B–D). Finally, decreased leptin levels were observed in the light phase in TSR animals, correlating to increased food intake observed during this period (Figure 1E).

**Figure 5:**
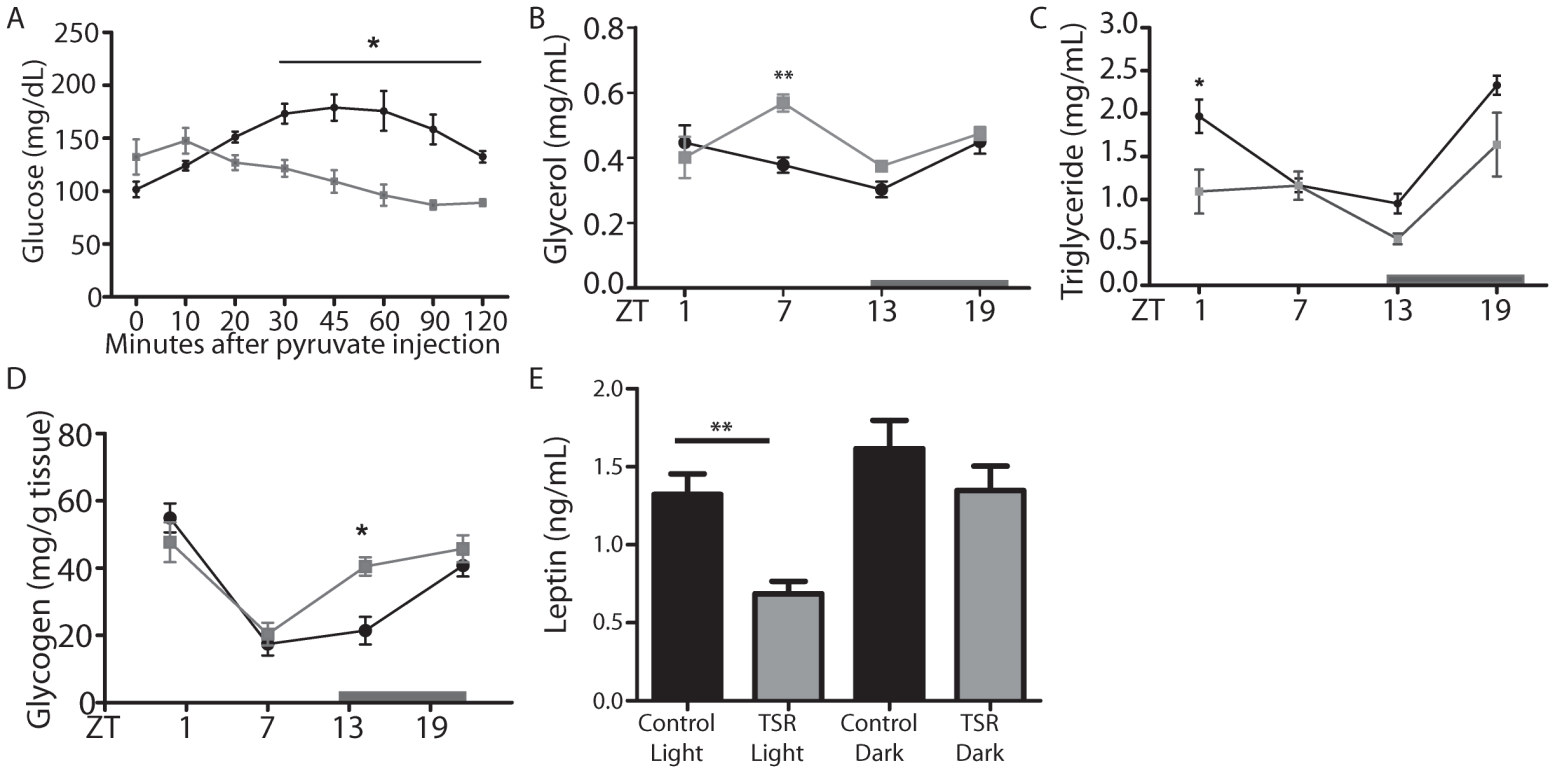
Metabolic effects of TSR. (A) Pyruvate tolerance test in control and TSR mice (n = 5). Circulating glycerol (B) and triglyceride (C) rhythms in control and TRS mice (n = 3 at each time point). (D) Liver glycogen levels in control and TSR mice (n = 3 at each time point) (E) Leptin levels during light and dark phase in control and TRS mice (n = 10). Control mice are represented by black lines, TSR mice by grey lines; * indicates p<0.05 and **p<0.01 determined by 2-way ANOVA.

### Dark Phase Restricted Feeding Prevents TSR-induced Peripheral Clock and Metabolic Disruption

Although 2 weeks of TSR did not result in significant changes in overall food intake, insulin sensitivity or weight gain as has been reported for human shift workers or for longer shiftwork-like protocols in rodents, the perturbations to glucose and lipid handling observed in this study could be considered as early signs of future metabolic dysfunction. Given the hepatic transcriptional desynchrony observed in TSR animals we speculated that stabilizing liver clock regulation during TSR would potentially prevent, or at least alleviate, the emergence of metabolic effects. Indeed, when food access was restricted to the dark phase during TSR (NF-TSR) marked effects on both the molecular and metabolic level were observed. In NF-TSR animal diurnal expression peak times for *Bmal1, Npas2* and *Rev-erb*α in the liver were undistinguishable from control animals, however, some dampening effect of TSR on *Rev-erbα* and *Per1* expression was preserved (Figure 6A, compare Figure 2A). Moreover, TSR perturbations to plasma glycerol and triglyceride profiles were rescued in NF-TSR mice (Figure 6B and 6C, compare Figure 5B and 5C) together with improved gluconeogenic potential (Figure 6D). Finally, the phase of plasma corticosterone rhythms was restored in NF-TSR mice (Figure 6E, compare Figure 1C). In summary, restricting food intake during TSR to the normal active phase rescued peripheral clock gene rhythmicity and subsequently improved glucose and lipid handling. This marked effect of feeding time on TSR effects prompted us to test if altered food intake rhythms may play a causative role in the metabolic pathophysiology of shiftwork [26]. To test this, mice were subjected to two weeks of timed feeding schedules mimicking the light/dark food intake pattern observed in the second week of TSR (Figure 1E), followed by a pyruvate tolerance test on the last day. These animals showed no changes to gluconeogenic potential (Figure 6F), indicating that alterations in food uptake rhythms are necessary, but not sufficient for the induction of metabolic effects of TSR.

**Figure 6:**
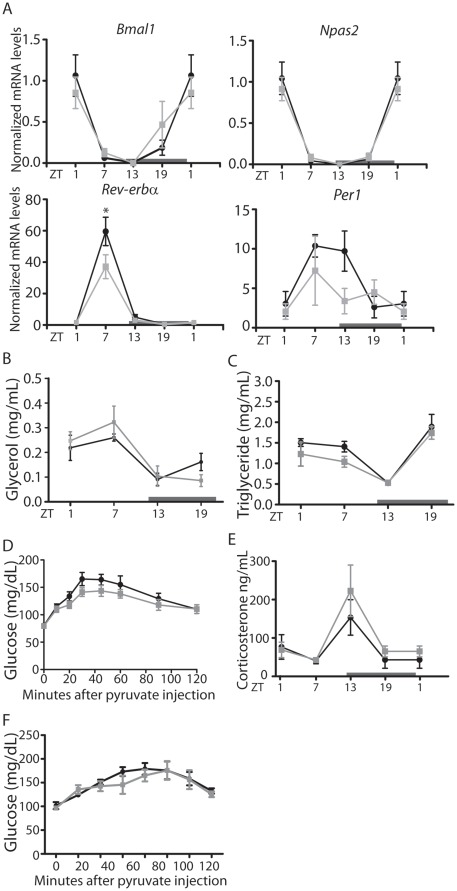
Dark phase feeding rescues TSR-induced disruption of peripheral clock gene expression and gluconeogenesis. (A) qPCR analysis of clock gene expression in the liver of control/dark phase fed (DF) and TSR/dark phase fed (DF-TSR) mice. (B) Plasma glycerol and (C) triglyceride rhythms in control/DF and DF-TSR mice. (D) Pyruvate tolerance test in control/DF and DF-TSR mice (n = 5). (E) Plasma corticosterone control/DF fed and DF-TSR mice. (F) Pyruvate tolerance test in non-TRS mice under a TSR-like feeding regimen (n = 5). (A-E) Control mice are represented by black lines, TSR mice by grey lines. (F) *Ad libitum* fed mice are represented by black lines, TSR-like fed mice are represented by grey lines; * indicates p<0.05 determined by 2-way ANOVA, n = 3 at each time point, unless stated otherwise.

## Discussion

The current study employs a 2 week schedule of TSR in mice to examine the early molecular and physiological responses to altered activity timing preceding the metabolic consequences of chronic shiftwork. Profound disruption in the diurnal regulation of core clock genes and CCGs was observed in liver, with a strong emphasis on metabolic transcripts, while only moderate effects were seen at the level of the circadian pacemaker of the SCN. The physiological significance of these changes was demonstrated by early alterations in lipid and glucose handling, while bodyweight regulation was not yet affected. Both peripheral clock gene rhythmicity and metabolic physiology were rescued by concurrent dark phase restricted food access, suggesting meal timing as a possible therapeutic intervention for the treatment of shiftwork-associated metabolic disorders.

### TSR Effects on SCN Clock Rhythms

Changes to core clock gene expression were evident following TSR. In the SCN, moderate effects on *Bmal1*, *Per1*, *Rev-erb*α and *Dbp* were observed, while overall rhythmicity was preserved. At the behavioral level, however, decreased activity was observed in the dark phase, accompanied by a shift of food intake to the light phase. These activity phase shifts appear to be acute effects of the TSR procedure, perhaps in response to increased light input, and alterations in activity rhythms ceased when animals were released into DD conditions after the end of TSR (Figure 1). Collectively this suggests that TSR has only a moderate effect on the central clock, despite an overall disruption of diurnal activity, although it is not possible to conclusively rule out changes to CCGs in the SCN. These findings correlate with a recent study of 4 weeks of enforced daytime activity in rats which showed no changes of PER1 protein expression in the SCN, but marked disruption of PER1 rhythms in other hypothalamic nuclei [13]. It would therefore be interesting to extend our analysis to CCGs in the SCN, and other clocks in the brain, or to analyze clock gene effects after longer periods of TSR. Given the late onset of metabolic disturbances in human shift workers it is tempting to speculate that SCN clock disruption may become more apparent at a later time point. In a combined review of six studies of permanent night shift workers describing melatonin rhythms – generally considered a reliable readout of the circadian pacemaker in humans – it was concluded that very few people ever show an adaptation of their internal clock to the altered activity schedule [27].

### TSR Causes Global Disruption of the Liver Clock and CCGs

The effect of TSR on clock gene expression in the liver was much more pronounced than in the SCN (Figure 2), with a consequent global disruption of normal transcriptome rhythmicity (Figure 3). Genes from Class III (“rhythmic to arrhythmic”) showed ontology enrichment for metabolic processes, correlating with a marked dampening of rhythms in metabolism-associated (Figure 4). 

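Among the tested probe sets, the largest rhythms called in TSR but not in control liver were those of Gm10843 (amplitude 1.22 in TSR and 0.42 in control, adjusted p = 0.0162 in TSR from limma), an uncharacterized gene, and Slc25a30, a mitochondrial carrier (1.00 and 0.45, adjusted p = 0.00617). The zinc finger gene Zfp826 followed (0.80 and 0.25, adjusted p = 0.00253), then B430203M17Rik, a non-coding transcript (0.78 and 0.04, adjusted p = 0.00651), and Hsn2 (0.76 and 0.20, adjusted p = 0.0103). Of these 5 the difference in rhythm itself passed for Hsn2 (adjusted p = 0.0378). It also passed for Foxo4, a transcription factor of the insulin pathway (0.0235), and Aqp1, a water channel (0.0378), both chosen after their values were seen. In TSR liver 221 probe sets were rhythmic without being called in control, with a median amplitude of 0.40 in TSR and 0.14 in control liver, and 17 of them differed in rhythm between the groups. Their highest mean fell at ZT1 for 138, at ZT7 for 17, at ZT13 for 30 and at ZT19 for 36.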

TSR also impinges on the regulation of several non-rhythmic genes in which rhythmic expression was induced following TSR (Class VI). These genes may be directly affected by changes in food uptake [28] or activity [29]. If one assumes that rest and activity roughly corresponds to fasting and feeding, the strong increase in early light phase activity during TSR would indicate a profound increase in food intake during this time which would then drive gene expression rhythms. In this particular case this assumption would be misleading, as the increased activity can be largely attributed to exploration of the novel objects placed in the cage as part of the gentle handling protocol. This is supported by the observation that the effects of TSR on feeding rhythmicity are far less pronounced than those on locomotor activity (Figure 1D and 1E). Alternately these genes may be directly sleep-responsive and may therefore be classified as “acutely sleep (-loss) regulated”. In a study by Maret *et al.* which employed the same gentle handling method used in the current study, a number of genes specifically responsive to sleep-loss were identified for the brain as well as the liver [30], some of which encoded heat shock proteins which the authors hypothesized to be part of a tissue-independent stress response. A number of heat shock protein gene were also identified in the current study (Table S1). However, it should be noted that sleep was not directly measured in either the Maret study or ours - with the notable exception of during the TSR protocol when the animals were continually observed for wakefulness - and therefore any possible “sleep-related” changes are inferred from activity and must be very cautiously considered.

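At ZT7, after the daily hours of handling, 6 of 22 heat shock genes rose in TSR liver and 1 fell in the fit over all 23210 probe sets, and the values per gene come from the 12166 tested ones. The list was higher in camera (adjusted p = 0.00196, and adjusted p = 0.437 with an estimated correlation). Stip1, a co-chaperone that links the 70 and 90 kDa heat shock proteins (probe set 10465604), rose from 914 ± 85.5 to 1622 ± 225 (SD, n = 3, log2 0.82, SE 0.120, adjusted p = 0.00128 from limma). Hsph1, a nucleotide exchange factor of the chaperone system (probe set 10535904), rose from 281 ± 39.2 to 604 ± 145 (SD, n = 3, adjusted p = 0.00731), and the small heat shock protein Hspb1 from 136 ± 30.0 to 322 ± 142 (SD, n = 3, adjusted p = 0.0139). Ahsa1, an activator of the Hsp90 ATPase, and Hspe1, the mitochondrial chaperonin subunit, rose by 0.73 and 0.68 (adjusted p = 0.00374 and 0.00699), and Hspb8, Hsp90aa1, Hsp90ab1 and Dnaja1 by 0.47, 0.47, 0.28 and 0.42 (adjusted p = 0.0143, 0.0283, 0.0323 and 0.0438). Hspa4 fell at ZT7, ZT13 and ZT19 (log2 -0.33, -0.29 and -0.25, adjusted p = 0.0101, 0.0160 and 0.0340), and Hsp90aa1 fell at ZT13 (-0.40, adjusted p = 0.0461). When adjusted over the list alone, 9 heat shock genes rose and 1 fell at ZT7. At ZT19 Chordc1 and Dnajb6 were lower (-0.66 and -0.29, adjusted p = 0.0236 and 0.0265), and the list passed in camera only with quantile normalization (adjusted p = 0.0492, against 0.0675 without it, and adjusted p = 0.983 with an estimated correlation). Over the 4 time points 4 of the 22 rose and 1 fell (4 and 1 when adjusted over the list alone). The ZT7 calls of Stip1, Hsph1, Ahsa1, Hspe1 and Hspa4 held without any single array. Those of Hspb1 and Hspb8 were lost without control ZT7 replicate 3 or without TSR ZT7 replicate 1 or 2 respectively (adjusted p up to 0.0802 and 0.0819), and those of Hsp90aa1, Hsp90ab1 and Dnaja1 without 4, 4 and 13 single arrays (up to 0.120, 0.114 and 0.138). Those 3 did not pass with quantile normalization either (adjusted p = 0.0594, 0.0757 and 0.0544). Hsp90ab1 at ZT7, Hsp90aa1 at ZT13 and Hspa4, Chordc1 and Dnajb6 at ZT19 did not pass with the score of the set-apart arrays as a covariate (log2 0.26, -0.42, -0.26, -0.33 and -0.25, against 0.28, -0.40, -0.25, -0.66 and -0.29 without it, adjusted p = 0.0582, 0.0640, 0.183, 0.348 and 0.215).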

### TSR Effects on Carbohydrate Metabolism in Liver

Genes involved in carbohydrate metabolism were deregulated in the liver. Under normal conditions hepatic glucose uptake and glycolysis are enhanced during the active phase, corresponding with high *Slc2a2* and *Pklr* expression at ZT13/19 in our control animals. 

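In control liver the highest mean signal of Slc2a2 stood at ZT13, and its level at ZT19 was 2618 ± 86.3 (SD, n = 3). Its peak by the fitted curve lay at ZT 12.0 h. Pklr had its highest control means at ZT13 and ZT19, with 4207 ± 575 at ZT1 and 4223 ± 106 at ZT7 (SD, n = 3), an amplitude of 0.25 and a fitted peak at ZT 15.9 h (adjusted p = 0.0166 from limma for the rhythm over 12 arrays).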

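In control liver Gpd2 was highest at ZT7 and ZT13, and Pdk4 was lowest there. Gpd2 stood at 567 ± 90.4 at ZT1 and 441 ± 21.3 at ZT19 (SD, n = 3), with an amplitude of 0.43 and a fitted peak at 8.21 h (adjusted p = 0.00168 from limma for the rhythm over 12 arrays). Pdk4 stood at 132 ± 27.4 at ZT7, 96.9 ± 9.72 at ZT13 and 274 ± 28.2 at ZT19 (SD, n = 3), with an amplitude of 1.20. Slc16a7 stood at 582 ± 34.3 at ZT1 and 777 ± 70.4 at ZT19 (SD, n = 3), and its rhythm had an amplitude of 0.30 and a fitted peak at 13.4 h (adjusted p = 0.00894). Aqp9 stood at 3633 ± 101.4, 3918 ± 207 and 3999 ± 36.7 at ZT1, ZT13 and ZT19 (SD, n = 3), below its level at ZT7, and its rhythm did not pass (adjusted p = 0.264). Pcx stood at 1973 ± 70.0, 2176 ± 47.8, 2006 ± 8.64 and 1918 ± 113 at ZT1, ZT7, ZT13 and ZT19 (SD, n = 3), and its rhythm did not pass (adjusted p = 0.185). Gyk stood at 572 ± 50.5 at ZT1, 570 ± 8.65 at ZT13 and 718 ± 34.0 at ZT19 (SD, n = 3), and its rhythm did not pass (adjusted p = 0.998).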

There was an emphasis on gluconeogenesis in the late part of the rest period at ZT7 and ZT13, indicated by high *Slc16a7* and *Aqp9* (substrate uptake), high *Pcx* (conversion of pyruvate to oxaloacetate), high *Gpd2* and *Gyk* (glycerol *de novo* biosynthesis), and low *PDK4* mRNA levels (inhibition of glycolysis). TSR resulted in most of these genes being reduced, in some cases remaining at basal expression levels throughout the day, indicating profound changes to diurnal carbohydrate utilization (Figure 4). 

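Over the 4 time points together, Gpd2 was lower in TSR liver (log2 -0.34, SE 0.0575, adjusted p = 0.000563 from limma, 12 arrays against 12), as were Pklr (-0.22, SE 0.0565, adjusted p = 0.00800), Slc16a7 (-0.16, SE 0.0517, adjusted p = 0.0324) and Slc2a2 (-0.14, SE 0.0514, adjusted p = 0.0491). Aqp9 (-0.12, SE 0.0444, adjusted p = 0.0564), Pdk4 (-0.22, SE 0.122, adjusted p = 0.196), Pcx (0.09, SE 0.0407, adjusted p = 0.0987) and Gyk (0.01, SE 0.0489, adjusted p = 0.865) did not pass. Pfkfb1 was higher (0.30, SE 0.0681, adjusted p = 0.00383). In TSR liver the Slc2a2 signal at ZT19 was 2320.43 ± 16.5 and the Gpd2 signal at ZT1 and ZT19 was 552 ± 36.8 and 452 ± 47.9 (SD, n = 3), and the fitted TSR amplitudes of Slc2a2, Pklr and Gpd2 were 0.03, 0.06 and 0.22.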

Downregulation of hepatic *Scl2a2* has been previously reported in mice with genetic liver-specific clock disruption (*L-Bmal1^−/−^*) [18], which supports our hypothesis that alterations in liver clock regulation may underlie the molecular perturbations brought about by TSR. Molecular disruption could also be correlated with physiology, with TSR mice displaying severely retarded gluconeogenic potential as measured using a pyruvate tolerance test (PTT). This phenotype was observed previously in *Clock* ^Δ19^ and *Bmal1* ^−/−^ mice, suggesting a direct effect of the circadian clock on this process [21]. Liver-specific *L-Foxo1* ^−/−^ mice similarly display reduced hepatic glucose production [31], [32].

Circulating glycerol, a product of lipolysis and a substrate for gluconeogenesis, was high directly after the sleep restriction period (ZT7) following TSR (Figure 1), suggesting increased energy demands at this time, further emphasized by the impaired utilization of glycerol by the liver. Hepatic glycogen storage was increased at the beginning of the nocturnal active period (ZT13) following TSR. In the absence of gluconeogenic potential, despite adequate substrate availability, more emphasis is placed on glycogen. Once glycogen stores are depleted under resting, i.e. fasting, conditions (light phase), in the absence of efficient gluconeogenesis, increased food intake would be necessary to meet glucose demands. In TSR mice leptin is decreased at this time, relieving normal appetite suppression and coinciding with increased food consumption (Figure 1). Under sustained shiftwork conditions this would presumably promote hyperphagy [12]. In human shift workers – who, unlike rodents, have access to a range of food options – abnormal eating behavior with an increased tendency to consume high caloric carbohydrate-rich foods is reported [33]–[37]. In summary, the observed metabolic effects in TSR mice suggest a desynchronization of hepatic energy utilization, which under control conditions should employ glycogen breakdown at the beginning of the resting phase and move to gluconeogenesis when glycogen stores are depleted towards the end of the resting phase. In TSR glucose utilization from liver stores is altered and may promote carbohydrate craving and increased food intake during normal rest hours.

### Peripheral Clock Disruption Precedes Metabolic Disorders

Collectively, the observed molecular disruption seen in the liver can be directly correlated to changes in physiology. However, given the short duration of the model used, the full-blown metabolic phenotype characterized by obesity, insulin and leptin resistance seen in more chronic models of sleep restriction and in human shiftwork were not observed. Similarly for rodents, in which 4 weeks of night work results in hyperphagy and obesity, after only 2 weeks the effects on food intake are still relatively mild [12]. Therefore it may be concluded that TSR-induced clock disruption precedes metabolic pathophysiology. This is reminiscent of findings in leptin-deficient *ob/ob* mice, showing that circadian disruption precedes the development of obesity in these animals [38]. Additionally, clock disruption in humans can confound the effects of shiftwork. In a recent study by Gamble et al., it was shown that clock gene polymorphisms in nurses were correlated with adverse adaptation to shiftwork, culminating in increased alcohol and caffeine consumption and the likelihood to doze [39]. This scenario could be extended to rotating shiftwork conditions, which would presumably lead to chronic circadian desynchrony, and result in the most severe pathophysiology [40], [41]. These findings strongly support a causal role of clock desynchrony on metabolism following sleep disruption.

### Peripheral Clock Restoration Prevents Metabolic TSR Effects

In order to strengthen the link between the circadian clock and shiftwork-induced metabolic effects, a regime of normocaloric dark phase restricted feeding was employed concurrent to TSR to stabilize the peripheral clock machinery. Dark phase restricted feeding has been shown previously to reset clock gene rhythms in subsidiary oscillators, but not the SCN master clock [15], [28]. Further, Dark phase feeding stabilizes body temperature and glucose rhythms in a model of night work in rats [12]. Indeed, Dark phase feeding ameliorated the effects of TSR on clock gene rhythms in the liver (Figure 6). Concurrently, disrupted triglyceride, glycerol and corticosterone rhythms were rescued, as was gluconeogenic potential. Together, these findings suggest that TSR-induced metabolic resetting is a result of clock perturbation, and altered feeding patterns might, at least in part, underlie this phenomenon. Adverse effects of dark phase eating have been reported in studies of shift workers, resulting in decreased glucose and lipid tolerance [42]–[44]. However, merely enforcing an altered food consumption schedule to mimic that seen during TSR did not result in compromised gluconeogenic potential (Figure 6). Collectively these data suggest that alterations in feeding rhythmicity observed during TSR may promote, but are not sufficient to explain the metabolic pathophysiology of shiftwork. Nevertheless, imposing a strict dark phase feeding rhythm can be employed to reset peripheral clocks and alleviate metabolic perturbations.

### Conclusion

This study examines the early effects of extended timed sleep restriction as an experimental model of shiftwork on behavior, physiology and transcriptional regulation, with an emphasis on the circadian aspects of metabolism. While it is clear that causal interpretations from studies on complex interacting processes such as diurnal activities, feeding, sleep, metabolism, and circadian mechanisms are always limited, our liver transcriptome analyses indicate a direct effect of sleep timing on the molecular circadian machinery and on clock controlled genes involved in carbohydrate and lipid utilization. Importantly, disruption to circadian gene rhythmicity appears early compared to the adverse metabolic disturbances seen with chronic shiftwork in both rodents and humans, suggesting a causal role of clock disruption in the progression of shiftwork-induced metabolic syndrome. Resetting peripheral circadian clocks by nighttime feeding rescues physiological parameters altered during timed sleep restriction, implying that peripheral clocks may be attractive therapeutic targets for combating the metabolic effects of shiftwork.

## Materials and Methods

### Animals

Male C67Bl6/J mice, 10–14 weeks old, were entrained to a 12 h (50 lux) light: 12 h dark (LD) schedule with lights on (ZT0) at 7:00am. Activity measurements were recorded using custom-made infra-red detectors fitted to the roof of the cages and analyzed using ClockLab software (Actimetrics, Evanston, IL). Mice were housed in groups of 3–6 animals per cage, and kept under constant temperature (20.0+/−0.5°C) and humidity (50–60%) conditions with *ad libitum* access to standard chow (Ssniff V1126, Soest, Germany) and water. All animal experiments were approved by the Office for Consumer Protection and Food Safety (LAVES) of the State of Lower Saxony and executed in accordance with the German Law on Animal Welfare.

### Timed Sleep Restriction (TSR) and Feeding Schedules

During TSR mice were kept awake using a gentle handling method between ZT0 and ZT6 from Days 1 to 5, and Days 8 to 12 [23]. Briefly, animals were constantly watched and novel objects were introduced into the cages to induce alertness only when mice assumed a position suggestive of intended sleep. At all other times mice were able to sleep *ad libitum*. Control mice were kept under the same conditions in separate compartments, without intervention. Starting in the evening of Day 11, control and TSR mice were sacrificed by cervical dislocation at 6 hour intervals. In the dark phase, a 5 W safety red light was used to avoid light effects. Plasma, liver, epididymal adipose (WAT) and brains were collected and frozen. In the case of TSR with high light intensity, 500 lux light was used in the same LD schedule. In the case of TSR with dark phase restricted feeding (DF-TSR), food was removed from the cages at ZT0 (7:00am) on each day and replaced at ZT12 (7:00pm) on each day. In the case of altered food rhythmicity in control mice, mice were provided with 1.6 g of food at the start of the light/inactive phase and 2.2 g of food at the start of the dark/active phase. Each time food was given, any remaining uneaten food was removed to prevent hoarding.

### Pyruvate Tolerance Testing

Pyruvate tolerance tests were performed in the week prior to TSR, and on Day 12 of TSR. Mice were starved for 13 h overnight, and injected with 2 g/kg pyruvate i.p. at ZT1. Glucose measurements were taken from tail vein blood at indicated time points.

### Plasma Analysis

Leptin was determined using the Mouse Leptin ELISA Kit (Crystal Chem, Downers Grove, IL), and insulin was determined using the Ultrasensitive Mouse Insulin ELISA (Mercodia, Uppsala, Sweden). Circulating glycerol and triglycerides were determined using the Serum Triglyceride Determination Kit (Sigma, St. Louis, MO), and glycogen was determined using anthrone reagent as described previously [45]. Corticosterone was measured from plasma samples using the ImmuChem Double Antibody 125I-Radioimmunoassay Kit (MP Biomedicals, Solon, OH).

### In situ Hybridization

*In situ* hybridization using digoxigenin or ^35^S-labeled probes on frozen sections was performed as described [46]. Probe details are available on request.

### Quantitative Real-time PCR (qPCR)

Relative quantification of mRNA levels by qPCR was done as previously described [47]. Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA), and cleaned of genomic DNA contamination using TURBO DNase (Ambion, Austin, TX) as per manufacturer’s instructions. cDNA synthesis was performed using Superscript III (Invitrogen) and random hexamer primers, and qPCR was performed using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) on an Bio-Rad C1000 Thermal Cycler and a CFX96 Real-Time system (95°C for 3 min, 40 cycles at 94°C for 15 sec, 60°C for 15 sec and 72°C for 20 sec, 95°C 10 sec, then 95°C for 10 sec followed by a melt curve from 65°C to 95°C at 0.5°C increments for 5 sec) Primer sequences are available on request. *Eef1a* was used as a reference gene, and data was expressed as relative quantitation (^ΔΔ^-CT method).

### Liver Slice Culture and Luciferase Measurements

Control and TSR heterozygous *PER2::LUC* (n = 6) [48] animals were scarified at ZT6 and 300 µm vibratome slices were prepared from agarose embedded liver lobes and cultured on Millicell culture membranes (PICMORG50, Millipore, Billerica, MA) in DMEM medium (high glucose, w/o L-glutamine), supplemented with 10 mM Hepes (pH 7.2), 2% B27, 25 units/ml penicillin, 25 µg/ml streptomycin, 352.5 mg/ml sodium carbonate, 2 mM L-glutamine and 0.1 mM luciferin (all from Invitrogen) in a Lumicycle luminometer (Actimetrics). For each animal 3 liver sections were analyzed.

### Microarray Analysis

Microarray experiments using liver and adipose tissue total RNA preparations were performed at the Transcriptome Analysis Lab (TAL) of the University of Göttingen, Germany. cRNA samples were hybridized to MoGene ST1.0 gene expression arrays (Affimetrix, Santa Clara, CA). Three chips per time point, condition and tissue were used. Gene expression was normalized using d-Chip Software [49] and rhythmic gene expression and expression phases were determined using CircWave Software (University of Groningen, The Netherlands) as described [50]. Rhythmic genes were grouped and heat maps were generated using d-Chip Software [49]. These sequence data have been submitted to the GEO databases under accession number GSE33381. Gene ontology analysis was performed using DAVID (NIAID, NIH) [51], [52].

### Statistical Analysis

Unless otherwise noted in the figure legend, all data are shown as mean +/− SEM. Statistical comparisons were performed using GraphPad Prism software (GraphPad, La Jolla, CA) for single gene expression profiles and physiological parameters or using the Bioconductor/R software package [53] for comparing multiple data sets from the microarray experiments. T-tests, one-way or two-way ANOVA with Bonferroni post-hoc test were used to compare single transcript profiles or physiological parameters. For large scale multiple comparisons two-tailed t-tests with Benjamini-Hochberg corrections were used [54]. P-values below 0.05 were considered significant.

## Supporting Information

Figure S1 **Body weight of mice during and following TSR (n  = 10).**
(TIF)

Figure S2 **Comparison of qPCR (data replotted from** **Figure 2** **) and array fluorescence measures (normalized to ZT1 in control animals) during control and TSR conditions in the liver.** Arrays are represented by the solid lines, qPCR data by the broken lines. * indicates p<0.05 determined by 2-way ANOVA (n  = 3 per time point and condition).
(TIF)

Figure S3 **Peak time phase relationships of metabolic genes that were rhythmic under both control and TSR conditions (Classes I and II) in the liver.** Peak times were assessed by sine wave fitting. Circles indicate number of genes per 20° wedge. The black arrow represents the normalization vector for all shifts/genes.
(TIF)

Table S1 **Full gene lists from** **Figure 3B** **, including Probe ID, Gene ID, and peak time in both control and TSR mice.**
(PDF)

Table S2 **Category 1 enriched GO processes (DAVID) of Class III TSR-regulated genes (** **Figure 3E** **) in the liver.**
(PDF)

## References

[1] Baron KG, Reid KJ, Kern AS, Zee PC (2011). Role of Sleep Timing in Caloric Intake and BMI.. Obesity.

[2] Karlsson B, Knutsson A, Lindahl B (2001). Is there an association between shift work and having a metabolic syndrome? Results from a population based study of 27,485 people.. Occup Environ Med.

[3] Fonken LK, Workman JL, Walton JC, Weil ZM, Morris JS (2010). Light at night increases body mass by shifting the time of food intake.. Proceedings of the National Academy of Sciences.

[4] Li Y, Sato Y, Yamaguchi N (2011). Shift work and the risk of metabolic syndrome: a nested case-control study.. Int J Occup Environ Health.

[5] Garaulet M, Ortega FB, Ruiz JR, Rey-Lopez JP, Beghin L (2011). Short sleep duration is associated with increased obesity markers in European adolescents: effect of physical activity and dietary habits..

[6] Rehman J-u, Brismar K, Holmbäck U, Åkerstedt T, Axelsson J (2010). Sleeping during the day: effects on the 24-h patterns of IGF-binding protein 1, insulin, glucose, cortisol, and growth hormone.. European Journal of Endocrinology.

[7] Arendt J (2010). Shift work: coping with the biological clock.. Occupational Medicine.

[8] Wu H, Zhao Z, Stone WS, Huang L, Zhuang J (2008). Effects of sleep restriction periods on serum cortisol levels in healthy men.. Brain Research Bulletin.

[9] Crispim CA, Waterhouse J, Damaso AR, Zimberg IZ, Padilha HG (2011). Hormonal appetite control is altered by shift work: a preliminary study.. Metabolism.

[10] Van Cauter E, Knutson KL (2008). Sleep and the epidemic of obesity in children and adults.. Eur J Endocrinol.

[11] Korkmaz A, Topal T, Tan D-X, Reiter R (2009). Role of melatonin in metabolic regulation.. Reviews in Endocrine & Metabolic Disorders.

[12] Salgado-Delgado R, Angeles-Castellanos M, Saderi N, Buijs RM, Escobar C (2010). Food Intake during the Normal Activity Phase Prevents Obesity and Circadian Desynchrony in a Rat Model of Night Work.. Endocrinology.

[13] Salgado-Delgado R, Nadia S, Angeles-Castellanos M, Buijs RM, Escobar C (2010). In a Rat Model of Night Work, Activity during the Normal Resting Phase Produces Desynchrony in the Hypothalamus.. Journal of Biological Rhythms.

[14] Bass J, Takahashi JS (2010). Circadian Integration of Metabolism and Energetics.. Science.

[15] Damiola F, Le Minh N, Preitner N, Kornmann B, Fleury-Olela F (2000). Restricted feeding uncouples circadian oscillators in peripheral tissues from the central pacemaker in the suprachiasmatic nucleus.. Genes Dev.

[16] Takahashi JS, Hong H-K, Ko CH, McDearmon EL (2008). The genetics of mammalian circadian order and disorder: implications for physiology and disease.. Nat Rev Genet.

[17] Panda S, Antoch MP, Miller BH, Su AI, Schook AB (2002). Coordinated Transcription of Key Pathways in the Mouse by the Circadian Clock.. Cell.

[18] Lamia KA, Storch KF, Weitz CJ (2008). Physiological significance of a peripheral tissue circadian clock.. Proc Natl Acad Sci U S A.

[19] Rudic R, McNamara P, Curtis A, Boston R, Panda S (2004). BMAL1 and CLOCK, two essential components of the circadian clock, are involved in glucose homeostasis.. PLoS Biol.

[20] Turek FW, Joshu C, Kohsaka A, Lin E, Ivanova G (2005). Obesity and Metabolic Syndrome in Circadian Clock Mutant Mice.. Science.

[21] Rudic RD, McNamara P, Curtis A-M, Boston RC, Panda S (2004). BMAL1 and CLOCK, Two Essential Components of the Circadian Clock, Are Involved in Glucose Homeostasis.. PLoS Biol.

[22] Yang S, Liu A, Weidenhammer A, Cooksey RC, McClain D (2009). The Role of mPer2 Clock Gene in Glucocorticoid and Feeding Rhythms.. Endocrinology.

[23] Tobler I, Borbely A, Groos G (1983). The effect of sleep deprivation on sleep in rats with suprachiasmatic lesions.. Neurosci Lett.

[24] Hasan S, Dauvilliers Y, Mongrain V, Franken P, Tafti M (2012). Age-related changes in sleep in inbred mice are genotype dependent.. Neurobiol Aging 33: 195.

[25] Mrosovsky N (1999). Masking: History, Definitions, and Measurement.. Chronobiology International.

[26] Arble DM, Bass J, Laposky AD, Vitaterna MH, Turek FW (2009). Circadian timing of food intake contributes to weight gain.. Obesity (Silver Spring).

[27] Folkard S (2008). Do Permanent Night Workers Show Circadian Adjustment? A Review Based on the Endogenous Melatonin Rhythm.. Chronobiology International.

[28] Vollmers C, Gill S, DiTacchio L, Pulivarthy SR, Le HD (2009). Time of feeding and the intrinsic circadian clock drive rhythms in hepatic gene expression.. Proc Natl Acad Sci U S A.

[29] Yamanaka Y, Honma S, Honma K-I (2008). Scheduled exposures to a novel environment with a running-wheel differentially accelerate re-entrainment of mice peripheral clocks to new light–dark cycles.. Genes to Cells.

[30] Maret S, Dorsaz S, Gurcel L, Pradervand S, Petit B (2007). Homer1a is a core brain molecular correlate of sleep loss.. Proceedings of the National Academy of Sciences.

[31] Puigserver P, Rhee J, Donovan J, Walkey CJ, Yoon JC (2003). Insulin-regulated hepatic gluconeogenesis through FOXO1-PGC-1[alpha] interaction.. Nature.

[32] Haeusler RA, Kaestner KH, Accili D (2010). FoxOs Function Synergistically to Promote Glucose Production.. Journal of Biological Chemistry.

[33] Persson M, MÅRtensson J (2006). Situations influencing habits in diet and exercise among nurses working night shift.. Journal of Nursing Management.

[34] Wong H, Wong MCS, Wong SYS, Lee A (2010). The association between shift duty and abnormal eating behavior among nurses working in a major hospital: A cross-sectional study.. International Journal of Nursing Studies.

[35] Morikawa Y, Miura K, Sasaki S, Yoshita K, Yoneyama S (2008). Evaluation of the Effects of Shift Work on Nutrient Intake: A Cross-sectional Study.. Journal of Occupational Health.

[36] Di Lorenzo L, De Pergola G, Zocchetti C, L’Abbate N, Basso A (2003). Effect of shift work on body mass index: results of a study performed in 319 glucose-tolerant men working in a Southern Italian industry.. Int J Obes Relat Metab Disord.

[37] Spiegel K, Tasali E, Penev P, Van Cauter E (2004). Brief communication: Sleep curtailment in healthy young men is associated with decreased leptin levels, elevated ghrelin levels, and increased hunger and appetite.. Annals of Internal Medicine.

[38] Ando H, Kumazaki M, Motosugi Y, Ushijima K, Maekawa T (2011). Impairment of Peripheral Circadian Clocks Precedes Metabolic Abnormalities in ob/ob Mice.. Endocrinology.

[39] Gamble KL, Motsinger-Reif AA, Hida A, Borsetti HM, Servick SV (2011). Shift Work in Nurses: Contribution of Phenotypes and Genotypes to Adaptation.. PLoS ONE.

[40] Sookoian S, Gemma C, Fernández Gianotti T, Burgueño A, Alvarez A (2007). Effects of rotating shift work on biomarkers of metabolic syndrome and inflammation.. Journal of Internal Medicine.

[41] Gibbs M, Hampton S, Morgan L, Arendt J (2007). Predicting Circadian Response to Abrupt Phase Shift: 6-Sulphatoxymelatonin Rhythms in Rotating Shift Workers Offshore.. Journal of Biological Rhythms.

[42] Al-Naimi S, Hampton SM, Richard P, Tzung C, Morgan LM (2004). Postprandial Metabolic Profiles Following Meals and Snacks Eaten during Simulated Night and Day Shift Work.. Chronobiology International.

[43] Lund J, Arendt J, Hampton S, English J, Morgan L (2001). Postprandial hormone and metabolic responses amongst shift workers in Antarctica.. Journal of Endocrinology.

[44] Ribeiro D, Hampton S, Morgan L, Deacon S, Arendt J (1998). Altered postprandial hormone and metabolic responses in a simulated shift work environment.. Journal of Endocrinology.

[45] Roe JH, Dailey RE (1966). Determination of glycogen with the anthrone reagent.. Analytical Biochemistry.

[46] Oster H, Baeriswyl S, van der Horst GTJ, Albrecht U (2003). Loss of circadian rhythmicity in aging mPer1−/− mCry2−/− mutant mice.. Genes & Development.

[47] Oster H, Damerow S, Kiessling S, Jakubcakova V, Abraham D (2006). The circadian rhythm of glucocorticoids is regulated by a gating mechanism residing in the adrenal cortical clock.. Cell Metabolism.

[48] Yoo S, Yamazaki S, Lowrey P, Shimomura K, Ko C (2004). PERIOD2::LUCIFERASE real-time reporting of circadian dynamics reveals persistent circadian oscillations in mouse peripheral tissues.. Proc Natl Acad Sci USA.

[49] Li C, Wong WH (2001). Model-based analysis of oligonucleotide arrays: Expression index computation and outlier detection.. Proceedings of the National Academy of Sciences.

[50] Oster H, Damerow S, Hut RA, Eichele G (2006). Transcriptional Profiling in the Adrenal Gland Reveals Circadian Regulation of Hormone Biosynthesis Genes and Nucleosome Assembly Genes.. Journal of Biological Rhythms.

[51] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists.. Nucleic Acids Research.

[52] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources.. Nat Protocols.

[53] Gentleman R, Carey V, Bates D, Bolstad B, Dettling M (2004). Bioconductor: open software development for computational biology and bioinformatics.. Genome Biology.

[54] Hochberg Y, Benjamini Y (1990). More powerful procedures for multiple significance testing.. Statistics in Medicine.

# Supplementary material for: Circadian Desynchrony Promotes Metabolic Disruption in a Mouse Model of Shiftwork
**Source:** PLoS One. 2012 May 21;7(5):e37150. doi: 10.1371/journal.pone.0037150
**Supplement:** Table S1 — Full gene lists from Figure 3B , including Probe ID, Gene ID, and peak time in both control and TSR mice.

Supp Table 1 Complete list of genes in each category from Figure 3 for liver

Liver Class I			
Probe ID	Gene ID	Con Peak	TSR Peak
10344966	Ly96	1	1
10345183	Cdk10	13	13
10345492	Cnnm3	1	1
10345675	Npas2	1	1
10346298	Coq10b	13	13
10347748	Acs13	19	19
10348000	2810459M11Rik	7	7
10348078		13	13
10349081	Phlpp1	7	7
10349512	Ubxn4	1	1
10349932	Etnk2	13	13
10350535	Tpr	1	1
10352548	Slc30a10	1	1
10353450	Gm4956	19	19
10353450	Gm4956	19	19
10354258	Uxs1	19	19
10354258	Uxs1	19	19
10355514	Tns1	13	13
10355554	Aamp	13	13
10355730	1810031K17Rik	7	7
10356084	Irs1	1	1
10356172	5033414K04Rik	1	1
10356406	Ngef	13	13
10357280	Insig2	1	1
10358607	Hmcn1	19	19
10359190	Fam20b	13	13
10359428	Aph1a	13	13
10359525	Bat2d	1	1
10360391	Ifi203	1	1
10361760	Timm8a1	13	13
10361846	Reps1	7	7
10361926	Map3k5	13	13
10362314	Ptprk	1	1
10363241	Gcc2	7	7
10363372	Pla2g12b	1	1
10363512	Sar1a	13	13
10364518	Ptbp1	7	7
10365116	Dohh	13	13
10365344	Tcp11l2	7	7
10365769	Hal	1	1
10366707	Avpr1a	1	1
10366956	Stat6	7	7
10366983	Tmem194	7	7
10367337	Rnf41	13	13
10367728	Map3k7ip2	1	1
10367768		1	1
10368495		1	1
10368681	Rfpl4b	13	13
10368806	Smpd2	13	13
10369290	Ddit4	19	19
10369290	Ddit4	19	19
10369379	Slc29a3	1	1
10369413	Sgpl1	19	19
10369413	Sgpl1	19	19
10370446	Trappc10	13	13
10371400	Cry1	19	19
10371400	Cry1	19	19
10372844	Rassf3	7	7
10373101	Pip4k2c	7	7
10373197	Inhbc	19	19
10373452	Gm129	13	13
10373890	Tbc1d10a	7	7
10375125	Ssbp1	1	1
10375634	Mapk9	1	1
10376144	Fnip1	7	7
10376733	Map2k3	13	13
10377751	Asgr1	13	13
10377927	Rnf167	7	7
10378385	Spata22	1	1
10379204	Poldip2	13	13
10380560	Zfp652	1	1
10381419	Nbr1	7	7
10382425	Gprc5c	7	7
10383395	Slc25a10	13	13
10383671	Drg1	13	13
10383982	Znrf3	7	7
10384051	Gck	13	13
10384811	Ccdc104	19	19
10384811	Ccdc104	19	19
10385747	Phf15	13	13
10385814	Leap2	19	19

10385814	Leap2	19	19
10386219	Zfp39	7	7
10386230	Rnf187	13	13
10386427	Flcn	7	7
10386495		7	7
10386850	Ncor1	1	1
10386934	Wsb2	13	13
10387180	Ndel1	13	13
10387922	Slc25a11	13	13
10388880	Tmem97	13	13
10388938	Wsb1	1	1
10389561	Dhx40	7	7
10390227	Ube2z	7	7
10390574	Fbxl20	7	7
10390691	Nr1d1	7	7
10392484	Abca8b	1	1
10394209	Dnmt3a	7	7
10394448	Pum2	7	7
10394593	Fam49a	1	1
10394627		1	1
10395259	Nampt	13	13
10396270	Dact1	13	13
10398299	Al132487	7	7
10399478	Lpin1	13	13
10399680	Cys1	13	13
10399801	Sntg2	7	7
10399897	Hbp1	7	7
10401805	Snw1	13	13
10402665	Cdc42bpb	19	19
10402766	Akt1	13	13
10404132	Cmah	1	1
10405781		13	13
10405894	Ptdss1	13	13
10407307	Mocs2	19	19
10407307	Mocs2	19	19
10409276		19	19
10409276		19	19
10410287	Zfp458	1	1
10410302	E130120F12Rik	1	1
10412100	Map3k1	1	1
10412298	Itga1	1	1
10413100	Myst4	1	1
10413640	Nek4	1	1
10414211	Mbl1	1	1
10414269		13	13
10415319	Irf9	7	7
10415574		1	1
10415725	Spata13	7	7
10416464	Zc3h13	1	1
10417167	Clybl	13	13
10417544	Acx2	1	1
10417734	Nr1d2	7	7
10417869	Anxa7	13	13
10419216	Gnprnat1	7	7
10419240	Ddhd1	1	1
10419288	Gch1	7	7
10419854	Slc7a8	1	1
10420114	Tgm1	13	13
10421197	Chmp7	7	7
10421697	9030625A04Rik	19	19
10423134	Zfr	1	1
10424833	Maf1	7	7
10425302	Gtpbp1	7	7
10425601	Tef	13	13
10427095	Tenc1	7	7
10427744	Rai14	1	1
10428998	Asap1	1	1
10429160	St3gal1	1	1
10430748	Rangap1	13	13
10431558	Odf3b	7	7
10431601	Arsa	7	7
10433057	Calcoco1	7	7
10434094	Klhl22	1	1
10434758	St6gal1	7	7
10435162	Lrch3	1	1
10436804	Mrap	19	19
10436804	Mrap	19	19
10436865	Ifngr2	7	7
10437451		7	7
10437992	Dnm1l	1	1
10438769	Cldn1	1	1
10439411	Nr1i2	13	13
10439854	Bbx	1	1
10440238	Nsun3	1	1

10443940	Zfp422-rs1	1	1
10444578		13	13
10444978	Gnal1	13	13
10445442	Gtpbp2	7	7
10445496	Yipf3	7	7
10446063	Tnfaip8l1	7	7
10446986	Crim1	13	13
10447361	Ttc7	13	13
10448195	3110048L19Rik	1	1
10448676	Slc9a3r2	13	13
10449386	D17Wsu92e	13	13
10449452	Fkbp5	13	13
10449999	Zfp101	1	1
10450369	Hspa1a	13	13
10450622	2610110G12Rik	1	1
10451421	Klhdc3	7	7
10451893	Stap2	13	13
10451918		13	13
10453276	Thada	1	1
10453747	Colec12	19	19
10454063	Rsl24d1	13	13
10454414	Pik3c3	7	7
10454741	Kdm3b	1	1
10455961	Ilgp1	7	7
10456254	Nedd4l	1	1
10457508	Npc1	7	7
10457583		13	13
10457745	D030074E01Rik	1	1
10458164	Cdc23	1	1
10458731	Mcc	1	1
10458913	Cep120	7	7
10459772	Lipg	13	13
10460057		7	7
10460108	Gnpnat1	7	7
10460157	Cpt1a	7	7
10460221	Chka	1	1
10460732	Znhit2	13	13
10461808	Olf1474	13	13
10462091	Klf9	7	7
10464425	Grk5	1	1
10465209	Mtvr2	13	13
10465215	Mtvr2	13	13
10465485	Esr1a	13	13
10466304	Dtx4	1	1
10466745	Tjp2	1	1
10467153	Slc16a12	13	13
10467206	Ppp1r3c	1	1
10468762	4930506M07Rik	1	1
10468828	Eif3a	1	1
10470109	Fbxw5	1	1
10470427	Wdr5	13	13
10471912	Kynu	1	1
10471978	Epc2	7	7
10472097	Fmnl2	1	1
10473432	Tnks1bp1	13	13
10473919		19	19
10473919		19	19
10476033	Stk35	13	13
10478219	Plcg1	13	13
10481401	Zer1	7	7
10483163	Grb14	7	7
10483410	Abcb11	1	1
10483667	Cir1	7	7
10484389	Tfpi	1	1
10485466	Cat	1	1
10485514	Caprin1	1	1
10486029	Atpbd4	1	1
10486203	Ino80	7	7
10486819	Catsper2	1	1
10488797	Pxmp4	1	1
10489246	Mafb	13	13
10489484	Sdc4	7	7
10490777	Zfhx4	19	19
10490777	Zfhx4	19	19
10490826	Zbtb10	7	7
10491106	Pld1	1	1
10491564	4932438A13Rik	1	1
10491599	4932438A13Rik	1	1
10491605	4932438A13Rik	1	1
10491607	4932438A13Rik	1	1
10491611	4932438A13Rik	1	1
10491613	4932438A13Rik	1	1
10491621	4932438A13Rik	1	1
10491623	4932438A13Rik	1	1

10491625	4932438A13Rik	1	1
10491627	4932438A13Rik	1	1
10491629	4932438A13Rik	1	1
10492049	Fam48a	1	1
10492330	P2ry1	13	13
10492689	Pdgfc	1	1
10494001	Tdpoz4	13	13
10494312	Aph1a	13	13
10494832	Sike1	1	1
10495163	Tmem77	1	1
10495685	Arhgap29	1	1
10495873		13	13
10496023	Casp6	7	7
10496159	Ints12	1	1
10496324	Slc39a8	1	1
10498185	Tra2b	1	1
10498623	Kpna4	1	1
10499108	Glit28d2	1	1
10500272	Gm129	13	13
10500545	Hsd3b5	7	7
10500720	Slc22a15	19	19
10500720	Slc22a15	19	19
10501734	Palmd	7	7
10502224	Sgms2	7	7
10502284	Tet2	1	1
10503584	Coq3	7	7
10503711	Casp8ap2	1	1
10504582	1300002K09Rik	1	1
10505270	Slc31a2	1	1
10505461	Atp6v1g1	19	19
10506188	Pgm2	13	13
10506298	Leprot	7	7
10506470	1700024P16Rik	19	19
10506470	1700024P16Rik	19	19
10508454	Bsdc1	7	7
10508619	Pum1	7	7
10510270		1	1
10511665	Necab1	7	7
10512640	Gne	13	13
10512766	Trim14	1	1
10514298	Mrpl48	13	13
10515156	Minpp1	13	13
10516064	Mfsd2	13	13
10517328	Tmem50a	13	13
10517345	Srrm1	1	1
10517727	Klhdc7a	7	7
10518069	Efh2	13	13
10518428	Clcn6	19	19
10518428	Clcn6	19	19
10519659	Anapc5	13	13
10519691	Anapc5	13	13
10520048	Mli5	1	1
10521174	Rnf4	7	7
10521702	4930431F12Rik	19	19
10521702	4930431F12Rik	19	19
10522802	Ythdc1	1	1
10524034	Idua	1	1
10524941	Fbxo21	7	7
10525086	Slc24a6	7	7
10525296	Brap	7	7
10525893	Aacs	13	13
10526356	Rhbdd2	13	13
10526363	Por	13	13
10526842	Zfp157	19	19
10526842	Zfp157	19	19
10527133	Wipi2	13	13
10527475	Zfp655	7	7
10527528	Smarce1	1	1
10528723	Mli3	1	1
10529758	Bod1l	1	1
10530733	Clock	1	1
10531323	G3bp2	1	1
10531529	Cnot6l	7	7
10531707	Lin54	7	7
10532133	Evi5	1	1
10532944	Mlec	1	1
10533285	Ptpn11	13	13
10535866	Ubl3	13	13
10537292	1810058I24Rik	13	13
10539111	Tmem150	19	19
10539111	Tmem150	19	19
10539486	Zfml	1	1
10539653	Tprkb	7	7
10540248	Mitf	1	1

10540812	Tatdn2	13	13
10541307	Usp18	7	7
10541446	Cpamd8	19	19
10541446	Cpamd8	19	19
10541545	Necap1	7	7
10541711	Phb2	13	13
10542112	Clec2h	7	7
10542200	Gabarapl1	7	7
10542477	Pik3c2g	19	19
10542477	Pik3c2g	19	19
10542522	Plekha5	1	1
10543879	Wdr91	1	1
10544089	Zc3hav1	7	7
10545065	Gprin3	7	7
10545308	Kdm3a	7	7
10545697	Dguok	7	7
10546450	Adamts9	1	1
10547521	Atp6v1e1	13	13
10548735	Dusp16	1	1
10551162	Atp5sl	13	13
10551173	Exosc5	13	13
10551226	Cyp2a4	13	13
10551250		19	19
10551250		19	19
10551282		13	13
10553092	Dbp	7	7
10554569	Fam103a1	13	13
10554714	Olfr291	13	13
10556169	Eif3f	13	13
10556463	Arntl	1	1
10558707	Ric8	13	13
10558723	Psmc13	13	13
10558921	Pnpla2	7	7
10558961	Tspan4	13	13
10560015	Rnf141	1	1
10560709	Pvr	7	7
10561008	Ceacam1	1	1
10561063	Bckdha	13	13
10562911	Tbc1d17	7	7
10563130	Aldh16a1	7	7
10564343	Tjp1	7	7
10564736	Polg	7	7
10565156	Homer2	13	13
10565341	Gm6155	13	13
10565775	Dgat2	13	13
10565846	Spcs2	1	1
10566926	Rnf141	1	1
10567335	Gde1	13	13
10568050	Aldoa	13	13
10568115	Mvp	13	13
10568436		7	7
10568785	Bnip3	13	13
10569646	Ccnd1	13	13
10569786	Pnpla6	19	19
10569786	Pnpla6	19	19
10569953	Snape2	7	7
10570982	Fgfr1	13	13
10571444	Slc7a2	7	7
10571530		1	1
10571567	Sorbs2	1	1
10572130	Lpl	1	1
10573483	Prdx2	13	13
10574404	Setd6	13	13
10575029	6030452D12Rik	1	1
10575867	Mlycd	7	7
10576152	Trappc2l	13	13
10576258	Cdk10	13	13
10576610	Pard3	7	7
10576719		1	1
10577604	Agpat6	13	13
10579181	Rfxank	1	1
10580056	Lphn1	19	19
10580056	Lphn1	19	19
10580807	Kifc3	19	19
10580875	Gtl3	7	7
10581340	Ranbp10	7	7
10581560	Psmc7	1	1
10581625	2400003C14Rik	13	13
10582069	Sdr42e1	7	7
10582231	Fbxo31	13	13
10583573	Atg4d	13	13
10584634	Usp2	13	13
10584758		13	13
10584803	1500035H01Rik	7	7

10585417	Idh3a	13	13
10585467	C630028N24Rik	7	7
10586074		19	19
10586074		19	19
10586368	Clpx	1	1
10586724	Narg2	1	1
10587042	Rs124d1	13	13
10588243	Ryk	13	13
10588429	Pik3r4	7	7
10588691	Hyal1	1	1
10589087	Prkar2a	19	19
10589087	Prkar2a	19	19
10590438	C730027P07Rik	1	1
10590635	Ccr5	1	1
10591263	Fbxl12	1	1
10591668	Rgl3	1	1
10592237	Ei24	1	1
10592289	Ccdc15	19	19
10592289	Ccdc15	19	19
10593966	Csk	7	7
10596318	Nudt16	7	7
10597531	Rbms3	1	1
10597758	Csrnp1	13	13
10598013	Ccr5	1	1
10598456	Otud5	7	7
10598586	Xk	1	1
10598798	Kdm6a	1	1
10599032	Wdr44	1	1
10599192	Lonrf3	19	19
10599192	Lonrf3	19	19
10601099	Med12	1	1
10601192	Taf1	1	1
10601303		1	1
10601588	3110007F17Rik	7	7
10601819	Armcx5	1	1
10602454	Fam120c	1	1
10602827	A830080D01Rik	1	1
10607774	Mospd2	1	1
Liver Class II			
Probe ID	Gene ID	Con Peak	TSR Peak
10344713		19	13
10345206		19	13
10346303	Hspe1	19	13
10347564	Dnajb2	1	7
10348321	Dgkd	7	13
10349316	Tmem185b	13	7
10349752	Elk4	7	1
10350349	Dennd1b	7	1
10350792	Tor1aip1	1	7
10351224	F5	13	1
10351269	4930455F23Rik	1	7
10351852	Crp	19	1
10352119	Pppde1	19	1
10352125	Gm9982	19	1
10352867	Plxna2	1	19
10353181	Lactb2	1	7
10353346	Pkhd1	7	1
10353849	4632411B12Rik	7	13
10355532	Tns1	19	13
10355567	Tmbim1	7	13
10356001	Cul3	7	1
10356593	Hes6	13	19
10356601	Per2	13	19
10356859	Dtymk	19	1
10357239	Tmem37	13	19
10357454	Dars	7	1
10357579	Mapkapk2	1	13
10357630	Srgap2	7	19
10358454	Rbm3	13	1
10359571	Fmo1	13	19
10360415	Grem2	13	7
10360589	Ahctf1	19	1
10361104	Ppp2r5a	7	19
10361869	Nhs1	1	7
10361979	Bclaf1	7	1
10362052	Aldh8a1	7	19
10362171	Stx7	19	1
10362210	Med23	7	1
10362379	Echdc1	19	1
10362803	Cd164	7	1
10363281	Ranbp2	13	1
10363522	Tysnd1	19	13
10363706	Jmjd1c	1	19

10364049		7	19
10364683	Stk11	7	13
10365302	A230046K03Rik	19	1
10365545	Pah	19	13
10365658	Uhrf1bp1l	13	1
10365974	Dcn	1	19
10366238	Ppp1r12a	7	1
10367224	Stat2	1	19
10367600	Esr1	13	19
10367816		19	1
10368289	Enpp1	13	19
10368317	Enpp3	7	1
10368700	BC021785	19	1
10368888	Foxo3	13	7
10369909		1	19
10370376	Pfkl	19	13
10370931	Mknk2	13	7
10371356	Appl2	7	1
10371506	Stab2	1	19
10371830	Actr6	7	1
10371970	Amdhd1	1	7
10372177	Tmtc2	7	13
10372457	Tbc1d15	7	1
10372503	Lgr5	7	1
10372618	Frs2	7	1
10372656	Cpsf6	7	1
10372988	Slc16a7	13	19
10373223	Lrp1	7	13
10374455	Spred2	1	7
10374590	Xpo1	19	1
10375002	Cpeb4	7	1
10375529	Zfp62	19	1
10375820	Clk4	7	1
10376163	Rapgef6	7	1
10378914	Myo18a	13	7
10379262	Nf1	7	1
10379445	Zfp207	7	1
10379779	Ddx52	7	1
10380534	Spop	19	1
10380840	Crkrs	7	1
10381172	Stat5a	1	19
10382152	Helz	7	1
10382271	Arsg	7	1
10383758	Tug1	7	1
10384572	1110067D22Rik	1	19
10385325	Pttg1	7	13
10385353	Adra1b	1	19
10385822	Gm10447	19	1
10386473	Srebfl	13	19
10386624	Tmem11	7	13
10387557		19	13
10388377	Srr	19	1
10388451	Wdr81	1	7
10389797	Stxbp4	19	1
10390454	E130012A19Rik	19	13
10391286	Stat5b	1	7
10391828	C1ql1	19	13
10392318	Bptf	7	1
10392440	Slc16a6	19	1
10392601	Abca6	7	1
10392856	Nat9	19	13
10392894	Fads6	7	13
10393431	Tk1	13	19
10393904	Notum	7	13
10394173	Axl2	7	1
10394288	Itsn2	7	1
10394783	1700030C10Rik	19	1
10394786	1700030C10Rik	19	1
10396346	1810048J11Rik	7	19
10396740	Gphn	7	1
10396950		19	13
10397085	Rbm25	13	19
10397518	Ahsa1	19	13
10398288	Yy1	7	13
10398578	Tecpr2	19	1
10398881	Gm5188	19	13
10399265	Ncoa1	7	1
10399354		19	1
10400006	Ahr	7	1
10400718	Sos2	7	1
10401289	Slc10a1	7	1
10401616	Mlh3	19	1
10402211	Fbln5	1	7
10402368	Serpina6	13	19

10402473	Clmn	13	7
10402542	Atg2b	7	1
10403558	Ero1lb	19	1
10403955	Hist1h2ao	1	13
10404045	Hist1h2ad	1	13
10404178	BC005537	19	13
10404612	Rreb1	7	1
10405911	Zfp759	19	1
10406482	Ccnh	19	1
10406614	Mtx3	7	1
10406681	Ap3b1	7	1
10406718	Wdr41	7	1
10407370	4833420G17Rik	7	1
10407993	Fusip1	19	1
10408111	Hist1h2ao	19	13
10408162	Zfp322a	19	1
10408251	Slc17a4	1	7
10408348	Mrs2	7	19
10408629	1300014I06Rik	1	19
10408656	Peci	7	13
10408915	Dtnbp1	7	13
10409204	Gm10784	19	13
10410273	Zfp708	19	1
10410364	6720487G11Rik	7	1
10410386	E430024C06Rik	19	1
10410388	E430024C06Rik	19	1
10410617	Pdcd6	7	13
10410644	Zfp72	19	1
10411899	2410002O22Rik	19	1
10412607	Abhd6	13	19
10413981	Gm626	19	13
10414449	Mudeng	7	1
10415052	Mmp14	1	19
10415911	Kif13b	19	1
10417124	B930095G15Rik	7	1
10418251	Appl1	19	1
10419223	Fermt2	1	19
10420390	Xpo4	13	1
10420497	Gm6907	13	1
10421672	1200011I18Rik	7	1
10422194	Rbm26	7	1
10423740		7	13
10423921	Oxr1	7	1
10424113	Mal2	19	1
10424467	Phf20l1	13	1
10424929	Adck5	1	7
10425207	H1f0	1	7
10426169	1300018J18Rik	7	13
10426921	Dazap2	7	1
10427235	Prr13	19	7
10427454	Card6	1	7
10427772	Tars	19	1
10428103	Stk3	7	1
10428619	Enpp2	13	19
10430649	Cbx7	7	13
10431856	Sfrs2ip	7	1
10433114	Itga5	1	19
10433311	Mgrn1	7	13
10433633	Mkl2	19	1
10433660	Bfar	7	1
10433910	Top3b	1	19
10434668	Tmem97	13	19
10435489	Ccdc58	7	1
10436209	Cblb	7	1
10436678	Gabpa	7	1
10436873	Son	7	1
10437224	Mx2	7	1
10437236	B230307C23Rik	19	1
10437330	Crebbp	1	7
10437664	Dexi	1	19
10437778	Parn	7	1
10438340	Comt1	1	7
10439762	Ahcy	19	13
10440770	Sfrs15	7	1
10441787		7	1
10442224	BC049807	19	1
10442341	Srrm2	7	1
10442625	Igfals	19	13
10443786	Pde9a	1	19
10444244	Tap1	1	7
10445607	Pex6	7	13
10448424	Pdpk1	7	1
10448506		19	1
10449225	Decr2	7	13

10449327	Lemd2	7	13
10449926	Zfp799	19	1
10450206	Rnf5	19	13
10450605	Tubb5	1	7
10453026	Prkd3	7	1
10453461	Fbxo11	7	1
10453544	Mettl4	1	7
10453636	Svil	1	19
10453759	Gm10554	19	1
10454105	Dsg1c	13	19
10454398	AW554918	7	1
10454447	Sap130	7	1
10454546	Map3k2	7	1
10454782	Egr1	1	7
10455588		19	13
10455852	Prrc1	1	7
10456296	Malt1	7	19
10457465	Esco1	7	1
10457780	Fam59a	13	7
10458098	Fam13b	19	1
10458843	Sema6a	1	19
10460544	Yif1a	13	7
10460591	Fibp	7	13
10461568	Prpf19	7	13
10461844	Gnaq	7	1
10461979	Aldh1a1	19	1
10462504	Minpp1	7	13
10463121	Zfp518	19	1
10463209	4933411K16Rik	7	19
10463224	Marveld1	13	19
10464070	Vti1a	7	19
10464084	Tcf7l2	7	1
10464415	Fam45a	19	1
10464560	Aldh3b1	19	13
10464572	Ndufv1	19	13
10465314	Capn1	13	7
10465474	Prdx5	19	13
10466288	Olf1428	19	13
10466976	Gldc	19	1
10467368	Ctdspl2	7	1
10468253	Nt5c2	13	19
10468311	Sh3pxd2a	7	1
10468885	Zfp826	19	1
10468949	Dclre1c	7	1
10469335	Stam	7	1
10469425	Arl5b	13	1
10469475	Mllt10	7	1
10469772		7	1
10469867	Pnpla7	1	7
10471256	Nup214	7	1
10472162	Gpd2	7	1
10472538	Dhrs9	1	7
10473473	Olf1022	19	13
10473582	Olf1161	1	13
10473690	Fnbp4	7	1
10473981	Ambra1	7	1
10474006	Phf21a	1	19
10475335	Pdia3	19	1
10475405	Eif3j	19	1
10476314	Prnp	19	13
10476349	1110034G24Rik	13	7
10476834	Xrn2	7	1
10477649	Acss2	1	19
10477815	Phf20	19	13
10478447	Stk4	1	7
10478938	Hax1	19	7
10479047	Pck1	13	7
10479182		19	1
10479189	Gm14434	19	1
10479192		19	1
10479195		19	1
10479198	Gm14434	19	1
10479902	Dhtkd1	7	19
10480258	Nsun6	7	1
10480329	Dnajc1	19	1
10480725	BC029214	1	19
10481525	Tor1a	7	13
10482330	Atp6v1g1	19	13
10482448	Zeb2	1	19
10482868	Wdsub1	7	13
10482880	Baz2b	7	1
10483819	Ttc30b	1	7
10483822	Ttc30a2	1	7
10484402	Ctnnd1	7	1

10485357		19	13
10485656	Elp4	19	1
10487011	Gatm	1	19
10487277	Trpm7	7	1
10487945	Prei4	13	7
10488322	A230067G21Rik	7	1
10488469	Btbd1	19	1
10488816	Ahcy	19	13
10490259	Gm14434	19	1
10490262	Gm14434	19	1
10490265	Gm14391	19	1
10490268	Gm14434	19	1
10490273	100043387,00000000	19	1
10490291	Gm14434	19	1
10490690	Uckl1	7	1
10491597	4932438A13Rik	1	19
10491601	4932438A13Rik	19	1
10491603	4932438A13Rik	19	1
10491609	4932438A13Rik	19	1
10491615	4932438A13Rik	19	1
10491617	4932438A13Rik	19	1
10491619	4932438A13Rik	19	1
10492709	Accn5	19	13
10493292	2810403A07Rik	7	1
10493798	S100a16	19	13
10494536	Pdzk1	19	13
10496727	Ddah1	1	7
10498319	Serp1	19	1
10498477	E130311K13Rik	1	7
10499045	Trim2	1	19
10499128	Rnu73a	7	19
10499716	Ubap2l	7	1
10500610	Fam46c	13	7
10501567	Rnpc3	7	1
10501586	S1pr1	1	19
10501699	Agl	7	19
10501778	Ptbp2	7	1
10501795	Rwdd3	1	19
10503036	Sfrs11	7	1
10503359	C430048L16Rik	19	1
10503363	Rbm12b	19	1
10503926	Rars2	7	1
10504127	Ccl21a	19	7
10504154	Ccl21a	19	7
10504183	Ccl21a	19	7
10504755		19	13
10505008	Slc44a1	1	19
10505028	Slc44a1	19	1
10505044	Fktn	19	1
10508392	Rnf19b	13	7
10509063	Il22ra1	7	19
10509441	Ece1	7	19
10509601	Tmco4	7	13
10510129	Dhrs3	1	7
10510172	LOC100041490	1	7
10510256	2510039O18Rik	7	13
10510624	Klhl21	7	13
10511935	Pnrc1	1	19
10512308	Sigmar1	1	19
10512377	Ccl21a	19	7
10512886	Acnat2	1	19
10512892	Acnat1	19	1
10513362	Gm12528	13	19
10513551	Fkbp15	7	1
10513884	Tle1	7	1
10514791	Pcsk9	13	19
10516296	Thrap3	7	1
10516994	Fam76a	13	7
10517421	Pnrc2	19	1
10517689	Pqlc2	7	1
10518350		1	7
10518352		1	7
10518743	H6pd	1	7
10519324	Cdk6	7	1
10519951	Pion	7	1
10520010	Pmpcb	19	13
10520483	D5Wsu178e	19	1
10521057	Maea	1	13
10521068	4933407H18Rik	7	1
10521222	Add1	1	7
10522160	N4bp2	13	7
10523021	Slc4a4	7	1
10523579	Arhgap24	19	1
10524079		19	1

10524082	2310001H12Rik	19	1
10524369	Hps4	1	7
10525111	Ddx54	7	13
10525718		19	13
10526482	Polr2j	7	13
10527327	Bri3	13	7
10527575	Pan3	7	1
10528457	Orc5l	7	1
10529093	Gtf3c2	7	1
10529226	Rbks	13	19
10530225	Pds5a	7	1
10530492	Nfxl1	13	1
10531066	Ugt2a3	19	1
10531183	Adamts3	19	13
10531215	Ankrd17	7	1
10532301		19	1
10532305	4930522L14Rik	19	1
10532310	4930522L14Rik	19	1
10532582	Myo18b	19	13
10534842	Gnb2	7	13
10535739	Usp12	19	13
10535759	Ln timer	1	19
10535894	Hmgb1	7	1
10535956	Stard13	1	19
10536635	A430107O13Rik	7	1
10536818	Calu	19	1
10537102	Exoc4	7	1
10537375	Ubn2	7	1
10538253	Mpp6	19	1
10538269		19	1
10538459	Aqp1	7	13
10538526	Avl9	1	7
10539104	0610030E20Rik	1	7
10539606	Cct7	19	13
10539894	Mgll	13	19
10540493	Edem1	19	1
10540554	Setd5	7	1
10540727	Crel d1	19	7
10541216	Kdm5a	7	1
10541441	Gm10319	1	19
10542172	Clec1b	7	1
10542378	Atf7ip	1	7
10542615	Slco1b2	7	1
10542885	2810474O19Rik	7	1
10542959	Bet1	19	1
10543017	Pdk4	1	19
10543551	Rbm28	19	1
10543785	AB041803	7	1
10544885	Fkbp14	19	1
10545409	Vamp8	7	13
10547404	Erc1	19	7
10547410	Erc1	19	1
10548030	Cd9	1	7
10548697		19	13
10548996	Slco1a4	7	1
10549256	Kras	19	1
10550003	Zfp606	19	1
10551752	4932431P20Rik	19	13
10552353		19	1
10552418	Etfb	19	13
10553354	Nav2	7	19
10555087		7	19
10555758	Olfr582	19	13
10555875	Olfr653	19	13
10556113	Rbm3	13	1
10556242		13	1
10556381		1	19
10556487	A630005I04Rik	1	19
10556528	Pde3b	19	1
10556701	Acsm5	7	19
10557206	Rbbp6	7	1
10557211	Rbbp6	7	1
10557233	Tnrc6a	7	1
10557831	Myst1	19	13
10559333	Shank2	1	19
10559341	Shank2	1	19
10560131	2810007J24Rik	7	1
10560181	Gltscr2	7	13
10560532	Lrrc68	13	7
10562605	AI987944	7	1
10563770	Csrp3	7	13
10563895		19	7
10564451	Mef2a	7	1
10564467	Lrrc28	13	19

10565178	Btbd1	19	1
10565479	I7Rn6	19	7
10565609	Thrsp	13	19
10565738	2210018M11Rik	7	1
10566132	Rhog	1	7
10567743	Nsmce1	1	13
10569024	Sigirr	19	13
10569848	Stxbp2	7	13
10570291	F10	19	13
10571266	Ppp2cb	7	13
10572146	Atp6v1b2	1	7
10572733	BC049349	7	1
10573867	Rbl2	7	1
10575153	Cyb5b	19	1
10575873	Osgin1	1	7
10576598	1810063B05Rik	13	19
10578264	Msr1	1	19
10578955		7	19
10579799	Tmem184c	19	1
10580771	Ciapi1	13	19
10580955		1	19
10582006	LOC100048095	19	13
10582474	Chmp1a	7	13
10582882		19	13
10582888		19	13
10582916		19	13
10583242	Sesn3	1	7
10583314	Taf1d	7	1
10583485	A230050P20Rik	1	19
10585358	Npat	7	1
10585572	Hmg20a	7	1
10585874	Hexa	7	13
10586920	Rfx7	1	19
10587266	Gclc	1	19
10587558	Dopey1	7	1
10587639	Nt5e	1	19
10587854	Slc9a9	1	19
10588154	Stag1	7	1
10588192	Msl2	7	1
10588223	Anapc13	1	13
10590563	Lars2	1	13
10590860	9030420J04Rik	19	1
10591035	5830418K08Rik	7	1
10591816	Dpy19l1	19	1
10593526	Atm	7	1
10594460	Dis3l	1	13
10594549	Gm10144	7	19
10595126	Fbxo9	7	1
10598389	Wdr45	7	13
10598626	Tspan7	1	13
10598837		7	19
10598956	Araf	7	19
10599369	Xiap	19	1
10599554	RbmX2	19	13
10599826	F9	19	1
10600688	Map3k7ip3	7	1
10601312	Gm10454	19	1
10601616	Diap2	7	1
10602223	Alg13	7	1
10602501	Huwe1	7	1
10602772	Rps6ka3	7	1
10602964		7	19
10603469	Rbm3	13	1
10603708	Cask	19	1
10604424	Zfp280c	7	1
10604799	Atp11c	7	1
10605090	Idh3g	7	13
10606301	Magt1	19	1
10607002	Gm7091	19	13
10607560		19	13
10607862		19	13
10607950		1	19
Liver Class III			
Probe ID	Gene ID	Con Peak	TSR Peak
10344618		19	N/A
10344637	Atp6v1h	7	N/A
10344723	Rrs1	19	N/A
10344741		19	N/A
10344950	LOC675046	19	N/A
10344960	Tmem70	19	N/A
10345065	Gsta3	19	N/A
10345203	Paox	1	N/A
10345357	Imp4	7	N/A

10345368	D1Ert448e	19	N/A
10345438		19	N/A
10345442	Hs6st1	13	N/A
10345482	Cnnm4	1	N/A
10345626	Eif5b	1	N/A
10345706	D1Bwg0212e	1	N/A
10345904	Al597479	19	N/A
10346191	Stat1	7	N/A
10346651	Bmpr2	1	N/A
10346747	Cyp20a1	1	N/A
10346762		19	N/A
10346780		13	N/A
10346838	Pard3b	1	N/A
10346941		7	N/A
10347033	Crygf	19	N/A
10347117	Cps1	19	N/A
10347254	Smarcal1	1	N/A
10347310	Pnkd	1	N/A
10347335	Slc11a1	19	N/A
10347774	Mrpl44	1	N/A
10347796	Rhbdd1	1	N/A
10347862	Mff	7	N/A
10347948	Sp100	1	N/A
10347980	Itm2c	1	N/A
10348076	Gm10200	1	N/A
10348087	Cops7b	7	N/A
10348096	Dis3l2	7	N/A
10348234	Neu2	19	N/A
10348277	Atg16l1	7	N/A
10348299	5830472F04Rik	19	N/A
10348653	Gpc1	13	N/A
10348702	Agxt	1	N/A
10348932	Zh2c2	13	N/A
10349206		19	N/A
10349431	Acmsd	1	N/A
10349453	Rab3gap1	7	N/A
10349559	Yod1	13	N/A
10349562	AA986860	13	N/A
10349569		13	N/A
10349580	Pigr	1	N/A
10349610	Lgtn	13	N/A
10349711	Slc41a1	7	N/A
10349724	Rab7l1	19	N/A
10349733	Nucks1	19	N/A
10349744	Slc45a3	19	N/A
10349782	Nuak2	13	N/A
10349793	Dsty	19	N/A
10349876	Plekha6	7	N/A
10350003	Cyb5r1	7	N/A
10350099	Ptpv	19	N/A
10350113	Arl8a	13	N/A
10350188	Tmem9	13	N/A
10350331	Zfp281	13	N/A
10350489	Uchl5	19	N/A
10350594	Ivns1abp	13	N/A
10350733	Rgs16	7	N/A
10350766	Stx6	1	N/A
10350977	4930523C07Rik	7	N/A
10351047	Cenpl	7	N/A
10351163	Scyl3	7	N/A
10351259	Slc19a2	1	N/A
10351277	Nme7	7	N/A
10351345		19	N/A
10351347	Creg1	7	N/A
10351636	Refbp2	19	N/A
10351738	Pex19	7	N/A
10352234	Itpkb	1	N/A
10352242	Parp1	19	N/A
10352306	Pycr2	19	N/A
10352448	Dusp10	1	N/A
10352576	Esrrg	19	N/A
10352767	Nek2	1	N/A
10352827	A130010J15Rik	1	N/A
10352954		7	N/A
10353036	Gm10567	19	N/A
10353135	Ncoa2	7	N/A
10353167	Tram1	19	N/A
10353189	Gm5523	19	N/A
10353272	Stau2	7	N/A
10353296		19	N/A
10353309	Jph1	13	N/A
10353311	Jph1	13	N/A
10353438	Tram2	7	N/A
10353624	ND4L	19	N/A

10353626	ATP6	19	N/A
10353630	COX2	19	N/A
10353707	Ptp4a1	13	N/A
10353794	Fam168b	7	N/A
10353878	Ankrd23	19	N/A
10354085	Eif5b	7	N/A
10354168	Tbc1d8	13	N/A
10354233	Tgfbra1	13	N/A
10354273		13	N/A
10354389	Slc39a10	1	N/A
10354404	Dnajb6	13	N/A
10354411		13	N/A
10354418		13	N/A
10354468		19	N/A
10354494	Nab1	7	N/A
10354647	Pgap1	7	N/A
10354649	Pgap1	7	N/A
10354868	Fam126b	7	N/A
10354897	Trak2	13	N/A
10354919	4930408G06Rik	19	N/A
10354979	Als2	19	N/A
10355037	Wdr12	19	N/A
10355050	Raph1	1	N/A
10355069	Ino80d	1	N/A
10355084	Ndufs1	19	N/A
10355214	Idh1	19	N/A
10355246	Acadl	13	N/A
10355278	ErbB4	13	N/A
10355536	Tns1	13	N/A
10355658	Fev	19	N/A
10355706	Ihh	13	N/A
10355806	Tuba4a	1	N/A
10355984	Serpine2	19	N/A
10356262	Gm7582	7	N/A
10356312	Ncl	13	N/A
10356351		13	N/A
10356568	Rab17	7	N/A
10356936	Hisppd1	19	N/A
10356999	Prdx2	19	N/A
10357003	Rnf152	7	N/A
10357051	Kdsr	7	N/A
10357064	Vps4b	1	N/A
10357158	Ralb	1	N/A
10357191	Ptpn4	7	N/A
10357220	Tmem177	1	N/A
10357249	Steap3	1	N/A
10357488	Cd55	1	N/A
10357535	Pfkfb2	13	N/A
10357676	Pctk3	13	N/A
10357870	Prep	1	N/A
10357878	Adora1	7	N/A
10357948	Ppp1r12b	7	N/A
10358050	Timm17a	13	N/A
10358057	Shisa4	19	N/A
10358191	Camsap1l1	13	N/A
10358210	Nr5a2	7	N/A
10358259	Nek7	7	N/A
10358523	Hmcn1	19	N/A
10358567	Hmcn1	1	N/A
10358583	Hmcn1	1	N/A
10358599	Hmcn1	19	N/A
10358615	Hmcn1	19	N/A
10358726	Tsen15	19	N/A
10358733	Rgl1	1	N/A
10358754	Gm7278	19	N/A
10358849	Dhx9	13	N/A
10358894	Sord	19	N/A
10358999	Xpr1	7	N/A
10359506	Mettl13	13	N/A
10359582	Fmo2	13	N/A
10359677	Blzf1	13	N/A
10359689	Atp1b1	13	N/A
10359734	Dcaf6	7	N/A
10359859		19	N/A
10359861	Mgst3	19	N/A
10359929	Ddr2	1	N/A
10360003	Dusp12	19	N/A
10360026	Uqcrb	19	N/A
10360053	Pcp4l1	19	N/A
10360105	Usp21	1	N/A
10360382	Ifi204	1	N/A
10360540	4930527J03Rik	19	N/A
10360631	Cabc1	1	N/A
10360648	Psen2	19	N/A

10360806	Capn2	19	N/A
10361152	Gstp1	7	N/A
10361156	Rcor3	7	N/A
10361246	G0s2	13	N/A
10361323	Cnksr3	1	N/A
10361660	Lats1	7	N/A
10361680	BC013529	13	N/A
10361828	Cited2	1	N/A
10361882	Nhsl1	19	N/A
10361897	Ifngr1	1	N/A
10361956	Mtap7	1	N/A
10362138	Vnn1	7	N/A
10362294	Arhgap18	1	N/A
10362389		19	N/A
10362420	Trdn	19	N/A
10362615	Traf3ip2	1	N/A
10362701	Ddo	19	N/A
10362899	F830002L21Rik	19	N/A
10362902	Gm9034	19	N/A
10362922	Atg5	1	N/A
10362937	Gm6983	19	N/A
10362941	Prep	13	N/A
10363137	Nus1	13	N/A
10363346	Ankrd57	19	N/A
10363379	Cbara1	7	N/A
10363392	Dnajb12	1	N/A
10363498	Ppa1	19	N/A
10363541	Ass1	19	N/A
10363563	Slc25a16	19	N/A
10363629	Pbld	7	N/A
10363639	Atoh7	19	N/A
10363894	lpmk	19	N/A
10363905	Zwint	13	N/A
10364091		19	N/A
10364222	Ftcd	7	N/A
10364702	Midn	7	N/A
10364752	Dazap1	13	N/A
10364824	Csnk1g2	13	N/A
10364916	3110056003Rik	1	N/A
10365227	Ap3m1	13	N/A
10365230	Tdg	7	N/A
10365420	AI597468	1	N/A
10365578	Nup37	7	N/A
10365845	Fgd6	7	N/A
10365887	Ndufa12	19	N/A
10365926		19	N/A
10365966	Gm5426	13	N/A
10365971	Btg1	1	N/A
10366038	Galnt4	19	N/A
10366301		13	N/A
10366337	Nap1l1	19	N/A
10366476	Ptpnb	1	N/A
10366667	Gns	13	N/A
10366705	Gm9081	19	N/A
10366848	B4galnt1	7	N/A
10366866	Dctn2	7	N/A
10366909	R3hdm2	1	N/A
10367076	Prim1	19	N/A
10367100	Ptges3	19	N/A
10367292	Cs	1	N/A
10367305	Ankrd52	13	N/A
10367400	Mmp19	19	N/A
10367544	Ctdsp2	7	N/A
10367717	BC013529	13	N/A
10367744		19	N/A
10367822	Rab32	1	N/A
10367960	Pex3	7	N/A
10368083	Ccdc28a	1	N/A
10368229	Tbpl1	19	N/A
10368277	Rps12	19	N/A
10368356	Akap7	7	N/A
10368475		19	N/A
10368486	Rnf146	1	N/A
10368527	Hint3	1	N/A
10368647	Dse	1	N/A
10368670	Amd1	13	N/A
10368675	Marcks	1	N/A
10368730	Bxdc1	13	N/A
10368748	Amd1	13	N/A
10368845	2410017P07Rik	1	N/A
10368883	Tdg	7	N/A
10369221	Dux	19	N/A
10369264	Oit3	1	N/A
10369276	Ccdc109a	1	N/A

10369630	Ddx21	13	N/A
10369647	Ddx50	19	N/A
10369806	1700040L02Rik	13	N/A
10369929		19	N/A
10369948	Cabin1	7	N/A
10370013	Gstt2	7	N/A
10370259	Col18a1	7	N/A
10370303	Adarb1	13	N/A
10370422	Pwp2	13	N/A
10370552	Ppap2c	7	N/A
10370665	Med16	13	N/A
10370681	C030046I01Rik	13	N/A
10370824	Mbd3	19	N/A
10370892	Rexo1	7	N/A
10371111	Tjp3	1	N/A
10371159	Fzr1	7	N/A
10371230	Gna11	13	N/A
10371256	Sirt6	7	N/A
10371271	Zfp781	19	N/A
10371796	Slc17a8	19	N/A
10371959	Elk3	1	N/A
10372005	Vezt	7	N/A
10372060	Cradd	1	N/A
10372130	4930430F08Rik	19	N/A
10372324	Syt1	13	N/A
10372478	Rab21	1	N/A
10372733	Cdc5l	13	N/A
10372735	Cdc5l	13	N/A
10372737	Cdc5l	13	N/A
10372739	Cdc5l	13	N/A
10372741	Cdc5l	13	N/A
10372743	Cdc5l	13	N/A
10372807	MsrB3	1	N/A
10372877	Xpot	13	N/A
10373143	Mbd6	7	N/A
10373192	Inhbe	7	N/A
10373467	ErbB3	1	N/A
10373515	Suox	1	N/A
10373521	Rab5b	7	N/A
10373530	Cdk2	7	N/A
10373618	Olfr771	19	N/A
10373622	Olfr773	19	N/A
10373690		13	N/A
10374106	Ykt6	13	N/A
10374181	Gm11971	19	N/A
10374223	Igfbp1	1	N/A
10374415	Ppp3r1	13	N/A
10374466	Rab1	19	N/A
10374558		19	N/A
10375145	Lcp2	1	N/A
10375214		19	N/A
10375234	Nudcd2	13	N/A
10375290	Slu7	1	N/A
10375343	Rnf145	13	N/A
10375358	Ebf1	19	N/A
10375382	Clint1	1	N/A
10375483	Gm12176	19	N/A
10375499	Snord96a	13	N/A
10375811		1	N/A
10375893	Sar1b	7	N/A
10375973	Taf13	19	N/A
10375980	Aff4	7	N/A
10376033	Kif3a	19	N/A
10376142	3230401D17Rik	19	N/A
10376292		1	N/A
10376312	Larp1	1	N/A
10376326	Igtp	7	N/A
10376444	Hist3h2ba	19	N/A
10376534	Mprp	7	N/A
10376557	Nt5m	1	N/A
10376596	4933439F18Rik	19	N/A
10377364	Rnf222	1	N/A
10377380	1500010J02Rik	1	N/A
10377431	Vamp2	7	N/A
10377439	Per1	13	N/A
10377508	Trappc1	13	N/A
10377603	Tmem102	19	N/A
10377612	Plscr3	1	N/A
10377652	Gps2	1	N/A
10377695	Phf23	13	N/A
10377826	Zmynd15	1	N/A
10377847	Gltpd2	1	N/A
10377889	Mink1	1	N/A
10378059	Txnrc17	13	N/A

10378068	Xaf1	7	N/A
10378082	Ggt6	19	N/A
10378271	1200014J11Rik	7	N/A
10378341	Shpk	13	N/A
10378427	Oifr401	19	N/A
10378453	1300001I01Rik	1	N/A
10378568		7	N/A
10378579	Prpf8	7	N/A
10378739	Ywhae	13	N/A
10378833	Ssh2	7	N/A
10378848	Hsp90aa1	19	N/A
10378988	Phf12	7	N/A
10379013	Flot2	13	N/A
10379153	Aldoc	13	N/A
10379260	Gm11201	19	N/A
10379344	Gm10387	13	N/A
10379467	Psmc11	1	N/A
10379560	Zfp830	13	N/A
10379564	Lig3	19	N/A
10379727	Gm11428	1	N/A
10379820	Acaca	19	N/A
10379901	Bcas3	7	N/A
10379998	Trim37	19	N/A
10380059		1	N/A
10380061		1	N/A
10380063		1	N/A
10380065		1	N/A
10380087	Mtmr4	1	N/A
10380210	Sfrs1	19	N/A
10380244	1700106J16Rik	19	N/A
10380260	Trim25	7	N/A
10380289	Mmd	7	N/A
10380318		19	N/A
10380384	Ankrd40	19	N/A
10380403	Lrrc59	13	N/A
10380417		1	N/A
10380524	Slc35b1	19	N/A
10380566	Phospho1	1	N/A
10380571	Gngt2	1	N/A
10380634	Hoxb7	19	N/A
10380761	Socs7	13	N/A
10380823	Lasp1	1	N/A
10380927	Grb7	1	N/A
10380986	Psmc3	7	N/A
10381063	Wipf2	1	N/A
10381096	Igfbp4	13	N/A
10381170	Hspb9	19	N/A
10381416	Rnd2	19	N/A
10381445	Tmem106a	7	N/A
10381474	Arl4d	1	N/A
10381528	Nags	19	N/A
10381567	Tmub2	7	N/A
10381683	Acbd4	19	N/A
10381697	Hexim1	19	N/A
10381807	Lin52	7	N/A
10382010	Dcaf7	7	N/A
10382115	Ccdc45	19	N/A
10382136	1810010H24Rik	7	N/A
10382228	Axin2	7	N/A
10382243	Gna13	1	N/A
10382300	Map2k6	13	N/A
10382321	Kcnj2	1	N/A
10382328	Sox9	19	N/A
10382345	Cog1	7	N/A
10382538	Armc7	19	N/A
10382573	2310067B10Rik	1	N/A
10382756	Unk	7	N/A
10382797	Gm7367	7	N/A
10382844	Snord1c	7	N/A
10382888	2810008D09Rik	13	N/A
10382912	Sept9	1	N/A
10383133	Slc26a11	7	N/A
10383152		7	N/A
10383168		7	N/A
10383198		7	N/A
10383200		7	N/A
10383202		7	N/A
10383204		7	N/A
10383206		7	N/A
10383210		7	N/A
10383212		7	N/A
10383214	Rnf213	1	N/A
10383360	Ccdc137	13	N/A
10383434	Notum	1	N/A

10383532	Narf	7	N/A
10383765		7	N/A
10383867	Mtmr3	1	N/A
10383993	Ccdc117	19	N/A
10384004	2010005J08Rik	7	N/A
10384123	Ddx56	13	N/A
10384138	Tmed4	13	N/A
10384152	Purb	7	N/A
10384322	Hus1	19	N/A
10384378	Ddc	19	N/A
10384396		19	N/A
10384423		13	N/A
10384497		1	N/A
10384522	Actr2	19	N/A
10384539	Slc1a4	1	N/A
10384672	Ahsa2	19	N/A
10384766		19	N/A
10384883	4931440F15Rik	19	N/A
10385004	Mare	13	N/A
10385022	Efcab9	1	N/A
10385081		19	N/A
10385486	Trim41	13	N/A
10385500	Irgm1	1	N/A
10385504	Gm5431	1	N/A
10385513	9930111J21Rik	1	N/A
10385518	Tgtp	1	N/A
10385533	Tgtp	1	N/A
10385572	Sqstm1	1	N/A
10385599	Canx	19	N/A
10385665	Zfp354b	19	N/A
10385686	Hnrnpab	19	N/A
10385699	Rmnd5b	1	N/A
10385761	Ube2b	7	N/A
10385774	Olfr1371	19	N/A
10385966	Anxa6	19	N/A
10386058	Sparc	1	N/A
10386093	Snord1c	7	N/A
10386236	Hist3h2bb	19	N/A
10386400	Arih2	7	N/A
10386402	Zkscan17	7	N/A
10386543	Pabpc4	13	N/A
10386548	Pabpc4	13	N/A
10386636	Usp22	13	N/A
10386775	Prpsap2	1	N/A
10386824	Akap10	7	N/A
10387372	Kdm6b	13	N/A
10387648	Tmem102	1	N/A
10387890	Cxcl16	1	N/A
10388010	C1qbp	13	N/A
10388031		7	N/A
10388194	Spns2	1	N/A
10388254	Aspa	19	N/A
10388304		7	N/A
10388440	Serpinf2	7	N/A
10388684	Taok1	7	N/A
10388734	Eral1	7	N/A
10388749	Traf4	7	N/A
10388834	Slc13a2	19	N/A
10388902	Lgals9	1	N/A
10389087	Rffl	7	N/A
10389114	Nle1	13	N/A
10389134	Slfn9	7	N/A
10389222	Ccl6	1	N/A
10389229		19	N/A
10389238	Dusp14	19	N/A
10389261	Gm11437	19	N/A
10389581	Ypel2	1	N/A
10389680	Msi2	1	N/A
10389701	Akap1	7	N/A
10389786	Hlf	13	N/A
10389795	Stxbp4	19	N/A
10390308	Sp2	1	N/A
10390352	Kpnb1	19	N/A
10390635	1810046J19Rik	1	N/A
10390653	Med24	1	N/A
10390768	Smarce1	1	N/A
10391146	Acly	19	N/A
10391207	Dhx58	7	N/A
10391301	Stat3	7	N/A
10391410	Cntd1	19	N/A
10391431	Aarsd1	19	N/A
10391572	Lsm12	19	N/A
10391625	Ubtf	7	N/A
10391768	Eftud2	19	N/A

10392033		19	N/A
10392087	Ccdc47	19	N/A
10392207	Tex2	19	N/A
10392251	Ddx5	7	N/A
10392284	Kpna2	13	N/A
10392300	Bptf	1	N/A
10392347	Pitpnc1	7	N/A
10392388	Prkca	7	N/A
10392437	Gm11696	1	N/A
10392464	Fam20a	1	N/A
10392735	Cdc42ep4	7	N/A
10392936	Nt5c	19	N/A
10392970	Mif4gd	1	N/A
10393058	H3f3b	1	N/A
10393309	Prpsap1	13	N/A
10393544	Cyth1	7	N/A
10393620	Cbx4	13	N/A
10393774	Nploc4	13	N/A
10393970	Fasn	19	N/A
10394082	1110031102Rik	19	N/A
10394186	Dtnb	7	N/A
10394538	Acaca	13	N/A
10394560	Smc6	7	N/A
10394690	E2f6	19	N/A
10394699	Rock2	13	N/A
10394735	Pdia6	19	N/A
10394770	Odc1	19	N/A
10394800	Bnip3l	13	N/A
10394846		19	N/A
10394862	Ddef2	1	N/A
10394988		19	N/A
10395058	Adi1	7	N/A
10395064	Tssc1	1	N/A
10395103	Pxdn	1	N/A
10395158	6030469F06Rik	19	N/A
10395198	Gm9359	1	N/A
10395293	Atxn7l1	1	N/A
10395457	Etv1	19	N/A
10395466	Dock4	7	N/A
10395532		19	N/A
10395932	Ctage5	19	N/A
10395976	Dnajb6	13	N/A
10395978	Gm527	1	N/A
10396141		19	N/A
10396161	Tmx1	19	N/A
10396476	Rhoj	1	N/A
10396511	Syne2	7	N/A
10396610	Mthfd1	1	N/A
10396671	Plekkg3	7	N/A
10396730		19	N/A
10396936	Smoc1	7	N/A
10397002	Sipa1l1	1	N/A
10397068	Rbm25	19	N/A
10397081	Rbm25	19	N/A
10397083	Rbm25	19	N/A
10397249	Lin52	7	N/A
10397281	Ylpm1	7	N/A
10397541	Gm5039	19	N/A
10397627		19	N/A
10397645	Gpr65	1	N/A
10397717		19	N/A
10397853	Rin3	1	N/A
10397866	Golga5	7	N/A
10398069	Serpina3m	19	N/A
10398398		19	N/A
10398400		19	N/A
10398414		13	N/A
10398601	Rcor1	1	N/A
10398695	Mark3	7	N/A
10398795	Aspg	7	N/A
10398972	Mta1	13	N/A
10398996	Crip2	1	N/A
10399146		13	N/A
10399198	Ncoa4	13	N/A
10399228	Gm6742	19	N/A
10399379	Pgk1	19	N/A
10399419		1	N/A
10399465	Fam84a	1	N/A
10399605	Adam17	19	N/A
10399677	Cox7a2l	7	N/A
10399696	Rnf144a	1	N/A
10399710	Rsad2	1	N/A
10400095		13	N/A
10400304	Egln3	1	N/A

10400405	Nfkbia	13	N/A
10400605	Rpl10l	19	N/A
10400844	Pygl	19	N/A
10400883	Timm9	13	N/A
10400892	Gm7985	19	N/A
10400941	Dhrs7	19	N/A
10400975	Trmt5	19	N/A
10401007	Ppp2r5e	13	N/A
10401050	Gm7862	19	N/A
10401128	Max	13	N/A
10401138	Atp6v1d	13	N/A
10401181	Rdh11	19	N/A
10401192	Zfyve26	7	N/A
10401244	Actn1	13	N/A
10401365		1	N/A
10401382	Numb	7	N/A
10401420		19	N/A
10401667	0610007P14Rik	7	N/A
10401713	Pomt2	13	N/A
10401891	Ston2	1	N/A
10401900	Sel1l	1	N/A
10401939	Lysmd1	13	N/A
10402066	Foxn3	13	N/A
10402096	Ttc7b	13	N/A
10402266		7	N/A
10402283	Itpk1	1	N/A
10402302	Btdb7	7	N/A
10402336	Ddx24	7	N/A
10402390	Serpina1b	19	N/A
10402399	Serpina1a	19	N/A
10402406	Serpina1c	19	N/A
10402409	Serpina1e	19	N/A
10402519	Atg2b	7	N/A
10402604		1	N/A
10402615	Hsp90aa1	19	N/A
10402730	Ppp1r13b	7	N/A
10402841	Brf1	7	N/A
10403003	LOC638560	19	N/A
10403076		19	N/A
10403108	Hmgn2	13	N/A
10403110	Gm10421	19	N/A
10403273	Asb13	19	N/A
10403291	Akr1c14	19	N/A
10403312	Akr1c19	13	N/A
10403428	Larp5	13	N/A
10403455	Dip2c	7	N/A
10403462	Dip2c	7	N/A
10403584	Nid1	1	N/A
10403664	B3galnt2	19	N/A
10403934	Isca1	13	N/A
10404016	V1ri5	19	N/A
10404033	Hist1h1d	19	N/A
10404049	Hist1h3g	1	N/A
10404051	Hist1h4d	19	N/A
10404059		19	N/A
10404097	Slc17a3	19	N/A
10404218	Gpld1	13	N/A
10404376	Agtr1a	7	N/A
10404380	Dusp22	7	N/A
10404422	Serpinb6b	1	N/A
10404429	Serpinb9	7	N/A
10404496	Nqo2	1	N/A
10404606	Ly86	1	N/A
10404649	Dsp	7	N/A
10404702	Gcnt2	13	N/A
10404717	Pak1ip1	19	N/A
10404941	Aof1	19	N/A
10404965	Rnf144b	1	N/A
10404975	Id4	19	N/A
10405236	Sfxn1	19	N/A
10405263	4732471D19Rik	13	N/A
10405511	Ddx46	7	N/A
10405693	Dapk1	1	N/A
10405733	Gm7036	19	N/A
10405741	Gm3338	19	N/A
10405743		13	N/A
10405783		13	N/A
10405822	Ccrk	19	N/A
10405890		19	N/A
10405948	BC048507	19	N/A
10405969		19	N/A
10405971	Nsun2	19	N/A
10406108	5430425J12Rik	19	N/A
10406141	Brd9	7	N/A

10406245		7	N/A
10406364	2210408121Rik	7	N/A
10406407	Arrdc3	7	N/A
10406423	Mblac2	19	N/A
10406530	Tmem167	19	N/A
10406564	Acot12	7	N/A
10406581	Dhfr	13	N/A
10406598	Serinc5	7	N/A
10406626	Homer1	19	N/A
10406757	Col4a3bp	7	N/A
10406795	Gfm2	19	N/A
10407097	Pde4d	7	N/A
10407211	Ppap2a	1	N/A
10407390	Ptbp1	7	N/A
10407511		19	N/A
10407533		19	N/A
10407543	Gtpbp4	13	N/A
10407707	Gm10336	13	N/A
10407766	Lgals8	1	N/A
10407792	Gpr137b-ps	19	N/A
10407892	Cdc2l5	7	N/A
10408081	Hist1h1b	19	N/A
10408123	V1rh2	19	N/A
10408212	Hist1h2be	19	N/A
10408227	Hfe	1	N/A
10408455	Cdkal1	19	N/A
10408610	Tubb2a	1	N/A
10408616	Slc22a23	7	N/A
10408689	Nrn1	1	N/A
10408709	Ssr1	19	N/A
10408755	Muted	19	N/A
10408762	Eef1e1	19	N/A
10408932	Gm8513	19	N/A
10409265	Auh	7	N/A
10409278	Nfil3	1	N/A
10409322	Thoc3	7	N/A
10409338	Nop16	19	N/A
10409345	Cltb	13	N/A
10409414	Rab24	13	N/A
10409526	BC021381	7	N/A
10409643	Hnrmpa0	7	N/A
10409645	Ubqln1	1	N/A
10409660	Gkap1	13	N/A
10409799	Isca1	19	N/A
10409804	Zcchc6	7	N/A
10409966		19	N/A
10409978	6720457D02Rik	1	N/A
10409990	6720489N17Rik	19	N/A
10410244	Zfp640	19	N/A
10410248	Zfp640	19	N/A
10410259	Uqcrb	19	N/A
10410341	Zfp87	19	N/A
10410393	Mtrr	13	N/A
10410435	Pol5	13	N/A
10410452	Srd5a1	19	N/A
10410508	Ndufs6	19	N/A
10410709	Rfesd	1	N/A
10410877	Polr3g	19	N/A
10411119	Papd4	7	N/A
10411147	Bhmt2	19	N/A
10411156	Scamp1	7	N/A
10411223	S100z	19	N/A
10411332	Hmgcr	13	N/A
10411595	Naip2	1	N/A
10411776		13	N/A
10411782	Pik3r1	19	N/A
10411853	ErbB2ip	7	N/A
10411927	Sdccag10	7	N/A
10412060	Gm8985	19	N/A
10412260	Fst	1	N/A
10412380		1	N/A
10412421	Zfp131	13	N/A
10412562	Flnb	13	N/A
10412624	Pxk	7	N/A
10412711	Uqcrb	19	N/A
10412741	Atxn7	7	N/A
10412919		19	N/A
10412943	Nudt13	1	N/A
10413059	Vcl	1	N/A
10413138	Vdac2	13	N/A
10413171		1	N/A
10413220	Gm10397	1	N/A
10413282	Fam116a	19	N/A
10413461	Erc2	19	N/A

10413530	Dcp1a	7	N/A
10413574	Sfmbt1	13	N/A
10413803	Btd	1	N/A
10413826	Oxnad1	1	N/A
10413839	Ncoa4	13	N/A
10413932	E130203B14Rik	1	N/A
10413977	Gm626	19	N/A
10414163	Lrit1	7	N/A
10414192	Mat1a	13	N/A
10414228	1700024B05Rik	19	N/A
10414234		19	N/A
10414250		19	N/A
10414475	Olfir738	19	N/A
10414514	Pnp1	1	N/A
10414527	Pnp1	1	N/A
10414537	Ang	13	N/A
10414661	Gm8586	19	N/A
10414790		19	N/A
10414900		19	N/A
10415021	Abhd4	1	N/A
10415030		7	N/A
10415065	Lrp10	7	N/A
10415282	Psme1	13	N/A
10415293	Rnf31	1	N/A
10415415	9130227C08Rik	1	N/A
10415444		19	N/A
10415513	Parp4	13	N/A
10415649	Zdhhc20	13	N/A
10415723		19	N/A
10415885	Sox7	19	N/A
10415888	Gm10867	19	N/A
10416044	Ccdc25	1	N/A
10416107	Gm10032	13	N/A
10416266	Ppp3cc	19	N/A
10416290	Reep4	1	N/A
10416332	B930095I24Rik	19	N/A
10416371	Lpar6	19	N/A
10416588	1300010F03Rik	7	N/A
10416705	Gm9264	19	N/A
10417000		19	N/A
10417013	Dnajc3	19	N/A
10417034	Dnajc3	19	N/A
10417053	Mbnl2	13	N/A
10417065	Rap2a	19	N/A
10417070		13	N/A
10417526	Dnase1l3	1	N/A
10417538		13	N/A
10417601	Ptma	13	N/A
10417617		19	N/A
10417676	Thoc7	19	N/A
10417689	Psmd6	1	N/A
10417759	Ube2e2	7	N/A
10417798	Kcnk5	13	N/A
10417950	Ndst2	7	N/A
10418004	Ap3m1	13	N/A
10418171	Zcchc24	13	N/A
10418185	D14Ertd449e	19	N/A
10418198	D14Ertd449e	19	N/A
10418210	D14Ertd449e	19	N/A
10418410	Prkcd	7	N/A
10418455	Itih1	1	N/A
10418480	Gnl3	13	N/A
10418720	Mettl6	7	N/A
10418747	Hacl1	19	N/A
10418905	Fam35a	13	N/A
10419073	Tspan14	1	N/A
10419136		13	N/A
10419198	Ero1l	13	N/A
10419261	Bmp4	1	N/A
10419542	Apex1	7	N/A
10419607		19	N/A
10419691	Tox4	1	N/A
10419759	Prmt5	19	N/A
10419803	4931414P19Rik	1	N/A
10419872		19	N/A
10419966	Zfhx2	1	N/A
10420165	Cideb	7	N/A
10420348	Zmym5	7	N/A
10420362	Gjb2	7	N/A
10420372		13	N/A
10420413	Lats2	13	N/A
10420516		19	N/A
10420591		19	N/A
10420631	Ebpl	1	N/A

10420659	6330409N04Rik	1	N/A
10420823	Hmbox1	1	N/A
10421003	Bnip3l	13	N/A
10421046	Dock5	7	N/A
10421172	Slc25a37	13	N/A
10421227	2610301G19Rik	7	N/A
10421269	Sorbs3	7	N/A
10421309	Slc39a14	13	N/A
10421577	Gm9779	19	N/A
10421817	Narg1l	13	N/A
10421906		19	N/A
10421908	Rps3a	19	N/A
10421917	Pabpc4	13	N/A
10422013	Klf12	1	N/A
10422164	Ednrb	19	N/A
10422396	Stk24	7	N/A
10422518	Tmtc4	19	N/A
10422598	Sepp1	19	N/A
10422728	Dab2	1	N/A
10423005	Ugt3a1	1	N/A
10423090	Amacr	7	N/A
10423271	Cdh18	19	N/A
10423333	Fam134b	7	N/A
10423363	Ank	13	N/A
10423568	5730407I07Rik	1	N/A
10423805	Atp6v1c1	13	N/A
10423941	Ttc35	13	N/A
10423963	Eny2	13	N/A
10424097	Med30	7	N/A
10424105	Colec10	1	N/A
10424140	Col14a1	1	N/A
10424213	Zhx2	1	N/A
10424250	Snrpd2	19	N/A
10424260	D15Ert621e	7	N/A
10424363	Nsmce2	7	N/A
10424370	Trib1	13	N/A
10424557	Gm7125	19	N/A
10424577	Chrac1	13	N/A
10424674		19	N/A
10424676	Ly6e	1	N/A
10424695	Gpihbp1	1	N/A
10424705	2810039B14Rik	19	N/A
10424756	Mapk15	1	N/A
10424781	Grina	13	N/A
10424825	Cyc1	19	N/A
10425018	Rpl8	19	N/A
10425046	LOC626711	19	N/A
10425078	Mpst	1	N/A
10425116	Cdc42ep1	13	N/A
10425158	Pdxp	19	N/A
10425333	Apobec3	1	N/A
10425430	Tnrc6b	7	N/A
10425527	Ep300	1	N/A
10425611	Aco2	13	N/A
10425653	4930407I10Rik	19	N/A
10425905	Nup50	7	N/A
10426157	Trabd	13	N/A
10426301		7	N/A
10426451	Irak4	19	N/A
10426479	Ano6	1	N/A
10426550	Tmem106c	13	N/A
10426798	Smarcd1	1	N/A
10427015	Acvr1b	7	N/A
10427045	9430023L20Rik	19	N/A
10427049	6030408B16Rik	13	N/A
10427083	Elf4b	7	N/A
10427131	Soat2	7	N/A
10427162	Mfsd5	19	N/A
10427214	Sp1	1	N/A
10427241	Pcbp2	7	N/A
10427290	Hoxc8	19	N/A
10427334		19	N/A
10427665		19	N/A
10427742	Gm8174	19	N/A
10427881	Gm8341	19	N/A
10427883		19	N/A
10427895	Basp1	19	N/A
10427997	Ankrd33b	19	N/A
10428068	Tspyl5	19	N/A
10428171	Ankrd46	19	N/A
10428238	Ubr5	13	N/A
10428302	Klf10	13	N/A
10428328	Slc25a32	13	N/A
10428336	Ftl2	19	N/A

10428374	Gm5470	19	N/A
10428561	Rad21	7	N/A
10428698	Sntb1	1	N/A
10428736	Der1	1	N/A
10428839	Gm5959	19	N/A
10428857	Mtss1	13	N/A
10428877	E430025E21Rik	7	N/A
10428918	D330050I23Rik	19	N/A
10429140	Ndrp1	1	N/A
10429216	Fam135b	19	N/A
10429298	Trappc9	1	N/A
10429674	Tsta3	13	N/A
10429772	Eppk1	7	N/A
10429843	Parp10	7	N/A
10429972	Cpsf1	1	N/A
10430105	C030006K11Rik	13	N/A
10430510	Tmem184b	7	N/A
10430596	Unc84b	7	N/A
10430669		19	N/A
10430723		19	N/A
10430739	Dnajb7	13	N/A
10430770	Tob2	13	N/A
10430834	Naga	13	N/A
10430871	Tdg	7	N/A
10430993	1700001L05Rik	13	N/A
10430997	Pacsin2	7	N/A
10431424	Plxnb2	1	N/A
10431486	Sbf1	7	N/A
10431528	Lmf2	1	N/A
10431546	Ncaph2	1	N/A
10431585	Chkb	7	N/A
10431612	Rabl2a	1	N/A
10431697	Abcd2	7	N/A
10431894	Slc38a2	7	N/A
10432101	Senp1	7	N/A
10432236	Rnd1	1	N/A
10432256	Arf3	13	N/A
10432636	BC004728	1	N/A
10433032	Atf7	7	N/A
10433034	Atf7	7	N/A
10433047		19	N/A
10433088	Cbx5	19	N/A
10433101	Gpr84	1	N/A
10433161	Marcks1	19	N/A
10433199	Zfp263	13	N/A
10433274	Vasn	13	N/A
10433292	Hmox2	13	N/A
10433445	Abat	1	N/A
10433462	Pmm2	13	N/A
10433472	1810013L24Rik	7	N/A
10433478		19	N/A
10433639	Mkl2	1	N/A
10433672	Rrn3	13	N/A
10433717		19	N/A
10433776	Snai2	7	N/A
10433792		19	N/A
10434029	Lztr1	7	N/A
10434384	Ap2m1	13	N/A
10434629	Map3k13	19	N/A
10434675	Dnajb11	19	N/A
10434689	Ahsg	19	N/A
10434733	Eif4a2	1	N/A
10434778	Rtp4	1	N/A
10434782	Lpp	1	N/A
10434869	Ccdc50	7	N/A
10434934	Bdh1	7	N/A
10434942	Dlg1	7	N/A
10435024	Rnf168	19	N/A
10435057	Pcyt1a	19	N/A
10435305	Itgb5	19	N/A
10435543	Golgb1	7	N/A
10435617	Rabl3	19	N/A
10435626	Hgd	1	N/A
10435654	Lrrc58	13	N/A
10435676	Gsk3b	7	N/A
10435733	Igsf11	1	N/A
10435769	Zbtb20	13	N/A
10435787		7	N/A
10435821	Nat13	19	N/A
10435897	BC027231	13	N/A
10436037		19	N/A
10436239	2310061J03Rik	13	N/A
10436251		19	N/A
10436348	Tomm70a	13	N/A

10436500	Gbe1	13	N/A
10436550		19	N/A
10436608	Cxadr	19	N/A
10436666	Jam2	1	N/A
10436708	Usp16	7	N/A
10436800	1110008E08Rik	19	N/A
10436945	Slc5a3	19	N/A
10436983	Dopey2	19	N/A
10437023	Morc3	13	N/A
10437136	Dyrk1a	7	N/A
10437160	Ets2	13	N/A
10437239		19	N/A
10437332	Crebbp	1	N/A
10437364	Adcy9	7	N/A
10437499	Glyr1	7	N/A
10437582		19	N/A
10437639	Emp2	7	N/A
10437687		1	N/A
10437748	Gspt1	13	N/A
10437852	4921513D23Rik	19	N/A
10437963	Fam128b	7	N/A
10438017	Fgd4	19	N/A
10438071	Ppil2	1	N/A
10438198	Med15	7	N/A
10438328	D16H22S680E	13	N/A
10438423	Olfr165	19	N/A
10438460	Parl	19	N/A
10438527	Camk2n2	19	N/A
10438530	Clcn2	13	N/A
10438572	2510009E07Rik	19	N/A
10438575	Ehhadh	1	N/A
10438621	Tra2b	19	N/A
10438813		19	N/A
10439049	Pigx	13	N/A
10439130	Umps	19	N/A
10439239	Dirc2	1	N/A
10439249	Parp14	7	N/A
10439268	Dtx3l	7	N/A
10439404	Gm4324	1	N/A
10439409	BC031361	19	N/A
10439455	Adprh	1	N/A
10439498		7	N/A
10439532	Qtrtd1	13	N/A
10439701	Abhd10	7	N/A
10439895	Alcam	7	N/A
10439960	Cep97	19	N/A
10440158	Olfr191	19	N/A
10440178	Olfr204	19	N/A
10440186	Crybg3	19	N/A
10440246	Arl13b	1	N/A
10440284		13	N/A
10440300		19	N/A
10440406	Nrip1	1	N/A
10440427	D16Ert472e	19	N/A
10440522	Adamts1	1	N/A
10440717	Krtap6-1	19	N/A
10440929	Gart	19	N/A
10441064	Dscr3	1	N/A
10441107	Psmg1	19	N/A
10441400	Arid1b	1	N/A
10441436	Snx9	13	N/A
10441509	Ppp1r2	13	N/A
10441797	Tcp1	19	N/A
10441864	Mlit4	7	N/A
10442037	Zfp97	1	N/A
10442057	Riok2	19	N/A
10442155	Ppp2r1a	1	N/A
10442219	Zfp52	19	N/A
10442493		1	N/A
10442549	Zfp598	13	N/A
10442596	Sepx1	13	N/A
10442606	4930528F23Rik	7	N/A
10442739	Unkl	1	N/A
10442752	0610007P22Rik	19	N/A
10442904	Jmjd8	19	N/A
10443007	EG240055	1	N/A
10443391	Mapk14	13	N/A
10443421	Brpf3	13	N/A
10443463	Cdkn1a	1	N/A
10443482	BC004004	1	N/A
10443527	Pim1	7	N/A
10443550	Rnf8	7	N/A
10443561	1300018I05Rik	1	N/A
10443589	Zfand3	7	N/A

10443596	Gm9874	1	N/A
10443898	Cyp4f15	1	N/A
10443918	C920016K16Rik	19	N/A
10444008	Zfp414	1	N/A
10444524		7	N/A
10444656		19	N/A
10444761	Bat1a	1	N/A
10444778		7	N/A
10444895	Flot1	13	N/A
10444911	Mdc1	1	N/A
10445033	Trim26	7	N/A
10445139	Olfrl110	19	N/A
10445338	Enpp5	7	N/A
10445458	Xpo5	7	N/A
10445531	Zfp318	7	N/A
10445558	BC048355	19	N/A
10445674	Mrfap1	19	N/A
10445774	B430306N03Rik	7	N/A
10445796	Al314976	7	N/A
10445896		19	N/A
10445909	Kat2b	13	N/A
10445941	Gm4471	19	N/A
10445953	Emr4	1	N/A
10446166	Ndufa11	19	N/A
10446207	Clpp	19	N/A
10446235	Trip10	19	N/A
10446282	Emr1	1	N/A
10446334	Glccl1	7	N/A
10446376	Man2a1	13	N/A
10446402	Ppp4r1	13	N/A
10446581	Zfp161	19	N/A
10446656	Lpin2	13	N/A
10446693	Wdr43	13	N/A
10446713	Snord53	7	N/A
10446756	Ypel5	7	N/A
10446771	Lclat1	7	N/A
10446777	Ehd3	1	N/A
10446965	Rasgrp3	1	N/A
10447025	Ccdc75	19	N/A
10447128	Gm6594	19	N/A
10447239	Abcg8	7	N/A
10447341	Rhoq	7	N/A
10447354	Txndc14	19	N/A
10447417	Msh6	1	N/A
10447437	Klraql	1	N/A
10447483	Nanp	7	N/A
10447486		19	N/A
10447904	Unc93a	7	N/A
10448004	Phf10	13	N/A
10448032	Gm10510	19	N/A
10448192	Gm6540	19	N/A
10448202	Tpm4	19	N/A
10448262	Zfp213	13	N/A
10448307	Tnfrsf12a	13	N/A
10448455	Atp6v0c	13	N/A
10448459	Tbc1d24	13	N/A
10448495	1600002H07Rik	13	N/A
10448700	Gfer	1	N/A
10448743	Fahd1	19	N/A
10448748	Nubp2	19	N/A
10448811	Cramp1l	7	N/A
10449471	Srpkl	13	N/A
10449644	Glo1	1	N/A
10449712	Cbs	1	N/A
10449815	Brd4	7	N/A
10449935	Zfp870	19	N/A
10449989	Zfp422	1	N/A
10449991	Zfp81	1	N/A
10450126	Brd2	13	N/A
10450296	Skiv2l	7	N/A
10450325	Cfb	19	N/A
10450435	Csnk2b	13	N/A
10450675	H2-T24	1	N/A
10450752	Trim39	19	N/A
10450923	Pgk2	19	N/A
10451004	Cd2ap	1	N/A
10451123	Slc29a1	1	N/A
10451395	Klc4	13	N/A
10451495	Ubr2	13	N/A
10451547	Gm16494	19	N/A
10451818	Sult1c2	13	N/A
10451879	Zfp119	19	N/A
10451932	Plin4	13	N/A
10451943	Plin5	13	N/A

10452000	Dpp9	1	N/A
10452030	Plin3	7	N/A
10452228	Khsrp	1	N/A
10452430	Fbxl17	7	N/A
10452442	AU016765	1	N/A
10452516	Ankrd12	13	N/A
10452815	Xdh	19	N/A
10452892	Fam98a	13	N/A
10452980	Eif2ak2	7	N/A
10453062	Ati2	13	N/A
10453139	Gm10190	19	N/A
10453178	Map4k3	7	N/A
10453260	Haa0	1	N/A
10453318	Abcg5	7	N/A
10453334	Lrp4	13	N/A
10453399	Srbd1	19	N/A
10453426	Atp6v1e2	19	N/A
10453429	Rhoq	13	N/A
10453512		13	N/A
10453573	Olfr63	19	N/A
10453575	Cul2	1	N/A
10453604	Bambi	19	N/A
10453738	Fzd8	7	N/A
10453918	3110002H16Rik	7	N/A
10454039	Impact	19	N/A
10454077	Taf4b	7	N/A
10454113	Dsg1a	13	N/A
10454192	Ttr	19	N/A
10454198	Rnf125	1	N/A
10454202	Rnf138	7	N/A
10454353	Mocos	1	N/A
10454514	Lims2	7	N/A
10454580	Bin1	19	N/A
10454606	Wdr36	19	N/A
10454851	Cxxc5	1	N/A
10454877	Pura	1	N/A
10454944	Eif4ebp3	13	N/A
10454953	Tmco6	7	N/A
10454966	Ik	1	N/A
10455069	Pcdhb6	13	N/A
10455259	Arhgap26	1	N/A
10455472	Dcp2	7	N/A
10455738	Snx2	7	N/A
10455752	Snx24	1	N/A
10455769	Csnk1g3	13	N/A
10455784	Gramd3	1	N/A
10455873	Slc12a2	19	N/A
10455948	Chsy3	1	N/A
10455974	Dctn4	1	N/A
10455989	Rbm22	7	N/A
10456046	Pdgfrb	1	N/A
10456071	Csf1r	1	N/A
10456361	Gm9926	19	N/A
10456492	D18Ert653e	7	N/A
10456522	Tcf4	1	N/A
10456745	Smad7	13	N/A
10456793	Ier3ip1	19	N/A
10456970		1	N/A
10456974	Arf1	13	N/A
10457114	Bhmt	19	N/A
10457205	Crem	1	N/A
10457380		19	N/A
10457637		19	N/A
10457644	Cdh2	7	N/A
10457888	5730494M16Rik	19	N/A
10457938		19	N/A
10457948	Slc25a46	7	N/A
10458138	Brd8	7	N/A
10458213	Etf1	13	N/A
10458355	Apbb3	7	N/A
10458398	Hars	13	N/A
10458461	Hdac3	7	N/A
10458534	Pcdh1	7	N/A
10458547	Gnpda1	1	N/A
10458583	Yipf5	19	N/A
10458680	Eif3j	19	N/A
10458755	Ythdc2	1	N/A
10458882	LOC674866	19	N/A
10458956		19	N/A
10458960	Aldh7a1	19	N/A
10458992	C330018D20Rik	19	N/A
10459158	Hmgxb3	13	N/A
10459193	Ppargc1b	7	N/A
10459389		13	N/A

How the deposited data were processed for this re-analysis (not part of the article)

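Liver RNA of control mice and of mice under timed sleep restriction (TSR) was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, with 3 mice per group at ZT1, ZT7, ZT13 and ZT19 and 24 arrays in all. A further 24 arrays of the same design are labelled epididymal white adipose tissue (WAT). The authors normalized the arrays with d-Chip, and the deposited values are fluorescence intensities on a linear scale, with a lowest value of 1. The version of d-Chip, its background and summarizing steps, and whether liver and WAT arrays were normalized together are not given in the sources used here. The 24 detection p-value columns of the liver table, as deposited by the authors, hold a p between 0 and 1 per probe set and array, and the authors' call is 1 where that p is 0.05 or less. These columns and 8 columns of calls per group were not used for the tests. The liver values in the 2 deposited tables were the same (largest difference 0).

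Of 28815 probe sets, 24261 carried a gene symbol, 1051 of them several, and 4554 carried none. Symbols were matched to current ones for 18390 probe sets, and 2231 were updated. Signals under 1 were set to 1 and transformed to log2 in R 4.3.3. The tests covered the 12166 probe sets with 1 symbol and a mean liver signal above the median of all probe sets, 95.1. For the arrays labelled WAT the same filter left 12255. Rhythms were tested in each treatment group with a cosine and a sine of 24 h in limma 3.58.1 (moderated F-test), and their difference between groups with the treatment by cosine and sine terms over 24 arrays. Peak times are the time point with the highest mean, and shifts of the peak were taken from the fitted curves. The TSR rhythm as a percentage of the control rhythm is the TSR curve projected on the control curve. The mean level and the level at each time point were compared with limma's moderated test in a model of 8 group means. All p values were adjusted with the method of Benjamini and Hochberg, at a threshold of 0.05. For 3 arrays against 3 the smallest two-sided p of an exact permutation test is 0.1, so that test cannot pass 0.05.

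Gene lists were tested on each contrast with camera from limma at a preset correlation of 0.01 and again with an estimated correlation, over 1 probe set per gene, the one with the highest mean, from 23210 probe sets with 1 symbol. There were 23 lists of pathways and of genes the paper names and 5 lists of cell type markers with enough genes, and 1 pathway list had too few. Loss of rhythm was compared between lists and other genes with Fisher's exact test, over the tested genes and again over all 23210 probe sets, 1 per gene. The named genes are those the paper names for these arrays or its qPCR, the members of the core clock and heat shock lists, for each comparison the 5 largest rises and falls past the threshold with all TSR arrays on one side of the control arrays or mean, the 5 largest amplitudes among rhythm calls, and up to 4 members with the smallest adjusted p of each list described. Npas2 lies below the filter, and its p comes from a fit over all probe sets. Tables were handled with data.table 1.17.8, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

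The alternatives tried were no filter and a stricter filter on the mean signal, the other deposited table, quantile normalization, log2 of the signal plus 16, unadjusted p, the replicate number as a block, array quality weights, the paper's two-tailed test per probe set, an ordinary F-test per probe set, a test over the 4 time points without a curve, a joint fit of both treatments, the arrays of a single time point, the peak time from the curve and each array left out in turn. Added after the data were seen were the score of the set-apart arrays as a covariate, ZT19 left out and the 5 set-apart arrays left out. Treatment or time labels were also redrawn up to 100 times. The tests were checked on simulated changes in 200 probe sets, where a change of 1 on the log2 scale was recovered in 97% at ZT13, in 99% in the mean level, in 100% in the rhythm of either group and in 95% for the difference in rhythm. A change of 0.5 was recovered in 54% at ZT13, in 93% in the mean level and in 70% for the difference in rhythm. The rhythm was then recovered in 92% in control and 91% in TSR. Smaller changes were not simulated, while the median amplitude of rhythmic probe sets in control liver was 0.29. The noise was drawn independently, with the same spread in both groups and without the pattern of the set-apart arrays. The number of arrays limits the precision. Some members of the gene lists are not reported here by name. A comparison of the TSR effect between liver and WAT was left out, since the sources do not say that both were normalized together and the libraries labelled WAT carried adipocyte transcripts near or below their level in liver.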

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

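The tests of a batch of arrays, of mislabelled time points, of the score of the set-apart arrays as a covariate, of leaving out ZT19, of RNA of other tissues, of adipose tissue in a mixture and of shifted rows were chosen only after the results they bear on were seen.

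The effect of TSR differed between the 4 time points for 2439 probe sets (limma test of the treatment by time interaction, 24 arrays). Egr1 and Igfbp1 were lower in TSR liver at ZT1 and higher at ZT7, and their effect at ZT7 minus that at ZT1 was 5.43 (SE 0.646, adjusted p = 8.86e-05) and 4.13 (SE 0.444, adjusted p = 3.45e-05) on the log2 scale. Between these times 66 probe sets were higher at ZT1 and lower at ZT7, and 18 were lower and then higher. At ZT13 and ZT19, 71 probe sets were higher and then lower in TSR liver and 15 lower and then higher, such as Magef1 (ZT19 minus ZT13 -5.91, SE 1.25, adjusted p = 0.0134), and 57 of the 71 were in the tenth of probe sets that weigh most on the pattern of the set-apart arrays.

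The 3 control liver arrays of ZT19 stood apart from the other control arrays together with control ZT7 replicate 3 and TSR ZT1 replicate 3. The difference of control ZT19 from control ZT1 and ZT13 had an r of 0.716 across probe sets, which are not independent replicates, with the deviation of TSR ZT1 replicate 3 from its mates, and an r of -0.114 with the same difference in TSR liver, which argues against the time of day at ZT19 as the whole cause (difference of the r values -0.83). A mislabelled time point of control ZT7 replicate 3 is argued against as well, since over 23 clock genes this array lay closer to its mates than to the control ZT19 arrays (ratio of distances 0.280). For TSR ZT1 replicate 3 a mislabelled time point was not tested. A batch of arrays that does not follow the time of day may account for the pattern, and the labels name no such batch. A biological state shared by these 5 mice stays open, as it was not tested.

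Rhythmic probe sets were fewer in TSR (327) than in control liver (1551), a ratio of 4.74. The TSR group means with the control residuals gave 2465 rhythmic probe sets, above 1034, the bound set beforehand. Those means carry the wider spread of the TSR arrays (median SD 0.18 against 0.13), which raises the count with or without a rhythm. So this test cannot decide on smaller or shifted rhythms. The median TSR rhythm was 41.6% of the control rhythm, against a median of 74.1% when treatment labels were redrawn. As 4 of 100 splits, the real one included, gave a value as low, down to 4.44%, chance is not excluded for it. The set-apart arrays as the whole cause are argued against by the ratio of 4.81 with their score as a covariate. A wider spread between replicates in TSR may account for the lower count, since the control group means with the TSR residuals gave 414. The arrays of ZT19 may contribute too, since the ratio was 1.14 without them. That fit tests any difference between the remaining time points, so the ratio is not like for like with 4.74.

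Adipoq, an adipocyte hormone, lay between 12.6 and 33.1 in the 24 libraries labelled WAT, against 48.0 to 88.3 in the liver arrays. In 7 of them neuron and glia transcripts were high, with Snap25 between 2163 and 2842 and Uchl1 between 3665 and 5697, and in the other 17 the median Alb signal was 8579.63, against 9898 to 15570 in the liver arrays. Adipose tissue as the main part of a mixture with liver or brain RNA is argued against, since the median adipocyte marker lay at most 0.54 (log2, arrays centred) above the level of the same markers in the liver arrays in any of the 24, a small share of it stays open, and shifted rows are argued against, since 17 libraries had a median r above 0.8 to the liver arrays. RNA of other tissues in place of adipose tissue may account for these values, since it needs adipocyte markers as low as in liver, and no biological explanation was tested. The 7 were control ZT7 replicate 3, control ZT19 replicates 1 to 3 (Alb 5741 in replicate 3), TSR ZT1 replicate 1 (Alb 982), TSR ZT13 replicate 2 and TSR ZT19 replicate 3, of which the 4 control ones carry the same labels as the set-apart control liver arrays, and among the other 17, with a median Snap25 of 36.0, it was 260.09 and 220.07 in control ZT7 replicate 2 and control ZT13 replicate 2.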

How the results depend on the processing

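The settings with the score of the set-apart arrays, without ZT19 and without the 5 set-apart arrays were chosen only after the data were seen. For 18 results 191 settings gave a value besides leaving out single arrays, and the values below are those that moved past the threshold or by over 1.5 times, where the cause was not tested unless the setting tests more or fewer probe sets or arrays. Without the filter, the count of rhythmic probe sets was 790 in control and 73 in TSR liver, 15 differed in rhythm, and 146 differed at ZT1 and 1357 at ZT13. With the stricter filter 77 differed in rhythm. At an unadjusted p under 0.05, 3626 and 2628 were rhythmic, 70.33% of the control-rhythmic ones were not called in TSR, 1997 differed in rhythm, and 2373, 3793, 4277 and 3925 differed at ZT1, ZT7, ZT13 and ZT19. With array quality weights 5206 and 1538 were rhythmic, 2336 differed in rhythm, the median TSR rhythm was 18.8%, and 2052, 3252 and 5558 differed at ZT1, ZT7 and ZT19. These weights also called 28 of the 64 pairs of clock and Figure 4E genes with a time point, against 18, 15 of them of Figure 4E. Of these 15, the pairs that passed numbered 10 without the filter, 13 with quantile normalization, 0 with the two-tailed test per probe set, 4 with the 6 arrays of the time point, 11 with the score and 7 of 14 without the 5 set-apart arrays, and of the 3 clock pairs 1, 0, 3, 1, 1 and 2 were lost. The paper names the two-tailed test for large-scale comparisons and tested the profiles of Figure 4E by ANOVA. With an ordinary F-test, unadjusted, 3510 and 2520 were rhythmic, 72.5% were not called in TSR and 2060 differed. With a test over the 4 time points without a curve 5234 and 820 were rhythmic and 2439 differed, and with a joint fit 1627 were rhythmic in TSR and 67.6% were not called. With the replicate number as a block 26 differed in rhythm, though the numbers do not pair the arrays. With the paper's two-tailed test per probe set 1443 changed in mean level and 0, 6, 8 and 683 differed at ZT1, ZT7, ZT13 and ZT19, and with the 6 arrays of the time point alone 15, 1002 and 588 differed at ZT1, ZT7 and ZT13. Camera with an estimated correlation called 0 of the 30 list tests. With the score of the set-apart arrays 2813 and 585 were rhythmic, 495 differed in rhythm, and 164 and 7 differed at ZT1 and ZT19. At ZT19 every control array scored above every TSR array, so an effect of TSR along the pattern cannot be told apart from it there. Without ZT19 1084 were rhythmic in TSR, 74.1% were not called and 795 differed in rhythm. In that setting 128 rose and 86 fell at ZT1. The mean shift of the 12 metabolic genes rhythmic in both groups was then 1.496 h, with 9 later and 3 earlier. Without the 5 set-apart arrays 139 were rhythmic in TSR and 36 and 515 differed at ZT1 and ZT7.

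Leaving out single arrays gave 944 to 4010 rhythmic probe sets in control and 55 to 696 in TSR liver, 89.8% to 97.9% not called in TSR, 5 to 431 that differed in rhythm, a median TSR rhythm of 27.1% to 45.6%, a difference in the share that peaked at ZT1 or ZT13 of 14.3 to 35.3 points, a shift of metabolic genes of -0.199 to 2.81 h, 2626 to 3668 changed in mean level, 85 to 512, 604 to 2294, 969 to 2850 and 393 to 2259 that differed at ZT1, ZT7, ZT13 and ZT19, and 12 to 20 of the 64 pairs. The arrays that moved a count by over 1.5 times are named with the results, and the percentage not called, the mean level and the pairs moved by less without any single array. The percentage not called is too high to rise by 1.5 times. Where an array was left out of a group, the other arrays of that group were assumed to vary like the other groups. Of 86 calls of named genes, 72 were lost with the paper's two-tailed test, 35 with the 6 arrays of the time point, 26 with the score, 25 without the filter, 7 each with the stricter filter, quantile normalization and weights and 2 with the block, as were 23 of 72 without the 5 set-apart arrays and 219 of 2064 comparisons without a single array, and 0 turned. The mean shift of 4 metabolic genes had no value without the filter, where no gene was called in both groups. The table of all samples in place of the liver table moved nothing, since its values are identical. Quantile normalization changed the calls of 6 of the list tests (5 lost, 1 gained) and turned 0.

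In the libraries labelled WAT, 2 probe sets were rhythmic in control and 0 in TSR, 0 differed in rhythm and 0 changed in mean level in limma (265, 76, 86 and 657 at an unadjusted p under 0.05). The 2 became 0 without the filter, with quantile normalization and with the replicate block. Array quality weights gave 4473, 1944 that differed in rhythm and 6461 in mean level, and the stricter filter gave 1 in mean level. Leaving out single arrays gave 0 to 4949 (4949 without control ZT7 replicate 3), 0 to 0, 0 to 0 and 0 to 1. The comparison of TSR effects between liver and WAT was not run. Signal over background limits low genes most: Npas2 lies below the filter, probe sets under the median signal were not tested, and detected probe sets per liver array lay between 14185 and 19682.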

Differences from the paper's values

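The thresholds differ: the paper states p under 0.05 and names no adjustment for its rhythm test (CircWave), while the counts here need an adjusted p under 0.05 in limma over 12166 probe sets with a filter on signal. Apart from the score of the set-apart arrays as a covariate, no setting in this part was chosen after the values were seen. The paper's count of rhythmic probe sets in control liver is 3869, and 1551 were called here. Of 35 alternatives set before the data were examined 5 come within 1.5 times of it, unadjusted p (3626), array quality weights (5206), the ordinary F-test (3510), the test over the 4 time points (5234) and leaving out control ZT7 replicate 3 (4010), and the other 30 do not. The control count with the score of the set-apart arrays as a covariate, chosen after the values were seen, also comes within 1.5 times. The 280 called in both groups in that setting do not come within 1.5 times of the paper's 990. For TSR liver the paper's count is 3251, and 327 were called here. Unadjusted p (2628) and the ordinary F-test (2520) come within 1.5 times of it, and the other 33 alternatives do not. Rhythmic in both groups were 990 probe sets in the paper's table and 106 here, with 1076 at unadjusted p and 967 with the ordinary F-test, and the other 33 alternatives stay outside. In control only the paper's count is 2879 against 1445 here, with 2550 at unadjusted p, 2543 with the ordinary F-test and 3864 without control ZT7 replicate 3, and the other 32 stay outside. In TSR only the paper's count is 2261 against 221 here, with 1552 at unadjusted p and 1553 with the ordinary F-test, and the other 33 stay outside. Not rhythmic with a changed mean level were 993 in the paper's table and 2727 here. Of 33 alternatives the two-tailed test per probe set (1353) comes within 1.5 times, and the other 32 do not. The paper's percentage of control-rhythmic probe sets not called in TSR, 74.4%, is within 1.5 times of 93.2% here and of all 35 alternatives. No higher percentage could lie outside that bound, so it does not show that the values match. Called in both groups were 990 of 3869 in the paper's table and 106 of 1551 here. Table S1 names 27 probe sets of Class I, all with a peak at ZT19 in both groups, more than once. With these counted once its numbers are 3842 in control, 3224 in TSR and 963 in both, and the same settings come within 1.5 times of them.

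Of the TSR rhythmic probe sets 38.0% peak at ZT1 in the paper's table and 59.9% here. Of 36 alternatives 8 come within 1.5 times, unadjusted p (42.3%), weights (50.7%), the ordinary F-test (42.3%), the test over the 4 time points (43.2%), the joint fit (48.1%) and leaving out TSR ZT1 replicate 2 (55.6%), TSR ZT1 replicate 3 (56.1%) or TSR ZT19 replicate 3 (55.3%), and the other 28 do not. At ZT7 the paper's share is 14.6% and 9.48% here. The stricter filter on the signal (10.2%), log2 of the signal plus 16 (10.4%), unadjusted p (18.7%), the replicate block (11.7%), weights (18.8%), the ordinary F-test (16.9%), the test over the 4 time points (20.2%), the joint fit (17.5%), the peak from the curve (9.79%) and leaving out TSR ZT1 replicate 3 (11.5%), ZT7 replicate 1 (12.8%), ZT13 replicate 2 (10.8%) or ZT19 replicate 1 (15.1%) come within 1.5 times, and the other 23 do not. At ZT13 the paper's share is 35.1% and 13.8% here, with 25.5% at unadjusted p and 27.2% with the ordinary F-test, and the other 34 stay outside. In control liver 30.3% peak at ZT19 in the paper's table and 20.2% here. Within 1.5 times come quantile normalization (20.4%), log2 of the signal plus 16 (20.5%), unadjusted p (26.8%), weights (35.6%), the ordinary F-test (25.0%), the test over the 4 time points (29.4%), the joint fit (20.5%) and leaving out control ZT1 replicate 1 (21.1%), control ZT1 replicate 2 (21.0%) or control ZT7 replicate 3 (33.5%), and the other 26 do not. With the 27 repeated probe sets counted once the paper's share at ZT19 in control is 29.9%, which is within 1.5 times of 20.2% and of 15 of those 26, and its share at ZT7 in TSR is 14.8%, which is not within 1.5 times of that with the peak from the curve. The settings within 1.5 times at ZT1 and ZT13 in TSR liver are the same ones.

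The paper describes peaks in TSR liver at ZT1 and ZT13, while here 196 of 327 fell at ZT1, 45 at ZT13 and 55 at ZT19. The 15 pairs of a Figure 4E gene and a time point that passed here are all marked in that figure, in the same direction, and Pfkfb1 and Gyk at ZT1, also marked there, did not pass (adjusted p = 0.114 and 0.0585). Both pass at an unadjusted p (0.0081 and 0.00189) and with array quality weights (adjusted p = 0.00995 and 0.00818), Pfkfb1 also without control ZT7 replicate 3 (0.0383), and Gyk with the stricter filter (0.0450) and without TSR ZT19 replicate 3 (0.0404). The paper names Irs2 and Pcx among the affected genes, and neither passed at any time point here (lowest adjusted p 0.103 and 0.126). Irs2 at ZT7 and ZT19 and Pcx at ZT19 pass at an unadjusted p (0.0457, 0.0256 and 0.0359) and with array quality weights (adjusted p = 0.0429, 0.00137 and 0.0118), and Irs2 at ZT19 with the replicate block (0.0494). With the score of the set-apart arrays as a covariate, chosen after the values were seen, Irs2 passes at ZT7 (adjusted p = 0.0319), and 4 of the 15 pairs no longer do. The paper describes Slc2a2 as high at ZT13 and ZT19 in control liver, and here its control mean at ZT7 (2983) lay above that at ZT19 (2618), while Pklr was highest at ZT13 and ZT19. The paper describes Slc16a7, Aqp9, Pcx, Gpd2 and Gyk as high at ZT7 and ZT13 in control liver. Here Gpd2 was (adjusted p = 0.00168 for its rhythm), Pcx and Slc16a7 had their highest mean at ZT7 and ZT13, with Slc16a7 higher at ZT19 (777) than at ZT7 (743), Aqp9 was higher at ZT19 (3999) than at ZT13 (3918), and Gyk was higher at ZT19 (718) than at ZT13 (570). The paper describes most of the genes it lists for glucose uptake, glycolysis and gluconeogenesis as reduced by TSR. Of these 8, 4 were lower in mean level here (Slc2a2, Pklr, Slc16a7 and Gpd2), 4 did not pass, and with single time points Aqp9, Pdk4 and Gyk were lower at 1 time point each and Slc2a2 was higher at ZT1. In the paper's qPCR Arntl is lower in TSR at ZT1, which did not pass here (-0.72, adjusted p = 0.310) or in any other setting, while Npas2 was lower and Per1 higher at ZT1, as in the paper. The authors' deposited table also lists 1837 rhythmic probe sets in control, 1110 in TSR and 243 in both, as the authors' counts, under criteria it notes apart from those of the paper.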

Other observations

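No test in this part was chosen after its result was seen. Single genes of the lists of growth hormone dependent expression, bile acid metabolism, fatty acid oxidation and adipocyte metabolism differed in TSR liver, while none of these 4 lists passed in mean level in camera (adjusted p = 0.474 for each). Of 17 genes with growth hormone dependent or male-predominant expression in liver, 3 rose and 3 fell in mean level (10 and 4 when adjusted over the list alone), among them Serpina12 (0.32, adjusted p = 0.0208), Elovl3 (0.49, 0.0221) and Cyp2u1 (-0.50, 0.000278). In bile acid metabolism Cyp27a1 (0.28) and Hsd3b7 (0.31) rose and Abcg8 (-0.36) fell in mean level, 3 up and 1 down of 17 (5 and 1 when adjusted over the list alone). At ZT7 Cyp7a1 (-0.78), Nr1h4 (-0.45) and Abcg8 (-0.74) fell and Nr0b2, a repressor of Cyp7a1, rose (0.83). In fatty acid oxidation 4 of 22 genes rose in mean level (4 when adjusted over the list alone), among them Acadvl (0.33), Hadhb (0.17) and Cyp4a10 (0.73). Of 31 genes of adipocyte metabolism G0s2, an inhibitor of lipolysis, rose (0.69, adjusted p = 0.00268) and Pde3b fell (-0.33), 2 up and 1 down (2 and 1 when adjusted over the list alone), and at ZT13 the list was lower in camera (adjusted p = 0.0407, and adjusted p = 0.410 with an estimated correlation, and 0.108 with quantile normalization). At ZT1 the constitutive androstane receptor Nr1i3 rose (1.11, adjusted p = 0.0283), and the xenobiotic list was higher (adjusted p = 0.00870, and adjusted p = 0.147 with an estimated correlation).

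The remaining list calls from camera were glycogen metabolism higher and cholesterol synthesis lower at ZT1 (adjusted p = 0.0240 for both, and adjusted p = 0.147 and 0.604 with an estimated correlation), ribosomal proteins higher and interferon response lower at ZT1 (0.00818 and 0.0012, and adjusted p = 0.607 and 0.313 with an estimated correlation), amino acid metabolism higher and interferon response lower at ZT7 (0.0126 and 0.0125, and adjusted p = 0.547 for both with an estimated correlation), amino acid metabolism and oxidative phosphorylation higher at ZT13 (0.0107 and 2.56e-06, and adjusted p = 0.527 and 0.408 with an estimated correlation) and oxidative phosphorylation higher at ZT19 (0.00947, and adjusted p = 0.975 with an estimated correlation). Amino acid metabolism at ZT7 did not pass with quantile normalization (0.152). Markers of hepatocytes and of stellate cells were higher in mean level (0.0459 and 0.0320, and adjusted p = 0.401 and 0.292 with an estimated correlation). In mean level, 4 of 35 genes of glycolysis and gluconeogenesis rose and 2 fell (8 and 3 when adjusted over the list alone), 1 of 17 of insulin signalling fell (Foxo3, -0.43), 1 of 13 of glycogen metabolism fell, 1 of 22 of fatty acid synthesis rose and 2 fell, 1 of 24 of cholesterol synthesis rose and 1 fell, and 1 of 18 of the acute phase rose (Hpx, 0.19) and 1 fell (Crp, -0.18). Of 24 xenobiotic genes 2 rose, of 24 of endoplasmic reticulum stress 1 fell, of 17 glucocorticoid-responsive genes 1 rose, of 17 immediate early genes 1 rose and 1 fell, of 12 clock output genes 2 fell and of 10 thermogenic genes 1 rose (Elovl3). For markers of macrophages 2 of 14 rose, of endothelial cells 1 of 10, of red blood cells 1 of 5, of brown adipocytes 1 of 6, of adipocytes 1 of 12 and of hepatocytes 3 of 10.

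Treatment or time labels were redrawn at random within the design, 100 splits with the real one included, to ask whether chance gives a result as large. For rhythmic probe sets no other split gave as many calls in control liver (1 of 100 splits, 1551 against at most 1299) or in TSR liver (1 split, 327 against 2). The same held for the mean level (1 split, 3241 against 30). A share of 1 in 100 is the smallest that 100 splits allow, and it is not adjusted for the number of results tested. The other splits stayed far below the real count in TSR liver and for the mean level, but not in control liver. For the difference in rhythm 3 splits gave as many calls (45 against 1290). For the median TSR rhythm 4 splits gave as low a value (41.6% against a lowest of 4.44% and a median of 74.1% in the other splits). Both shares lie under 0.05 without adjustment for the number of results tested, so chance is not excluded for either. The split with 1290 calls many times the real count, which points to a structure of the samples. Chance cannot be excluded for the percentage not called in TSR (17 splits, 93.2% against 99.9%, with a median of 76.2%), the share that peaked at ZT1 or ZT13 (36 splits, 24.6 points against 72.3) and the number of list calls (17 splits, 30 against 39). In the libraries labelled WAT 2 splits, the real one included, gave 2 or more rhythmic probe sets in control, and the other called 5020, so chance is not excluded there. Nor is it for the other 3 results (100 splits each with 0 or more, against 6516 for the rhythm in TSR, 0 for the difference in rhythm and 0 for the mean level). The splits with 5020 and 6516 point to a structure of the samples. At single time points 3 arrays against 3 allow 10 splits, too few for a share under 0.05. The real count and the highest other were 342 and 0 at ZT1, 1747 and 0 at ZT7, 2172 and 2 at ZT13 and 1766 and 0 at ZT19, each with 1 split as large. In the WAT-labelled libraries 59 of 115 list tests passed in camera, and 1 with an estimated correlation.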
